# Ferroptosis Signature Shapes the Immune Profiles to Enhance the Response to Immune Checkpoint Inhibitors in Head and Neck Cancer

**DOI:** 10.1002/advs.202204514

**Published:** 2023-04-07

**Authors:** Chih‐Hung Chung, Chun‐Yu Lin, Chih‐Yu Chen, Chun‐Wei Hsueh, Yao‐Wen Chang, Chen‐Chi Wang, Pen‐Yuan Chu, Shyh‐Kuan Tai, Muh‐Hwa Yang

**Keywords:** ferroptosis, head and neck cancer, programmed death ligand 1

## Abstract

As a type of immunogenic cell death, ferroptosis participates in the creation of immunoactive tumor microenvironments. However, knowledge of spatial location of tumor cells with ferroptosis signature in tumor environments and the role of ferroptotic stress in inducing the expression of immune‐related molecules in cancer cells is limited. Here the spatial association of the transcriptomic signatures is demonstrated for ferroptosis and inflammation/immune activation located in the invasive front of head and neck squamous cell carcinoma (HNSCC). The association between ferroptosis signature and inflammation/immune activation is more prominent in HPV‐negative HNSCC compared to HPV‐positive ones. Ferroptotic stress induces PD‐L1 expression through reactive oxygen species (ROS)‐elicited NF‐*κ*B signaling pathway and calcium influx. Priming murine HNSCC with the ferroptosis inducer sensitizes tumors to anti‐PD‐L1 antibody treatment. A positive correlation between the ferroptosis signature and the active immune cell profile is shown in the HNSCC samples. This study reveals a subgroup of ferroptotic HNSCC with immune‐active signatures and indicates the potential of priming HNSCC with ferroptosis inducers to increase the antitumor efficacy of immune checkpoint inhibitors.

## 1 Introduction

Recent advances in understanding the new form of cell death, ferroptosis, which is different from other well‐known forms of cell death,^[^ ^1^ ^]^ have attracted the attention of cancer researchers due to the high potential of ferroptosis in cancer therapies. Ferroptosis is an iron‐dependent nonapoptotic cell death driven by the accumulation of lipid reactive oxygen species (ROS). Glutathione (GSH)/glutathione peroxidase 4 (GPX4) plays a pivotal role in protecting cells from ferroptosis by hydrolyzing lipid hydroperoxides.^[^ ^1^ ^]^ Mounting evidence supports the crucial role of ferroptosis in tumor suppression. For example, a strong dependence of cancer cells on GPX4 and system Xc‐ has been noted in multiple types of cancer,^[^ ^2^ ^]^ and the inhibition of the system Xc‐ coding gene *SLC7A11* induces ferroptotic cell death and enhances cytotoxicity in therapy‐resistant cancer cells.^[^ ^3^ ^]^ Importantly, cancer stem cells (CSCs) or mesenchymal‐like cancer cells have been found to be especially vulnerable to ferroptotic cell death.^[^ ^4^, ^5^ ^]^ This finding highlights the potential of ferroptosis induction as a new anticancer therapy, particularly targeting drug‐resistant CSCs.^[^ ^6^, ^7^ ^]^ However, the available strategy for ferroptosis induction as an adjunct to cancer therapy in clinical oncology is still limited.

In addition to the vulnerability of CSCs to ferroptotic cell death, another attracting point of ferroptosis in cancer treatment is that ferroptosis is closely related to the inflammatory response of the tumor microenvironment (TME). Ferroptosis impacts immune microenvironments in two different ways.^[^ ^8^ ^]^ First, ferroptosis affects the number and function of immune cells themselves. Ferroptosis influences macrophage polarization to modulate immune environments.^[^ ^9^ ^]^ Lipid peroxidation and ferroptosis regulate the viability and activity of CD8^+^ cytotoxic T cells and CD4^+^ helper T cells.^[^ ^10^, ^11^ ^]^ Second, ferroptotic cells themselves release damage‐associated molecular patterns (DAMP) which can be recognized by immune cells to trigger subsequent inflammatory responses.^[^ ^12^, ^13^ ^]^ Ferroptotic cells also produce abundant pro‐inflammatory cytokines and chemokines to create an inflamed microenvironment.^[^ ^14^, ^15^ ^]^ However, the clinical relevance and therapeutic impact of the signature created by endogenous ferroptotic stress in tumor cells, the “ferroptotic signature,” remains elusive.

The clinical characteristics of head and neck squamous cell carcinoma (HNSCC) are distinct from those of cancers originating from other tissues/organs: advanced HNSCC is often associated with severe destruction of surrounding tissues and neck lymphadenopathy, and local‐regional recurrence is the main pattern of treatment failure.^[^ ^16^ ^]^ In recent years, the great success of anticancer immunotherapy, especially immune checkpoint inhibitors (ICIs), has led to a paradigm shift in cancer treatments.^[^ ^17^ ^]^ In HNSCC, ICIs showed promising results in recurrent/metastatic (R/M) HNSCC.^[^ ^18^, ^19^, ^20^ ^]^ The programmed death ligand‐1 (PD‐L1) is expressed on the surface of multiple types of cells in TME including cancer cells and is considered a major indicator for ICI treatments.^[^ ^21^, ^22^ ^]^ However, clinical strategies to enhance PD‐L1 expression and remodel the immune environment to increase ICI efficacy are limited. Identifying the ICI‐susceptible subgroup of HNSCC and developing a strategy to sensitize HNSCC to ICI treatment are urgent and unmet medical needs.

In this study, we demonstrate that ferroptotic stress induces the inflammation signature and PD‐L1 expression in HNSCC. We also reveal that the ferroptosis signature of HNSCC shapes TME to an active immune state. This finding provides a potential strategy to enhance the efficacy of ICIs by identifying the optimal group of patients for treatment and priming HNSCC with potential ferroptosis inducers.

## 2 Results

### 2.1 The Ferroptosis Signature Correlates with Inflammation in HNSCC Samples

To systemically approach the heterogeneous characteristics of HNSCC representing different steps in the metastatic journey, we collected matched pairs of primary tumors (including the inner core of the tumor, IC; and the invasive front, IF), metastatic tumors (M), and adjacent normal tissues from 21 patients with HNSCC receiving treatments at Taipei Veterans General Hospital (TVGH). Bulk RNA sequencing (RNA‐seq) was performed from the 65 collected samples (Figure S1A, Table S1, Supporting Information). Weighted correlation network analysis (WGCNA) was implemented for 18428 protein‐encoding genes from the samples^[^ ^23^ ^]^ (Figure S1B, Table S2, Supporting Information). Differential patterns of signaling networks, especially inflammation/immune‐related signatures and ferroptosis signals, were observed among the three parts of the tumors. The epithelial‐mesenchymal transition (EMT) signature was also observed to validate the spatial gene expression relationship in the collected samples (**Figure** **1**A). Therefore, we annotated the modules with a hypergeometric test in the ferroptosis signature (with reference to WP_FERROPTOSIS),^[^ ^24^ ^]^ microenvironmental inflammation (with reference to BIOCARTA_INFLAM_PATHWAY), tumor inflammation,^[^ ^25^ ^]^ EMT,^[^ ^26^ ^]^ and interferon‐stimulated gene (ISG)^[^ ^27^ ^]^ signature sets (Table S3, Supporting Information). For EMT, an enriched signature from IC to IF to M was observed by network analysis with overlay of the log_2_T/N values between tumors (T) and corresponding normal tissues (N) (Figure S1C,E, Supporting Information), which validated the spatial gene expression pattern of the samples. Regarding the subnetworks centered on the ferroptosis and immune‐related signature modules, a gradual increase in the expression of microenvironmental inflammation signature (Figure S1D,E, Supporting Information), tumor inflammation (Figure 1B; Figure S1E, Supporting Information), ISG (Figure 1C; Figure S1E, Supporting Information), and ferroptosis (Figure 1D; Figure S1E, Supporting Information) from IC to IF to M was revealed. Data indicate that tumor aggressiveness was associated with EMT and inflammation as expected, and an increased ferroptosis signature was also revealed together with increased aggressiveness.

**Figure 1:**
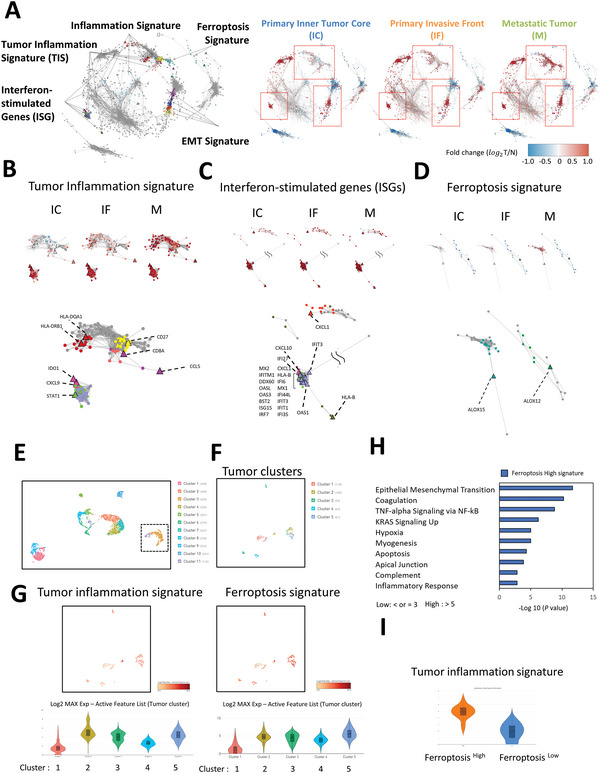
Correlation between ferroptotic and inflammation‐related signature in HNSCC. A) Gene correlation network constructed by weighted gene coexpression network analysis (WGCNA), including 1447 nodes and 12 037 edges. The nodes are colored by the corresponding module membership, and details of the modules with representative enriched biological terms are provided in Figure S1B, Supporting Information. The enriched ferroptosis, inflammation, tumor inflammation, EMT, interferon‐stimulated gene signatures are shown for distinct modules. Right, network with overlay of the log_2_T/N values for inner tumor core (IC), invasive front (IF), and metastatic tumor (M) in HNSCC samples. B) Subnetworks for the tumor inflammation signature in the IC, IF, and M. Corresponding genes (triangle) for the tumor inflammation signature are shown. C) Subnetworks for the interferon‐stimulated gene (ISG) signature in IC, IF, and M. Corresponding genes (triangle) for the tumor inflammation signature are shown. D) Subnetworks for the ferroptosis signature in the IC, IF, and M. Corresponding genes (triangle) for the ferroptosis signature are shown. E) A UMAP plot of a total of 3369 cells generated 11 clusters from the primary tumors of three HNSCC patients. The cell counts for each cluster are indicated in brackets. The tumor cell clusters determined by the epithelial score are indicated in squares. F) A UMAP plot of tumor cells re‐clustered in 5 groups. G) UMAP (upper) and violin plots (lower) showing the expression of tumor inflammation signature (left) and ferroptosis (right) signatures in 5 tumor cell clusters. H) Gene ontology analysis of the signal pathways in the ferroptosis_high group of HNSCC scRNA‐seq samples. The high and low groups were defined by the ferroptosis signature log2 expression > 5 as the high group and ≤3 as low group. I) Violin plots for showing the expression of tumor inflammation signature in ferroptosis high and low group.

Next, we applied single‐cell RNA sequencing (scRNA‐seq) to three primary HNSCC samples to investigate the correlation between tumor inflammation and ferroptosis. The characteristics of the patient are shown in Figure S1A and Table S1, Supporting Information. The unsupervised clustering of 3369 cells generated 11 clusters of cells (Figure 1E). We identified tumor cells or non‐tumor cells population from scRNA seq data according to an epithelial score^[^ ^28^ ^]^ (Figure S1F, Supporting Information). We analyzed the signature of microenvironment cells, including T cells, B/plasma cells, dendritic cells, macrophages, fibroblast, myocytes mast cells, and endothelial cells (Figure S1G, Supporting Information). Next, we focused on the analysis of tumor cell clusters (comprising clusters 3 and 11 in the dotted square box of Figure 1E). A re‐clustering of tumor cells generated five clusters distributed by UMAP (Figure 1F; Table S4, Supporting Information). The correlation of tumor inflammation and ferroptosis signature was demonstrated between tumor cell groups (Figure 1G; Table S5, Supporting Information). MSigDB hallmark analysis was used to compare the expression of the top 50 genes identified by scRNA‐seq in ferroptosis_high versus ferroptosis_low cells. The results showed that the EMT and inflammation response were significantly enriched signatures in ferroptosis_high cells (Figure 1H). We also found that ferroptosis_high cells expressed a higher tumor inflammation signature compared to ferroptosis_low cells (Figure 1I). Taken together, these results indicate a significant association of ferroptosis signature and inflammation in HNSCC samples.

### 2.2 Spatial Association between the Ferroptosis Signature and Tumor Inflammation in HNSCC

To track the ferroptosis signature throughout the metastatic journey of HNSCC cells, we applied the 10x Genomics Visium spatial transcriptomic platform for analyzing two independent HNSCC samples. The characteristics of the patients are shown in Table S1, Supporting Information. The workflow of 10x Genomics Visium spatial transcriptomic analysis is illustrated in **Figure** **2**A. The samples were harvested immediately after surgery and then divided the samples from the outer part of the tumor to the inner tumor part by cryosection and analyzed using 10x Genomics Visium. For patient no. 1, unsupervised clustering generated 12 clusters in four analyzed slides (Figure S2A, Supporting Information). The distribution of the tumor and non‐tumor clusters corresponded to the tumor and stromal parts in H&E staining (Figure S2B, Supporting Information). We also analyzed the gene expression of microenvironmental cells in the tested samples (Figure S2C,D, Supporting Information).

**Figure 2:**
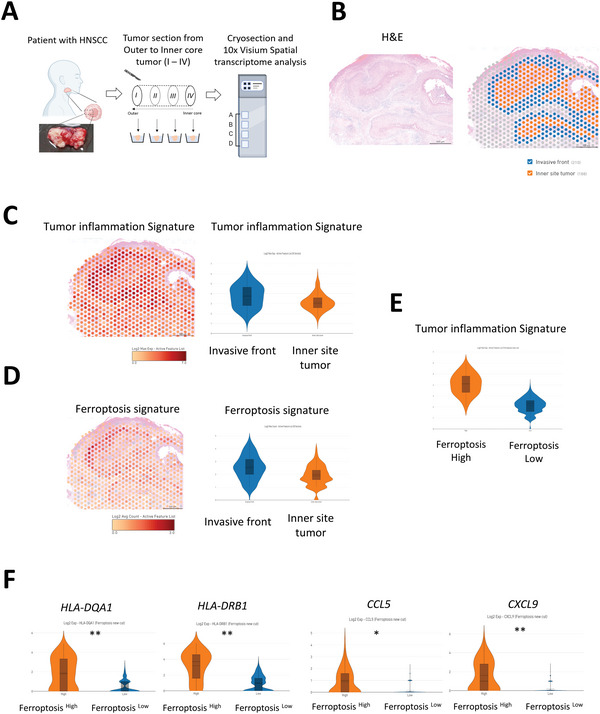
Spatial correlation between ferroptotic and inflammation‐related signature in HNSCC. A) A schema to show the workflow of Visium spatial transcriptomic analysis of a HNSCC tumor sample. B) H&E staining of the HNSCC tumor sample and the tumor invasive fronts region and the inner tumor region in one of the section tumors. C) Localization of the expression of the tumor inflammation signature in the tissue (left). Violin plots to show the expression of tumor inflammation signature in the invasive front and the inner core of the tumor (right). D) Localization of the expression of the ferroptosis signature in the tissue (left). Violin plots to show the expression of ferroptosis signature in the invasive front and the inner tumor core (right). E) Violin plots to show the expression of the tumor inflammation signature in ferroptosis high and low group in Visium analysis. F) Violin plots to show the inflammation‐related genes (*HLA‐DQA1*, *HLA‐DRB1*, *CCL5*, and *CXCL9)* which were generated by software 10× Loupe Browser 6.2 and adjusted using the Benjamin–Hochberg correction for multiple tests.

Here, we identified the tumor invasive fronts region and the inner tumor region in one of the section tumors (Figure 2B). A similar spatial distribution pattern of tumor inflammation and ferroptosis signatures was observed in the samples analyzed by 10x Genomics Visium (Figure 2C,D). Next, we focused on tumor cell clusters (clusters T1–T6). The ferroptosis_high group revealed a higher expression level of the tumor inflammation signature (Figure 2E). An increased expression of the inflammation/immune‐related genes *HLA‐DQA1*, *HLA‐DRB1*, *CCL5*, and *CXCL9* was shown in the ferroptosis_high group (Figure 2F). The positive correlation between tumor inflammation and ferroptosis signatures was validated in patient no. 2 (Figure S3, Supporting Information). Together, spatial transcriptomic studies further support the colocalization of tumor inflammation and ferroptosis signatures in the same histological regions of HNSCC.

### 2.3 Ferroptosis Induces the Immunogenic Signature and PD‐L1 Expression in HNSCC

Our observation of the clinical sample suggested that the tumor inflammation signature was correlated with the ferroptosis signature of HNSCC (Figures 1, 2). Therefore, we sought the group of major genes influenced by ferroptotic stress in HNSCC. To examine the impact of non‐lethal ferroptotic stress on HNSCC cells, we applied two ferroptosis inducers, (1S,3R)‐RSL3 (RSL3) and FIN56^[^ ^29^ ^]^ to treat HNSCC. The mechanism of action of these two drugs is summarized in Figure S4A, Supporting Information. A panel of HNSCC cell lines and a primary HNSCC culture with different spectrums of EMT phenotype (Figure S4B, Supporting Information) were subjected to the lipid ROS analysis and the WST‐1 assay under treatment with ferroptosis inducers. Epithelial‐type FaDu and SAS cells were more resistant to the ferroptosis inducers RSL3 and FIN56 and generated fewer lipid ROS after treatment, and mesenchymal‐type OECM‐1 cells were the most susceptible to inhibition of GPX4 among these cell lines and generated the most lipid ROS after treatment (Figure S4C–E, Supporting Information). 

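The transcriptome of HSC-3 cells, an established human tongue squamous cell carcinoma line, was sequenced after treatment with 1 µM FIN56 for 48 h and after the vehicle, 0.1% DMSO. FIN56 is a small molecule that induces ferroptosis, a cell death driven by lipid peroxidation. There was 1 library per condition, so no difference between the conditions has a replicate check, and no p-value across genes is given. The deposited tables list 60616 genes by Ensembl identifier and symbol, each with an RSEM expected count, an FPKM, a TPM and a DESeq2 rlog value. Expected counts are estimates in which a read that fits several genes is divided between them, so they need not be whole. They summed to 70184517 in the DMSO library and 73062209 in the FIN56 library. The 10 genes with the most counts held 5.85% of the DMSO total and 6.15% of the FIN56 total, and mitochondrial genes held 4.77% and 5.75%. Both libraries listed 30196 genes at 0. The fold change of a gene was computed here as its deposited FPKM in the FIN56 library divided by that in the DMSO library, over genes with an FPKM above 0 in both. FPKM is divided by an effective gene length that RSEM estimates separately in each library from the mix of transcripts, so an FPKM ratio can depart from the ratio of the counts behind it. The FPKM values carry 2 decimals, which makes ratios of the lowest values coarse. Beside each fold change, a 95% interval was computed from the rounded expected counts, as an exact Clopper-Pearson interval of the FIN56 share scaled by the library totals. These intervals cover counting error only, and they compare the 2 libraries, not the conditions.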

We applied sublethal doses of ferroptosis inducers to treat HNSCC cells and examined the ferroptotic stress‐induced transcriptomic change in subsequent experiments (Figure S4F, Supporting Information). 

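An FPKM above 0 in both the DMSO and the FIN56 library of HSC-3 cells was listed for 24454 genes. Of these, 3583 genes (14.7%) had an FPKM fold change of 1.5 or more and 4240 genes had one of 1/1.5 or less. Many of the higher genes rested on few reads. Fewer than 10 expected counts in both libraries together stood behind 1294 of them, and fewer than 50 behind 2505. By the annotation of GENCODE release 44, 1287 of the higher genes are protein coding and 1328 are long non-coding RNA genes. The 95% counting interval of the expected count ratio lay above 1 for 1258 of the 3583 genes and at 1.5 or above for 451. In 100 simulated pairs of libraries that differed by counting noise only, a mean of 1932.5 genes (range 1845 to 2027) reached a count ratio of 1.5, against 3305 genes by the observed expected counts. Among the 17372 genes with at least 10 expected counts in both libraries, 1323 had an FPKM fold change of 1.5 or more. By expected counts 1155 of them reached 1.5, against a mean of 291.2 in the simulated pairs. The count of higher genes moved most with the deposited rlog values, which draw the libraries towards each other, where 7 genes reached 1.5. With an FPKM of at least 1 in both libraries, 489 of 12638 genes did. Table S6B was read here in part, as the 1996 genes at its top out of the paper's 12819, and it entered no overlap or set test.

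**Figure D1:**
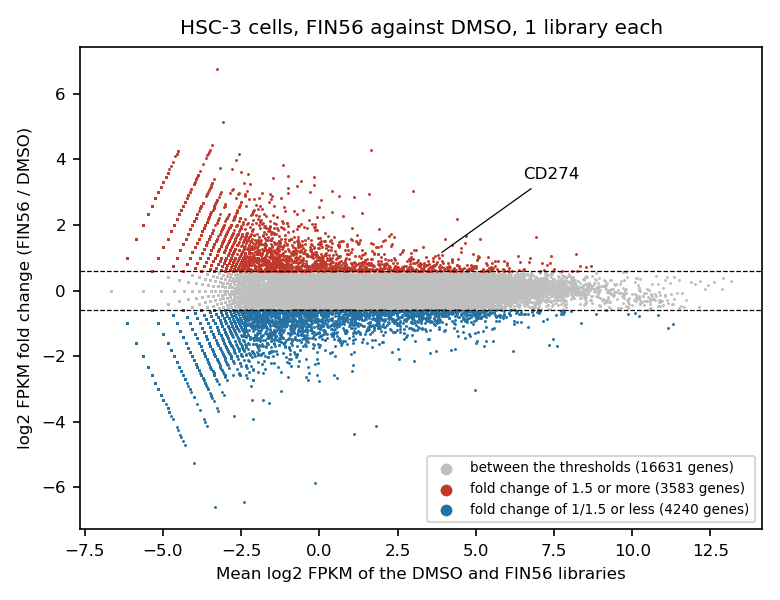
Log2 FPKM fold change of FIN56 over DMSO (vertical axis) against the mean log2 FPKM of both libraries (horizontal axis) for the 24454 genes with an FPKM above 0 in both libraries of HSC-3 cells. Each point is a gene, the dashed lines mark fold changes of 1.5 and 1/1.5, and the 3583 higher and 4240 lower genes spread most widely at low FPKM.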

The experimental schema is illustrated in **Figure** **3**A. We intersected the genes up‐regulated in HNSCC samples analyzed by two platforms: the top 1500 genes up‐regulated in ferroptosis_high group by spatial transcriptomics (Table S6A, Supporting Information) and the genes up‐regulated in the RNA sequencing results of HSC‐3 cells treated with a sublethal concentration of FIN56 versus control (*n* = 539) (FPKM fold change ≥ 1.5) (Table S6B, Supporting Information). 

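All 42 genes listed in Table S6C were found in the tables of HSC-3 cells, and 32 of them had an FPKM fold change of 1.5 or more between the FIN56 and the DMSO library. The median fold change of the 42 genes was 1.77. Expression was low for part of the list, with an FPKM below 1 in both libraries for 13 genes and fewer than 100 expected counts in total for 8. The highest FPKM ratio belonged to FAM184A at 5.75, from FPKM values of 0.04 and 0.23, and its count ratio of 2.11 had a 95% interval of 0.960 to 5.00. TLR1 rose from 23 to 91 expected counts (FPKM ratio 4.83), and LCP1 from 349 to 1049 (FPKM ratio 2.92). Abundant members changed less, as in CCND1 with an FPKM of 247 in DMSO and 419 in FIN56, and HLA-B with 315 and 535. HLA-B shares reads with closely related class I genes, and its expected counts were not whole numbers, so its value is uncertain. The 10 genes below 1.5 included TNFRSF1B (1.46), EXOSC7 (1.44), ZNF480 (1.43), GANC (1.42), SARM1 (1.28), CYBB (1.14), TNFSF13B (1.00), ITGA4 (1.00) and TFEC (0.60). By expected counts scaled with DESeq2 median-of-ratios size factors, 39 of the 42 genes reached 1.5, and by the deposited rlog values 0 did. TFEC changed direction between the measures, with 42 expected counts in DMSO and 60 in FIN56 beside its lower FPKM. SARM1, with 414 and 420 expected counts after rounding, had a count ratio of 0.97. Its expected counts were not whole numbers either, so its value is uncertain too. For 34 of the 42 genes the counting interval lay above 1, and for the other 8 it included 1.

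**Figure D2:**
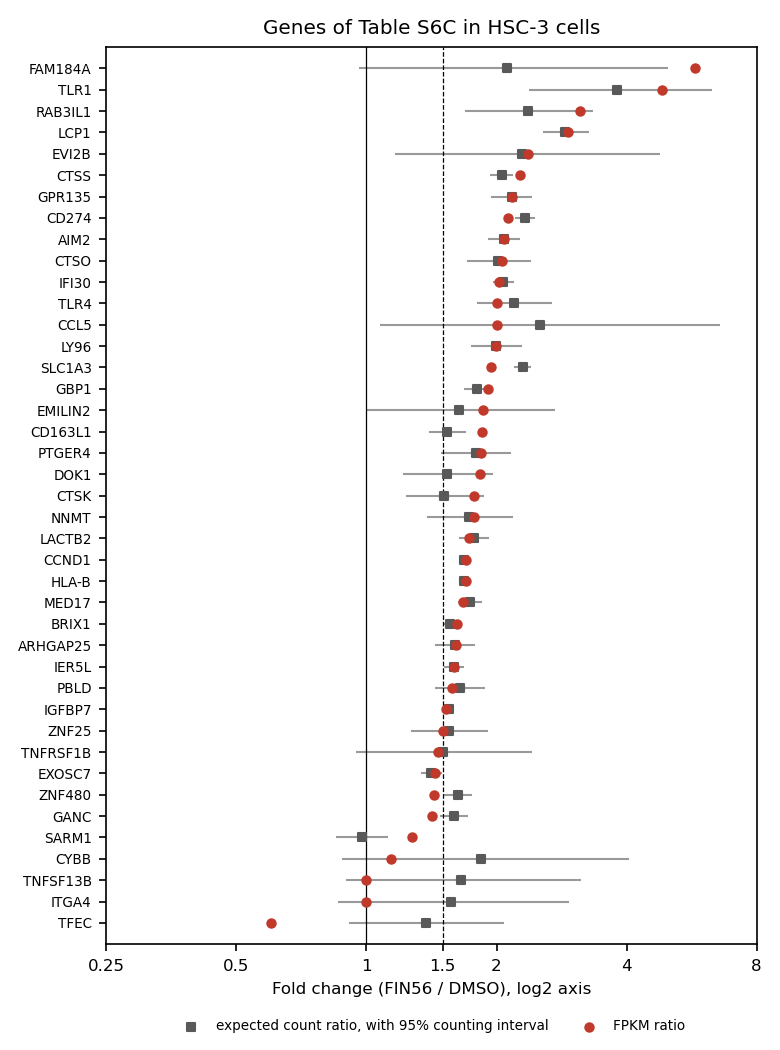
Fold change of FIN56 over DMSO in HSC-3 cells (horizontal log2 axis) for 41 genes of Table S6C, with 1 library per condition. Red circles are FPKM ratios, grey squares are expected count ratios with their 95% counting intervals, and the solid and dashed lines mark 1 and 1.5. The red circles of 9 of them lie below 1.5.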

42 genes were found to be co‐upregulated in both platforms (Figure 3B; Table S6C, Supporting Information), and these genes were subjected to GO ontology analysis. 

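CD274 (ENSG00000120217), which encodes PD-L1, lies on the plus strand of chromosome 9 from 5450503 to 5470566 (GRCh38, GENCODE release 44). Its canonical transcript has 7 exons and 3634 bases, with the coding sequence from 5456114 in exon 2 to 5467859 in exon 7. In HSC-3 cells its FPKM was 9.58 with DMSO and 20.38 with FIN56, a fold change of 2.13. The expected counts behind these values were 1830 and 4432. They are whole numbers, which gives no sign of reads divided with another gene. The count ratio was 2.33, with a 95% counting interval of 2.20 to 2.46. Both ratios come from the same reads and differ by the effective gene length. The deposited rlog values gave the lowest fold change among the alternatives, 1.42, and the DESeq2 median-of-ratios size factors the highest, 2.39, so every alternative tried kept CD274 higher in the FIN56 library and the rlog values alone placed it below 1.5. By FPKM ratio it ranked eighth among the genes of Table S6C. The RT-qPCR primers of Table S8 match this transcript. The forward primer TCAATGCCCCATACAACAAA spans the junction of exons 3 and 4, from 5457415 to 5462847, and the reverse primer TGCTTGTCCAGATGACTTCG lies in exon 4 from 5462928 to 5462947. Both lie in the coding sequence and bound a product of 120 bases. From genes raised both in the spatial data and in these libraries, the paper proceeds to their gene ontology network, and from the place of CD274 in that network to its measurement by RT-qPCR.

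**Figure D3:**
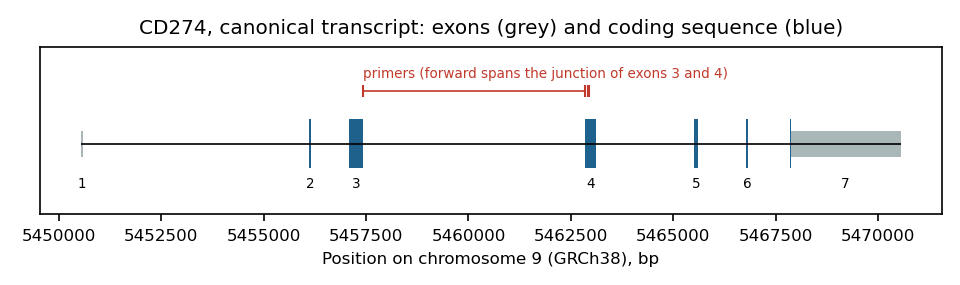
CD274 on chromosome 9 of GRCh38 (horizontal axis, position in bp), with the 7 exons of its canonical transcript in grey and its coding sequence in blue. The red bars above mark the RT-qPCR primers, the forward one drawn across the intron between exons 3 and 4 and the reverse one inside exon 4.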

Interestingly, *CD274* acts as the signal hub in these upregulated genes (Figure S5A, Supporting Information and a zoomed‐in illustration in Figure 3C; Table S7, Supporting Information), and upregulation was validated by RT‐qPCR in HSC‐3 cells treated with FIN56 (Figure 3D). In subsequent experiments, we focused on ferroptosis‐induced *CD274* due to the high therapeutic impact of up‐regulation of PD‐L1 in cancer cells. Treatment of HNSCC cells (HSC‐3, CAL‐27, and SAS) with a sublethal dose of FIN56 upregulated the expression of the PD‐L1 protein (Figure 3E). The increase in membranous PD‐L1 expression was demonstrated in HNSCC cells under FIN56 treatment by flow cytometry (Figure 3F) and immunofluorescent staining (Figure 3G). FIN56 treatment enhanced PD‐L1 expression in the post‐treatment samples of patient‐derived xenografts (Figure 3H). The ferroptosis inhibitor ferrostatin‐1 reversed the up‐regulation of PD‐L1 induced by RSL3 in HSC‐3 cells (Figure S5B, Supporting Information). An analysis of TCGA HNSCC data showed that *CD274* expression was negatively correlated with the level of ferroptosis inhibition genes (*GPX4*, *GSS*, *GCLC*, *SLCA11*, *SLC3A2*) and positively correlated with the ferroptosis promotion gene *ACSL4* (Figure S5C,D, Supporting Information). A decrease in the expression of the ferroptosis inhibition genes (*GPX4*, *GSS*, *GCLC*, *SLCA11*, *SLC3A2*) and an increase in *ACLS4* was observed in the *CD274*_high group (Figure S5E, Supporting Information).

**Figure 3:**
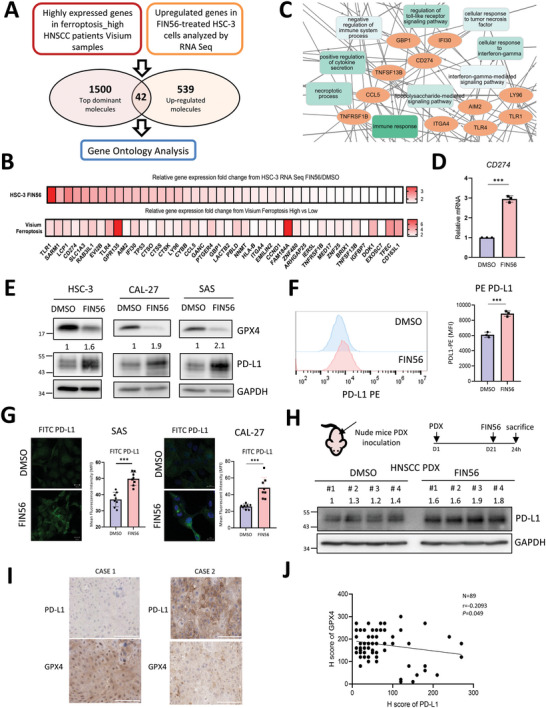
Ferroptosis inducers upregulate PD‐L1 expression. A) A flowchart to illustrate the strategy of identifying the major genes influenced by ferroptosis induction in HNSCC. The top 1500 genes expressed in the high ferroptosis signature of the Visium analysis and 539 upregulated genes (FPKM fold change ≥ 1.5) in FIN56‐treated HNSCC HSC‐3 cells compared to the control. B) A heatmap to show the expression of 42 co‐upregulated genes in panel (A) by relative fold change of FPKM value in HSC‐3 RNA‐seq (upper) and Visium (lower) analyses. C) A zoom‐in picture of the GO ontology analysis for identifying the hub gene of HNSCC under ferroptosis stress. D) RT‐qPCR to examine the relative mRNA level of *CD274* in HSC‐3 cells treated with FIN56 1 µm for 48 h or vehicle control. The data is presented in mean ± S.D, *n* = 3. ***p < 0.001 (Student's *t*‐test). E) Western blots to examine the expression of GPX4 and PD‐L1 in HNSCC cell lines HSC‐3, CAL‐27, and SAS cells treated with FIN56 1 µm for 48 h or a vehicle control. GAPDH was a loading control. F) Flow cytometry for detecting the PD‐L1 expression of HSC‐3 cells treated with FIN56 1 µm for 48 h or a control vehicle DMSO. The data is presented in mean ± S.D, *n* = 3. ***p < 0.001 (Student's *t*‐test). G) Immunofluorescent imaging to detect the membranous FITC‐PD‐L1 signal in SAS (left) and CAL‐27 (right) cells treated with FIN56 1 µm for 24 h versus a vehicle. Scale bar = 20 µm. Quantification of FITC intensity by imageJ. The data is presented in mean ± S.D, *n* = 8. ***p < 0.001 (Student's *t*‐test). H) Up, a schema for patient‐derived xenograft (PDX) tumors. HNSCC PDX tumors were inoculated into the subcutaneous region of nude mice. FIN56 (100 mg kg^−1^) were intratumorally injected 21 days after tumor inoculation. The mice were sacrificed after 24 h. The tumors were harvested for experiments. Down, western blot of PD‐L1 of the xenografted tumors treated with FIN56 or a vehicle control. GAPDH was a loading control. I) Representative results of immunohistochemical staining for PD‐L1 and GPX4 in tumor slides from HNSCC patients. Scale bar = 100 µm. J) Correlation between the expression of *GPX4* and *CD274* in immunohistochemical staining of PD‐L1 and GPX4 (*n* = 89) from the HNSCC tissue array. Pearson's correlation coefficient and the corresponding *p*‐value are shown.

Next, we performed a subgroup analysis to explore the correlation between the expression of *CD274* and ferroptosis‐related genes in HPV‐positive versus negative HNSCC because HPV positivity represents distinct clinical characteristics of HNSCC patients. A prominent correlation was shown between the expression of *CD274* and ferroptosis‐related genes in the HPV‐negative group, that is, a negative correlation of *CD274* and ferroptosis‐related genes (*GPX4*, *GSS*, *GCLC*, *SLC3A2*) and a positive correlation of *CD274* and *ACSL4* (Figure S6A, Supporting Information). However, the correlation between *CD274* and ferroptosis‐related genes was not as evident in HPV‐positive cases, with the exception of the positive correlation between *CD274* and *ACSL4* (Figure S6B, Supporting Information). Furthermore, we examined the expression level of the PD‐L1 and GPX4 proteins in the TVGH HNSCC tumor samples, and a significant negative correlation between PD‐L1 and GPX4 was revealed (Figure 3I,J). The above data indicate a negative correlation between the expression of PD‐L1 and ferroptosis‐related genes in HNSCC samples, especially those negative for HPV, and a sublethal stress of ferroptosis up‐regulates PD‐L1 in HNSCC cells.

### 2.4 Ferroptosis‐Induced NF‐*κ*B Activation and Calcium Influx Contribute to Up‐Regulation of PD‐L1

Next, we sought the pathway(s) that mediate ferroptosis‐induced up‐regulation of PD‐L1. The cellular ROS level was significantly increased after RSL3 treatment, as expected (**Figure** **4**A). The ROS scavenger *N*‐acetyl cysteine (NAC) attenuated the RSL3 treatment‐induced protein and mRNA expression of PD‐L1 in CAL‐27 cells (Figure 4B,C). The transcription inhibitor actinomycin D repressed ferroptosis‐induced upregulation of PD‐L1 (Figure 4D), indicating the potential for ferroptosis‐induced expression of PD‐L1 through ROS‐mediated transcriptional activation of *CD274*. Next, we evaluated the possible ferroptotic ROS‐activated pathways in HNSCC cells by co‐treatment with FIN56 and different inhibitors for inflammatory signal pathways, including a STAT3 inhibitor, a STAT1 inhibitor, and an NF‐*κ*B inhibitor. Suppression of NF‐*κ*B but not STAT1 or STAT3 attenuated ferroptosis‐induced PD‐L1 expression (Figure 4E). 

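The MSigDB hallmark and KEGG gene sets were not used here. NF-κB activity in the libraries of HSC-3 cells was instead read from a list of 40 commonly cited NF-κB target genes, without CD274, that was fixed before the data were examined. Of these, 39 had an FPKM above 0 with both DMSO and FIN56. Their median log2 FPKM fold change was -0.18, with a range of -0.21 to -0.05 when the counts were redrawn within counting error. This median lay at percentile 0.17 of 10000 random lists of the same size matched on mean expression, which describes these libraries and has no replicate check. With an FPKM of at least 1 in both libraries, the alternative that moved the median most, it was -0.033. The 25 members with whole expected counts had a median of -0.034, with a range of -0.24 to -0.020 within counting error. That median lay within the central 95% of random lists matched to the whole list (-0.11 to 0.15). This comparison cannot decide whether reads shared with other genes are a cause. The random lists were as large as the whole list, and 17 of the 25 members were lower. The median of the whole list is that of REL at -0.18, and the next higher member, TNFAIP3, stood at -0.034. Leaving out a few genes on any ground can therefore move it. The list may be unchanged or slightly lower. In all, 13 members were higher and 26 lower with FIN56. A fold change of 1.5 or more was seen for CCL5 and PTGS2, and the matched random lists held a mean of 1.92 such genes. CCL5 rested on 8 expected counts in DMSO and 21 in FIN56, with a counting interval of 1.07 to 6.58. PTGS2 rose from 929 to 1641 expected counts, an FPKM ratio of 1.68. Genes of the feedback loop of the pathway were not higher, with FPKM ratios of 0.824 for NFKBIA, 0.977 for TNFAIP3 and 0.722 for NFKB2. CXCL8 had a ratio of 0.815, BCL2L1 1.37 and BCL2A1 0.411. IL6 had 218 and 251 expected counts, and its counting interval of 0.919 to 1.33 included 1. Transcript levels at a single time do not measure phosphorylation or nuclear p65, which the paper examined separately.

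**Figure D4:**
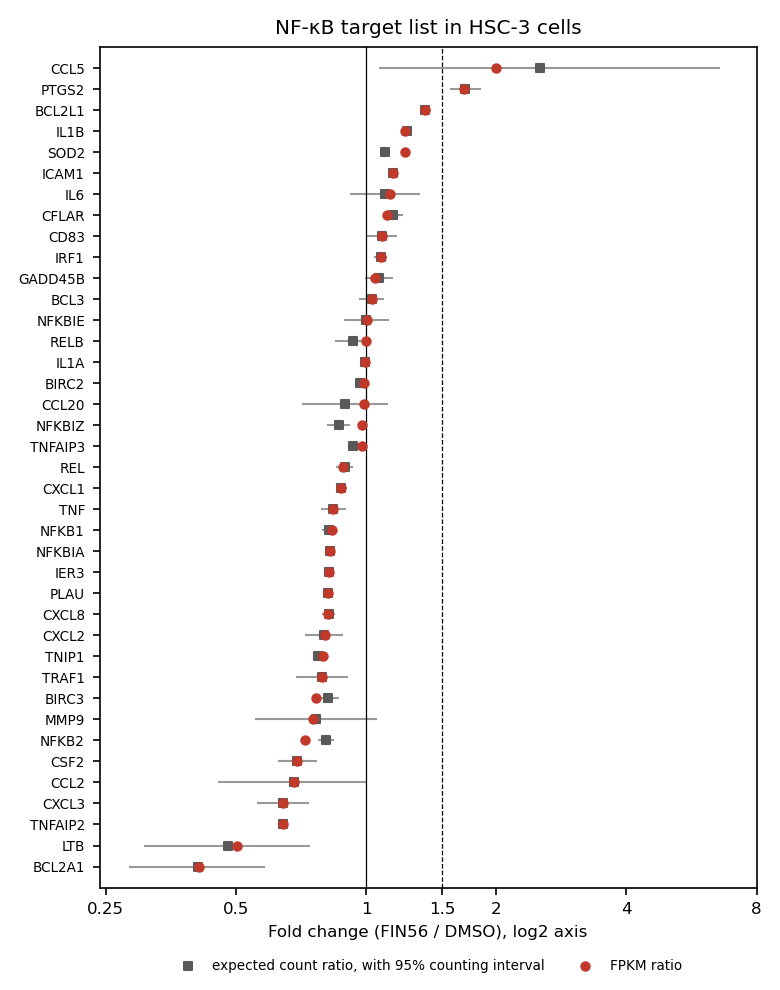
Fold change of FIN56 over DMSO in HSC-3 cells (horizontal log2 axis) for the 39 members of the NF-κB target list with an FPKM above 0 in both libraries. Red circles are FPKM ratios, grey squares are expected count ratios with their 95% counting intervals, and the solid and dashed lines mark 1 and 1.5. Of the members, 26 lie below 1 and CCL5 and PTGS2 lie above 1.5.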

Analysis of the RNA sequencing data of HSC‐3 cells treated with/without FIN56 showed that NF‐*κ*B signal pathway was one of the major pathways in the analysis of the MSigDB hallmark pathways and the KEGG pathways (Figure S7A,B, Supporting Information). Next, we examined whether ferroptosis activated NF‐*κ*B signaling. Increased phosphorylation and nuclear translocation of p65 was observed in SAS cells under FIN56 treatment (Figure 4F,G). Direct activation of NF‐*κ*B signal by phorbol myristate acetate (PMA) upregulated PD‐L1 in SAS cells (Figure S7C,D, Supporting Information). Activation of NF‐*κ*B by ferroptosis inducers was validated by EMSA (Figure 4H) and ELISA (Figure 4I) in HNSCC cell lines. Inhibition of NF‐*κ*B by parthenolide downregulated FIN56‐induced PD‐L1 expression (Figure 4J). The above data indicate that ferroptosis‐induced ROS activates NF‐*κ*B to up‐regulate PD‐L1 in HNSCC.

**Figure 4:**
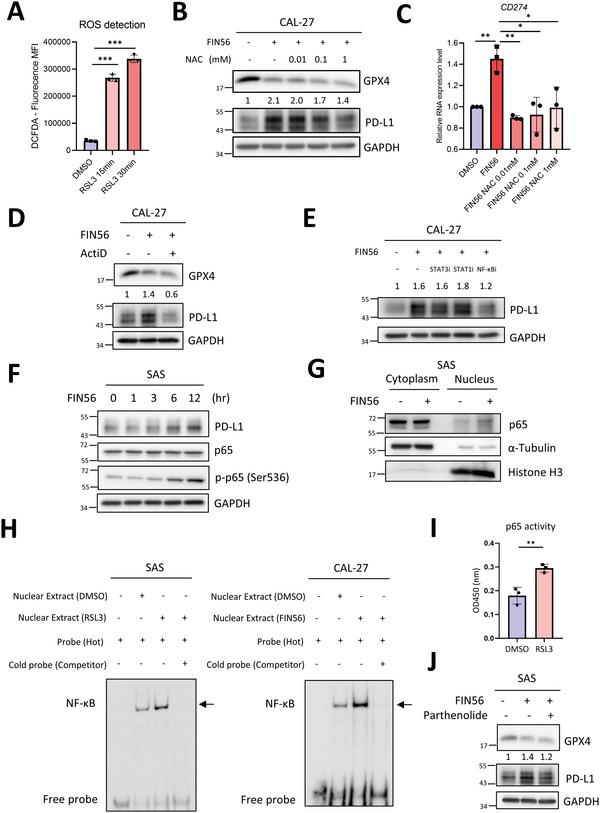
The ferroptosis inducer upregulates PD‐L1 expression in HNSCC through NF‐*κ*B signal pathway. A) Mean fluorescent intensity of DCFDA in CAL‐27 cells treated with RSL3 for 15 min and 30 min. The data is presented in mean ± S.D, *n* = 3. ***p < 0.001 (Student's *t*‐test). B) Western blots to examine GPX4 and PD‐L1 in CAL‐27 cells treated with FIN56 1 µm for 24 h or vehicle control with/without an ROS scavenger *N*‐acetylcysteine (NAC) 0.01, 0.1, or 1 mm for 24 h. GAPDH was a loading control. C) RT‐qPCR to examine the relative mRNA level of *CD274* in CAL‐27 cells treated with FIN56 1 µm for 24 h or a vehicle control with/without NAC 0.01, 0.1, or 1 mm for 24 h. The data is presented in mean ± S.D, *n* = 3. *p < 0.05, **p < 0.01 (Student's *t*‐test). D) Western blots to examine the expression of GPX4 and PD‐L1 in CAL‐27 cells treated with FIN56 1 µm for 24 h or a vehicle control with/without a transcriptional inhibitor actinomycin D (ActiD) 50 nm for 24 h. GAPDH was a loading control. E) Western blots to examine PD‐L1 expression in CAL‐27 cells treated with FIN56 1 µm for 24 h or a vehicle control with/without the indicated inhibitors STAT3i Stattic 1 µm for 24 h, STAT1i Fludabine 1 µm for 24 h, and NF‐*κ*Bi Parthenolide 0.5 µm for 24 h. GAPDH was a loading control. F) Western blots of PD‐L1, total p65, and serine 536 phosphorylated p65 in SAS cells treated with FIN56 1 µm for the indicated durations. GAPDH was a loading control. G) Nucleus‐cytoplasm fractionation and western blots for examining nuclear and cytoplasmic p65. *α*‐tubulin was a control for the cytoplasmic protein and Histone 3 was a control for the nuclear protein. H) Electrophoretic mobility shift assay. Left, nuclear extracts from SAS cells treated with RSL3 1 µm for 24 h or vehicle control. Right, the nuclear extracts of CAL‐27 cells treated with FIN56 1 µm for 24 h or a vehicle control were hybridized with the labeled probe containing an NF‐*κ*B binding element and subject to analysis. The unlabeled probe (cold probe) was used for competition. The shifted bands are indicated. I) The p65 activity assay. Cell extracts from SAS cells treated with RSL3 1 µm for 24 h or a vehicle control were analyzed by NF‐*κ*B  ELISA kit and detected at absorbance 450 nm. The data is presented in mean ± S.D, *n* = 3. **p < 0.01 (Student's *t*‐test). J) Western blots to examine the expression of GPX4 and PD‐L1 in SAS cells treated with FIN56 1 µm for 24 h or a vehicle control with/without cotreatment of an NF‐*κ*B inhibitor Parthenolide 1.5 µm for 24 h. GAPDH was a loading control.

Previous studies showed that calcium signal is a character of ferroptosis and a major signal in ROS induction.^[^ ^30^, ^31^ ^]^ We examined whether the calcium signal is also involved in the regulation of ferroptosis‐induced PD‐L1. Treatment of ferroptosis inducers did not induce significant calcium influx or change the pattern of calcium mobilization induced by a calcium ionophore A23187 within 10 min in HNSCC cells (Figure S8A,B, Supporting Information). However, a gradual elevation of cytosolic calcium was detected after hours of FIN56 treatment (Figure S8C, Supporting Information). Nevertheless, FIN56‐induced calcium influx was abrogated in HNSCC cell cultivated with the calcium‐free medium or intracellular calcium chelator BAPTA treatment (Figure S8D,E, Supporting Information). Prolonged treatment with FIN56 (24 h) significantly reduced A23187‐induced calcium mobilization (Figure S8F, Supporting Information). In contrast, prolonged FIN56 incubation did not affect the calcium mobilization induced by an ER calcium ATPase inhibitor thapsigargin (Figure S8G, Supporting Information). Treatment with calcium chelators EGTA‐AM or BAPTA attenuated FIN56‐induced PD‐L1 expression (Figure S8H, Supporting Information), which validates the role of ferroptosis‐induced calcium influx in PD‐L1 upregulation. The above results indicate that extracellular calcium is responsible for ferroptosis‐induced calcium influx, and the contribution of ER‐stored calcium in ferroptosis‐induced calcium influx is yet to be determined.

### 2.5 Ferroptosis Inducers Suppress HNSCC Growth, Modulate Tumor Microenvironments, and Sensitize Murine HNSCC to Anti‐PD‐L1 Antibody Treatment

We validated the antitumor activity of the ferroptosis inducers in three xenografted HNSCC models. Both the human HNSCC cell line HSC‐3‐formed tumors and primary HNSCC culture‐formed tumors were repressed by RSL3 treatment (**Figure** **5**A,B). RSL3 also inhibited the growth of four patient‐derived HNSCC xenografted tumors (PDX) (Figure 5C,D).

**Figure 5:**
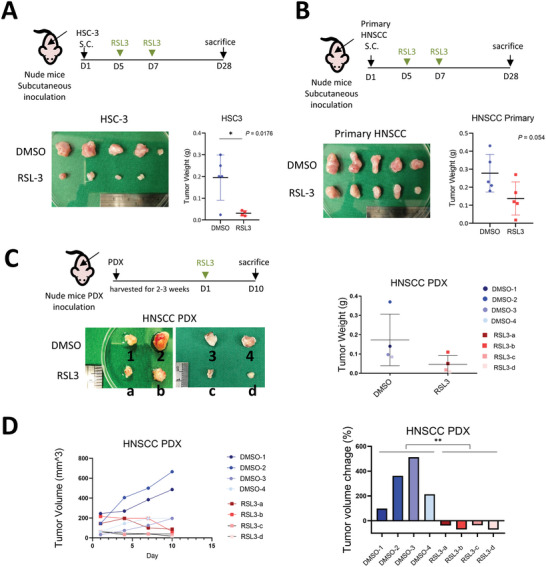
Ferroptosis inducers inhibit the growth of HNSCC tumors. A) Upper, a schema to illustrate the experiment. 1 × 10^6^ of HSC‐3 cells were inoculated into the subcutaneous region of the nude mice. Intratumoral injection of RSL‐3 (100 mg kg^−1^) was administered on the fifth and seventh day. Mice were sacrificed on the 28th day and tumors were harvested. Left lower, the photo of the tumors harvested. Right lower, the tumor weight of the two groups. DMSO group *n* = 5, RSL3 group *n* = 4. The data is presented in mean ± S.D; *p < 0.05 (Student's *t*‐test). B) Upper, a schema to illustrate the experiment. 1 × 10^6^ of the primary HNSCC cells were inoculated into the subcutaneous region of the nude mice. Intratumoral injection of RSL‐3 (100 mg kg^−1^) was given on 5th and 7th day. The mice were sacrificed on the 28th day and tumors were harvested. Left lower, the photo of harvested tumors. Right lower, the tumor weight of the two groups. DMSO group *n* = 5, RSL3 group *n* = 5. The data is presented in mean ± S.D (Student's *t*‐test). C) Upper left, a schema for illustrating the experiment. Patient‐derived xenograft tumors (PDX) were inoculated to the subcutaneous region of the nude mice. Intratumoral injection of RSL‐3 (100 mg kg^−1^) or DMSO control was administered on day1. The mice were sacrificed on the day10 and the tumors were harvested. Lower left, photo of harvested tumors. Right, the tumor weight of the two groups. DMSO group *n* = 4, RSL3 group *n* = 4. The data is presented in mean ± S.D (Student's *t*‐test). D) Left, the tumor volume at day1, day4, day7, and day10. Right, a waterfall plot to show the tumor volume change by quantifying the ratio of tumor volume at the day1 to the day10. DMSO group *n* = 4, RSL3 group *n* = 4. **p < 0.01 (Student's *t*‐test).

We next investigated the influence of the ferroptosis inducer treatment on tumor microenvironments. The murine syngeneic HNSCC model by inoculating the murine HNSCC cell line MTCQ1‐2^[^ ^32^ ^]^ to the subcutaneous region of C57BL/6J mice was applied (**Figure** **6**A). Immunohistochemical staining of the harvested tumors demonstrated the increased infiltration of CD4^+^ cells, CD8^+^ cells, and granzyme B^+^ cells in the FIN56‐treated tumors (Figure 6B). Flow cytometric analysis of the tumor‐infiltrated immune cells revealed an increased CD4^+^ cells, CD4^+^Pd1^+^ cells, a reduced CD11b^+^F4/80^+^ macrophages, and a trend of increased CD8^+^ cells, CD8^+^Ifn*γ* ^+^ cells, CD8^+^Pd1^+^ cells, CD4^+^Ifn*γ* ^+^ cells, and B cells in FIN56‐treated tumors (Figure 6C). For ferroptotic stress upregulates PD‐L1 in HNSCC cells (Figures 3, 4), we examined the influence ferroptotic stress on Pd‐l1 expression of mouse immune cells. The mean fluorescent intensity and the Pd‐l1‐positive subpopulations were not different among the FIN56‐treated and control groups of the syngeneic murine HNSCC tumors (Figure 6D).

**Figure 6:**
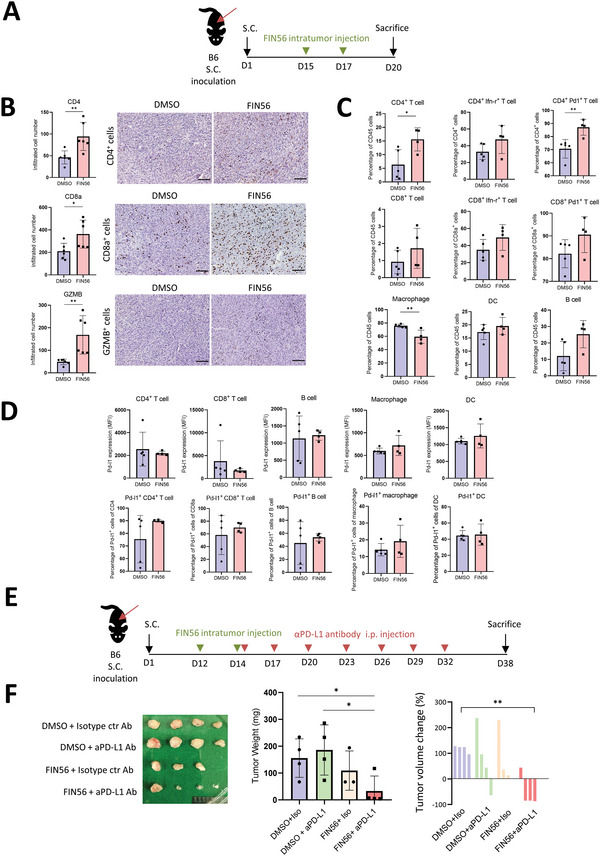
Ferroptosis induced active‐immune TME and sensitizes the tumors to *α*PD‐L1 treatment. A) A schema to illustrate the experiment. 1 × 10^6^ of MTCQ1‐2 cells were inoculated into the subcutaneous region of the B6 mice. Intratumoral injection of FIN56 (100 mg kg^−1^) was administered on the 15th day and 17th day. Mice were sacrificed on the 20th day and tumors were harvested. B) Ferroptotic inducer treated HNSCC tumor tissues were collected for IHC staining. Left, the average infiltrated cells numbers were counted (*n* = 6). The data is presented in mean ± S.D; *p < 0.05, **p < 0.01 (Student's *t*‐test). Right, representative images of the IHC were shown. Scale bar, 100 µm. C) Tumor‐infiltrated CD45^+^ immune cells were assessed by flow cytometry. Population of CD4^+^ T cells, CD8+ T cell, macrophage, DC, and B cell in tumors from the indicated groups. DMSO (*n* = 5), FIN56 (*n* = 4). The data is presented in mean ± S.D: *p < 0.05, **p < 0.01 (Student's *t*‐test). D) Pd‐l1 expression and percentage of pd‐l1^+^ cells of CD4^+^ T cells, CD8^+^ T cell, macrophage, DC, and B cell in tumors from the indicated groups. DMSO (*n* = 5), FIN56 (*n* = 4). The data is presented in mean ± S.D (Student's *t*‐test). E) A schema of syngeneic tumors 1 × 10^7^ MOCL2‐1 cells were subcutaneously injected into the flank of C57BL/6 mice. Tumor‐bearing mice received two intra‐tumor injection of 100 mg kg^−1^ FIN56 on the 12th and 14th day after tumor cell injection. On the 14th day 100 µg anti‐PD‐L1 antibody (Bio X Cell) was administered intraperitoneally to each mouse. Antibodies were administered every 3 days until the 32nd day. The mice were sacrificed on the 38th day post‐tumor cell injection. F) Left, photo of the harvested tumors. Middle, quantification of tumor weight. DMSO with isotype antibody control (*n* = 4), DMSO with anti‐PD‐L1 antibody (*n* = 4), FIN56 with isotype antibody control (*n* = 3), FIN56 with anti‐PD‐L1 antibody (*n* = 4). The data is presented in mean ± S.D; *p < 0.05 (Student's *t*‐test). Right, a waterfall plot to show the tumor volume change by quantifying the ratio of tumor volume at the 38th day to the 12th day. **p < 0.01 (Student's *t*‐test).

Next, we examine the combination of the ferroptosis inducer with an anti‐PD‐L1 antibody (*α*PD‐L1) in a syngeneic murine HNSCC model MOCL2 cell line/C57BL6/J mice.^[^ ^33^ ^]^ Activation of NF‐*κ*B and induction of PD‐L1 expression by sublethal FIN56 was validated in MOCL‐2 cells in vitro (Figure S9A–C, Supporting Information). Upregulated PD‐L1 expression in MOCL2‐formed tumors under FIN56 treatment was observed (Figure S9D, Supporting Information). We further treated tumor‐bearing mice with *α*PD‐L1, FIN56, a combination of *α*PD‐L1 and FIN56, or an IgG isotype control. The *α*PD‐L1 treatment did not show a significant suppressive effect on syngeneic MOCL2 tumors, and modest tumor suppression was observed in the FIN56 group. The combination of *α*PD‐L1 and FIN56 revealed the highest tumor suppression among the four groups (Figure 6E,F). In summary, the results indicate that ferroptosis inducers inhibit HNSCC growth, influence the infiltrated immune cells and demonstrate a combinatory effect with the *α*PD‐L1 treatment.

### 2.6 The Ferroptosis Signature Correlates with an Immune‐Active State of HNSCC

We investigated the relevance of the ferroptosis signature to the immune environment of HNSCC. We first applied the TCGA‐HNSC data set to investigate the correlation between ferroptosis signature/*GPX4* and T cell infiltration/activation. A higher expression of *CD4*, *CD8A*, *CD3D*, *CD28*, *GZMB*, *IFNG*, *PRF1*, and *IL2* was observed in the ferroptosis_high patient group (Figure S10A, Supporting Information). A positive correlation was shown between the ferroptosis signature and the CD8^+^ cytotoxic T cell signature (Figure S10B, Supporting Information). Further analysis by TIMER 2.0 demonstrated that *GPX4* expression was negatively correlated with the level of CD8 T cell infiltration in most analyzes for HPV‐negative patients, while a positive association between *GPX4* and T cell infiltration was noted in most analyses for HPV‐positive patients (Figure S10C, Supporting Information). The correlation between individual genes showed a distinct correlation pattern of correlation in the HPV negative and positive subgroups. The T‐cell infiltration score was significantly higher in the HPV positive group compared to the HPV‐negative patients (Figure S10D, Supporting Information). In HPV‐negative HNSCC, there was a trend that *GPX4* negatively correlated with *CD8A* expression and significantly correlated with the T cell activation marker *IFNG* or *GZMB* negatively. On the contrary, the HPV positive patient group exhibited a trend of positive correlation between *GPX* and T cell activation markers, and *GZMB* reached statistical significance (Figure S10E, Supporting Information).

Next, we applied multispectral immunofluorescent imaging to investigate the correlation between ferroptotic stress and immune microenvironment in the HNSCC sample. The lipid peroxidation marker 4‐hydroxynonenal (4‐HNE) was applied to indicate the ferroptotic stress in HNSCC samples. We conducted two sets of samples for investigation of T cells (set#1) (**Figure** **7**A–C) and myeloid linage cells (set#2) (Figure 7D–F). The workflow is illustrated in Figure 7A,D, and the representative multispectral immunofluorescent images are shown in Figure 7B,E. A significant higher density of CD8^+^ cell and CD8^+^PD1^+^ cells was demonstrated in ROIs with higher 4‐HNE in tumor cells (Figure 7C). A lower density of DC and macrophages was shown in ROIs with higher 4‐HNE in tumor cells (Figure 7F). Among the myeloid immune cell types we screened, macrophages were the dominant PD‐L1 expressing cell (Figure S11, Supporting Information). We also examined the PD‐L1 expression in tumor and immune cells of the ROIs with high versus low 4‐HNE signals. An increased PD‐L1 expression was noted in tumor cells of ROIs with high 4‐HNE (Figure 7G). In contrast, a reduced percentage of PD‐L1^+^ DC and macrophages was shown in ROIs with high 4‐HNE (Figure 7H).

**Figure 7:**
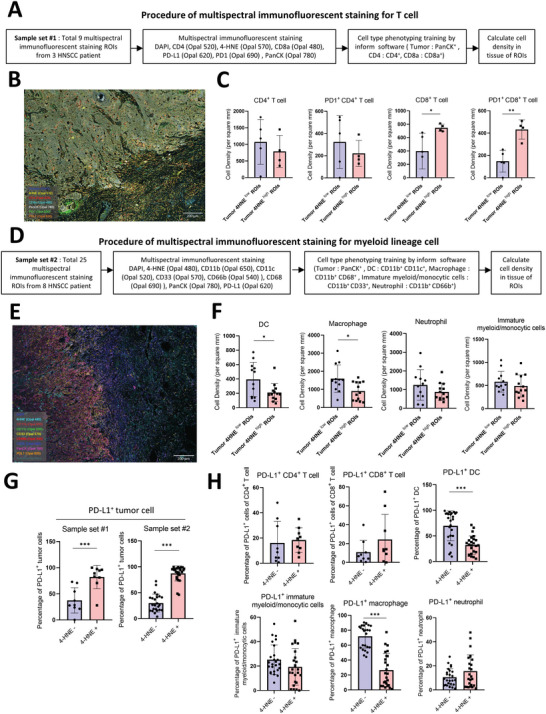
The ferroptosis signature correlates with an active immune environment in HNSCC patient samples. A) Flowchart of the multispectral immunofluorescent imaging of sample set #1 for T cell. B) Representative multispectral immunofluorescent images of sample set #1 for T cell. Scale bar = 200 µm. C) Cell density of CD4^+^ T cell, CD4^+^PD1^+^ T cell, CD8^+^ T cell, CD8^+^PD1^+^ T cell in tumor 4‐HNE^high^ (*n* = 4) or 4‐HNE^low^ (*n* = 5) ROIs. The data is presented in mean ± S.D. *p < 0.05, **p < 0.01 (Student's *t*‐test). D) Flowchart of the multispectral immunofluorescent imaging of sample set #2 for myeloid lineage cell. E) Representative multispectral immunofluorescent images of sample set #2 for myeloid lineage cell. Scale bar = 200 µm. F) Cell density of DC, macrophage, neutrophil, and immature myeloid/monocytic cells in tumor 4‐HNE^high^ (*n* = 13) or 4‐HNE^low^ (*n* = 12) ROIs. The data is presented in mean ± S.D. *p < 0.05 (Student's *t*‐test). G) Percentage of PD‐L1^+^ cells of 4‐HNE^−^ tumor cells or 4‐HNE^+^ tumor cells in sample set#1 (*n* = 9) and sample set#2 (*n* = 25) ROIs. The data is presented in mean ± S.D. ***p < 0.001 (Student's *t*‐test). H) Percentage of PD‐L1^+^ cells of 4‐HNE^−^ or 4‐HNE^+^ CD4^+^ T cell, CD8^+^ T cell in sample set#1 (*n* = 9) ROIs. Percentage of PD‐L1^+^ cells of 4‐HNE^−^ or 4‐HNE^+^ DC, macrophage, neutrophil, and immature myeloid/monocytic cells in sample set#2 (*n* = 25) ROIs. The data is presented in mean ± S.D. ***p < 0.001 (Student's *t*‐test).

We summarize the main findings of this study in **Figure** **8**. In HNSCC, ferroptotic stress generates lipid ROS to activates NF‐*κ*B, which subsequently activates *CD274* transcription. Furthermore, ferroptosis‐induced calcium signaling also contributes to the up‐regulation of PD‐L1. HNSCC cells with ferroptosis signature reveal an inflamed phenotype together with PD‐L1 expression, indicating the potential of priming HNSCC with ferroptosis inducers to improve the efficacy of *α*PD‐L1.

**Figure 8:**
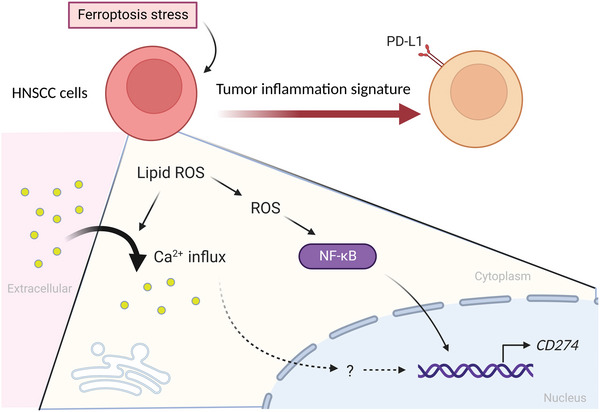
The model of ferroptosis activated signal and signature of HNSCC. A schema to summarize the finding in this study. When HNSCC cells are under ferroptosis stress, lipid ROS‐activated NF‐*κ*B and increased intracellular calcium signal contribute to up‐regulation of *CD274* expression. The ferroptosis signature correlates with an active immune environment of HNSCC. Summary picture was created with Biorender.

## 3 Discussion

The antitumor effect of ferroptosis has been extensively investigated, especially in drug‐resistant mesenchymal‐like cancer stem cells.^[^ ^4^, ^5^, ^6^, ^7^ ^]^ Here, we validated the antitumor activities of ferroptosis inducers in vivo. In addition to the cytotoxic activities of ferroptosis inducers, ferroptosis has been found to induce immunogenic cell death with the release of immunoregulating molecules such as HMGB1^[^ ^34^ ^]^ and ATP.^[^ ^35^ ^]^ Ferroptotic cancer cells modulate tumor microenvironments to an immunoactive state.^[^ ^36^ ^]^ In this study, we observed that ferroptotic stress modulates tumor‐infiltrated immunocytes in murine model and HNSCC samples. On the basis of the evidence presented above, we suggest that ferroptosis inducers suppress tumor growth through a direct tumor suppressing effect and microenvironmental modulation.

Several strategies have been reported to prime the tumor to facilitate the effectiveness of ICIs, including chemotherapy,^[^ ^37^, ^38^ ^]^ toll‐like receptor agonist,^[^ ^39^ ^]^ STING1 agonist,^[^ ^40^ ^]^ and radiotherapy.^[^ ^41^ ^]^ The main finding of our study is that ferroptotic stress in HNSCC cells upregulates PD‐L1, which provides the potential to prime HNSCC to potentiate the efficacy of ICIs. The combinatory effect of ferroptosis inducers and anti‐PD‐L1 antibody was validated in the syngeneic murine model of this study. Intriguingly, a recent study demonstrated that immunotherapy‐activated CD8^+^ T cells enhance ferroptosis in tumor cells, which contributes to the anti‐tumor efficacy of immunotherapy.^[^ ^42^ ^]^ This finding together with our result strengthen the potential synergy of ferroptosis inducer and immunotherapy. Therefore, the development of optimal‐dosed ferroptosis inducer as a priming strategy for augmenting antitumor immune response is a promising strategy for cancer immunotherapy. An interesting question is whether ferroptotic stress in tumor cells affects PD‐L1 expression in immunocytes. Recent studies have shown that ferroptosis affects macrophage infiltration and polarization in the murine liver cancer model.^[^ ^43^ ^]^ However, we did not observe that ferroptotic stress in HNSCC cells influences PD‐L1 expression in immunocytes in our study. The possible explanation is that our study observed ferroptotic stress in tumor cells rather than directly in immune cells, and the distinct signaling pathways between tumor cells and immune cells should also be considered. Further investigation of ferroptotic stress in infiltrated immune cells of different tumors is mandatory.

In this study, we found that both ROS‐driven NF‐*κ*B activation and calcium influx contribute to ferroptosis‐induced PD‐L1 expression. ROS has been well known to activate NF‐*κ*B signaling,^[^ ^44^ ^]^ and PD‐L1 is one of the major immune‐related molecules upregulated by NF‐*κ*B pathway.^[^ ^45^ ^]^ Besides, the increased intracellular calcium signal is a common response to stress.^[^ ^46^ ^]^ Here we showed that prolonged ferroptotic stress induced calcium influx after hours, which is consistent with the previous finding that ferroptosis caused a sustained increase in cytosolic calcium that is related to plasma membrane damage rather than ion channel dependent.^[^ ^30^ ^]^ There are other sources of calcium ion storage in cells such as the ER^[^ ^47^ ^]^ and mitochondria^[^ ^48^ ^]^ which may contribute to the increase in cytosolic calcium. Our result indicates that extracellular calcium is the main source of ferroptosis‐induced calcium influx, and the role of intracellular calcium storage organelles in the ferroptosis‐induced calcium signal appears to be minor and remains not yet fully determined.

Another interesting finding of the study is that the ferroptosis‐induced inflammation signature or PD‐L1 expression is more prominent in the HPV‐negative HNSCC group than in the HPV‐positive group. HPV‐positive HNSCC is generally considered an inflamed tumor with an immune‐activated microenvironment compared to HPV‐negative patients.^[^ ^49^ ^]^ Our study implies that in patients with HPV negative HNSCC, analysis of the ferroptosis signature may be helpful to categorize patients as immune active and immune inactive, which will be informative in selecting the appropriate cases for ICI therapy. It may also indicate the potential of the application of ferroptosis‐inducing agents in HPV‐negative HNSCC to create an immune‐active environment. A larger cohort with additional modalities is mandatory to validate the relationship between the ferroptosis signature and HPV‐negative HNSCC.

In summary, our study demonstrates spatial correlation and signal linkage between ferroptosis and PD‐L1 in HNSCC. We also show that ferroptosis induces the expression of tumoral PD‐L1 through the membrane damage‐independent (NF‐*κ*B pathway) and dependent (calcium influx) mechanisms. Furthermore, this study also highlights the potential to prime advanced HNSCC with ferroptosis inducers prior to the treatment of ICIs. The optimization of the formulation and delivery routes of ferroptosis inducers will be crucial for the future application of ferroptosis inducers in clinical cancer treatment.

## 4 Experimental Section

### HNSCC Samples

The study was approved by the Institutional Review Board of Taipei Veterans General Hospital (IRB certificate No. 2017‐05‐013AC) and Taichung Veterans General Hospital (IRB certificate No. CE22076A).The experiments were carried out with the full, informed consent of the subjects. Six independent sets of samples were used for the experiments. The characteristics are presented in Table S1, Supporting Information. The first group comprised 65 dissected tumor samples from 21 patients with HNSCC and contralateral normal oral epithelium. Bulk RNA sequencing was performed for tumors and adjacent normal tissues. The second group comprised 3 primary HNSCC tumors from different patients for scRNA‐seq. The third group consisted of 2 HNSCC patient samples for Visium spatial transcriptomic analysis (eight slides). The fourth group comprised samples from 91 patients with HNSCC for tissue array IHC staining. The fifth group consisted of samples from 2 patients with HNSCC for PDX. The sixth group consisted of samples from 11 patients with HNSCC with a total of 34 region of interests (ROIs) for multispectral immunofluorescent staining.

### Bulk RNA Sequencing

The matched pairs of primary HNSCC tumors (including invasive front and intratumor core regions), metastatic tumors, and adjacent normal tissues from patients with HNSCC at Taipei Veterans General Hospital (TVGH) were subjected to RNA sequencing analysis (Figure S1A, Supporting Information). The samples were frozen in RNA Later Tissue Storage Reagent (AM7021, Invitrogen) and stored at −80 °C. RNA was harvested using TRIzol reagent (15596026, Invitrogen). RNA quality check was measured by bioanalyzer (RIN > 1.5). The RNA QC library information is listed in Table S9, Supporting Information. An Illumina TruSeq RNA Sample Prep Kit was used with 1 µg of total RNA for the construction. After reverse transcription, cDNA sequencing was performed using the Illumina NextSeq500 and Illumina HiSeq2500 (Illumina, Inc.). Reads were trimmed and clipped for quality control in AfterQC v0.9.7. and read quality was checked for each sample using FastQC v0.11.7. The high‐quality reads were then imported into STAR v2.6.1a for alignment in BAM files. BAM files were imported into RSEM v1.3.1 for expected counts, FPKM, and TPM estimation. The expected count table was extracted from each RSEM output gene result file and also imported into DESeq2 v1.26.0 for the rlog transformation. The GRCh38.94 reference genome was used for gene alignment.

### Single‐Cell RNA Sequencing

To obtain cells for scRNA‐seq analysis, the HNSCC tumors were dissociated using a tumor dissociation kit (Miltenyi Biotec), and dead cells were removed using a dead cell removal kit (MACS). Single cell suspension from tumors with viability greater than 80% was loaded onto the 10x Genomics Next GEM Chip G for the target capture of ≈8000 cells/chip. For library construction and sequencing, droplet‐based scRNA‐seq (10x Genomics Chromium Single Cell 3’ Reagent Kit v3.1 no. 1000121) was used for single‐cell library preparation. After reverse transcription, cDNA sequencing was performed using the Illumina Novaseq 6000 (Illumina, Inc.). scRNA‐seq reads were processed using a 10x Genomics Cell Ranger pipeline (version 6.1.1, 10x Genomics). Chemistry Batch Correction algorithm (Cell Ranger v3) was used to correct batch effects between samples. The algorithm is based on mutual nearest neighbors (MNN) to identify similar cell subpopulation between batches. Then data were analyzed by 10× Loupe Browser (version 6.2, 10x Genomics). The clustering of cells in the dataset was performed using a Uniform Manifold Approximation and Projection (UMAP) algorithm in Loupe Browser. GO analysis of differentially expressed genes between clusters was performed using the online Enricher website (https://maayanlab.cloud/Enrichr/).

### Tissue Processing and Data Generation for Visium Spatial Gene Expression

A total of eight samples obtained from primary tumors of two HNSCC patients were subjected to Visium spatial transcriptomics analysis. The patient characteristics are illustrated in Table S1, Supporting Information. The preparation of the tissue section followed the Visium Spatial Tissue Optimization User Guide Rev D (10x Genomics, CG000239). In brief, frozen samples were cryosectioned on Visium Tissue Optimization Slides. Histology images were taken with an Olympus IX83 (10× PH Objective). The library construction was performed according to the Visium Spatial Gene Expression User Guide. Libraries were loaded at 250 pM and sequenced on a NovaSeq 6000 System (Illumina) at a sequencing depth of 0.05 M reads/spot following the formula provided by the manufacturer (10x Genomics). Data processing of Visium data, raw FASTQ files and images was performed with Space Ranger software (Version 1.2.1, 10x Genomics) and the GRCh38 v98 reference genome was used for gene alignment. Analysis ferroptosis‐related genes and the visualization of the images were performed using Loupe Browser (version 6.2, 10x Genomics).

### Weighted Correlation Network Analysis

To explore the biological characteristics of the heterogeneity of the inner tumor core, invasive fronts, and metastatic tumors of the HNSCC transcriptome, weighted correlation network analysis (WGCNA) was implemented with the R WGCNA package (v. 1.70‐3 in R 4.0.3)^[^ ^50^ ^]^ using log2 (TPM + 1) normalized RNA‐seq values for 18 428 protein‐coding genes in 65 samples from HNSCC patients (Figure S1B, Supporting Information). Protein‐coding genes with 90% of zero values among 65 samples were excluded from the analysis. A soft thresholding power of 17 was selected to maximize the scale‐free topology model fit as it plateaued above 0.7. For module identification, the “cutreeDynamic” function was performed based on the “tree‐cutting” algorithm with deepSplit = 2 and minModulesize = 5. The modules were characterized by Gene Ontology (GO) biological process (BP), GO cellular component (CC), and KEGG pathway terms using the “enrichGO” and “enrichKEGG” functions in the R ClusterProfiler package (v. 3.18.1 in R 4.0.3).^[^ ^23^ ^]^ To provide a concise representation, the network was trimmed by preserving only the genes that belonged to representatively enriched terms (one of the top 20; FDR‐*q* value ≤ 0.05) from each annotation category, edges with correlation weight greater than 0.01 (positive associations only) and keeping at most the top 50 edges for each source and target node. To quantify differential patterns of a specific signature‐related subnetwork among three parts of the tumors, a further functional annotation of the modules was performed with a hypergeometric test using ferroptosis, inflammation, tumor inflammation, EMT, and interferon‐stimulated gene (ISG) signature sets (Figure 1A; Figure S1B, Supporting Information).^[^ ^24^, ^25^, ^26^, ^27^ ^]^ The modules were then integrated, which had a specific enriched signature (FDR‐*q* value ≤ 0.05) and at least one of the signature genes, with all their neighboring genes in the network to determine the signature‐related subnetwork (Figure 1A–D; Figure S1C,D, Supporting Information). For example, there were 42, 63, 132, 116, and 66 genes in the ferroptosis, inflammation, tumor inflammation, EMT, and ISG signature‐related subnetworks, respectively. For each signature‐related subnetwork, the log_2_ T/N values (i.e., fold changes) of all the genes between tumors (T) from IC, IF, or M sites and corresponding normal tissues (N) were evaluated. Finally, a two‐sided Wilcoxon signed‐rank test was used to statistically quantify the differential patterns of subnetworks among three parts of the tumor (Figure S1E, Supporting Information). Here, the differential patterns of each subnetwork that satisfied the following criteria were defined: i) the median of log_2_ T/N values among all genes from IC to IF to M gradually increase; ii) *p*‐value ≤ 0.05 between IC and IF; and iii) *p*‐value ≤ 0.05 between IC and M. The correlation networks/subnetworks with modules were visualized in an open‐source software platform, Cytoscape (version 3.8.2).^[^ ^51^ ^]^

### Animal Experiments

The animal experiment was approved by the Institutional Animal Care and Utilization Committee of Taipei Veterans General Hospital (IACUC certificate No. 2019–040). To evaluate the antitumor effect of the ferroptosis inducer, 1 × 10^6^ HSC3 cells or primary HNSCC cells were subcutaneously injected into the flanks of nude mice. Tumor‐bearing mice received two intratumor injections of 100 mg kg^−1^ RSL3 on the 5th and 7th days after tumor cells. The mice were sacrificed on the 28th day post‐tumor‐cell injection. For patient‐derived xenografts (PDX), the HNSCC specimens were first rinsed twice and immersed in Matrigel (Becton‐Dickinson) at 37 °C. The tumors were cut into 1 mm^3^ pieces and subcutaneously implanted in 4 weeks old female nude mice to establish PDX. For investigation of the ferroptotic drug‐induced immune cell infiltration in the syngeneic HNSCC mouse model, 1 × 10^6^ MTCQ1‐2 cells were subcutaneously injected into the flanks of C57BL/6 mice. The tumor‐bearing mice received two intratumor injections of 100 mg kg^−1^ FIN56 on the 15th and 17th days after inoculation of tumor cells. The mice were sacrificed on the 20th day post tumor cell injection and tumor sample were collected for IHC and immunophenotyping of infiltrated immune cells. For investigation of the anti‐tumor effect of the ferroptotic inducer combined with an anti‐PD‐L1 antibody in the syngeneic HNSCC mouse model, 1 × 10^7^ MOCL2‐1 cells were subcutaneously injected into the flanks of C57BL/6 mice. The tumor‐bearing mice received two intratumor injections of 100 mg kg^−1^ FIN56 on the 12th and 14th days after tumor cell injection. On the 14th day, 100 µg anti‐PD‐L1 antibody (Bio X Cell) was administered intraperitoneally to each mouse. Antibodies were administered every 3 days until the 32nd day. The mice were sacrificed on the 38th day post‐tumor‐cell injection. The volume of the tumors was measured regularly and the weight of the tumors was measured after they were harvested.

### Statistical Analysis

Statistical analyzes were performed using GraphPad Prism 8 (GraphPad Software). The two‐sided independent Student's *t‐*test was used to compare continuous variables between two groups. The Pearson correlation test was used to analyze the correlation between two continuous factors. All statistical data were derived from at least three independent biological replicates, and each experiment contained at least two technical replicates. *p* ≤ 0.05 was considered statistically significant (*: ≤0.05, **: ≤0.01, ***: ≤0.001).

### Data and Code Availability

The accession numbers for the data reported in this paper are GEO GSE178537 (review token: mnytwiwedxkfvsf), GSE181300 (review token: wjuhsswmvnylxub), GSE185965 (review token: krytcgkgflifjyt), and GSE196947 (review token: wxipsesoftkdhoz).

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

M.‐H.Y. supervised the entire study. M.‐H.Y. and C.‐H.C. conceived and designed the experiments. C.‐H.C. performed most of the experiments with the help of C.‐Y.C. and Y.‐W.C. C.‐Y.L. analyzed the bulk RNA‐seq data, and C.‐W.H. contributed to the analysis under the supervision of C.‐Y.L. M.‐H.Y., C.‐C.W., S.‐K.T., and P.‐Y.C. provided clinical samples, patient care, and collected demographic data. C.‐H.C. and M.‐H.Y. wrote the paper with the help of C.‐Y.L. for the bioinformatics part.

## Supporting information

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Ferroptosis Signature Shapes the Immune Profiles to Enhance the Response to Immune Checkpoint Inhibitors in Head and Neck Cancer
**Source:** Adv Sci (Weinh). 2023 Apr 7;10(15):2204514. doi: 10.1002/advs.202204514
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/advs.202204514

Ferroptosis Signature Shapes the Immune Profiles to Enhance the Response to Immune Checkpoint Inhibitors in Head and Neck Cancer

*Chih-Hung Chung, Chun-Yu Lin, Chih-Yu Chen, Chun-Wei Hsueh, Yao-Wen Chang, Chen-Chi Wang, Pen-Yuan Chu, Shyh-Kuan Tai and Muh-Hwa Yang\**

## Supporting Information

### Supplementary Materials and Methods

**Ferroptosis core enrichment gene analysis.** To explore the core signature of ferroptosis, we analyzed the top 1500 genes expressed in the high ferroptosis signature of the Visium analysis (Table S6A, Supporting Information) and 539 upregulated genes (FPKM fold change  $\geq 1.5$ ) in FIN56-treated HNSCC HSC-3 cells compared to the control (Table S6B, Supporting Information). The 42 genes upregulated in both datasets (Table S6C, Supporting Information) were subjected to Gene Ontology (GO) analysis via the online website GOnet (<https://tools.dice-database.org/GOnet/>) (Table S6C and Table S7, Supporting Information).

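Table S7, as the paper gives it, lists 210 GO terms with the genes of Table S6C that belong to each. In that table TLR4 is named in 173 terms, CCL5 in 125, CD274 in 111, AIM2 in 105, TNFRSF1B in 96, TLR1 in 88, TNFSF13B in 67 and ITGA4 in 53. The depth behind these genes in the HSC-3 libraries differed widely. AIM2 had 813 expected counts in the DMSO library and 1762 in the FIN56 library (FPKM fold change 2.08), and TLR4 had 143 and 327 (2.00). TNFRSF1B had 32 and 50, TNFSF13B 18 and 31, and ITGA4 19 and 31, and the 95% counting intervals of these genes included 1.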

**Cell lines, plasmids, and reagents.** Six human HNSCC cell lines (FaDu, SAS, HSC-3, TE1, CAL-27, OECM-1) and the murine oral squamous cell carcinoma cell line MTCQ1 and MOCL2 were used in this study. MTCQ1 and MOCL2 cell lines were provided by Dr. Kuo-Wei Chang (National Yang Ming Chiao Tung University of Taiwan).<sup>[32,33]</sup> The MTCQ1-2 and MOCL2-1 subline were generated by inoculating the parental cells into the subcutaneous region of C57BL/6J mice to form tumors and cultivating the tumor cells to enhance the in vivo tumorigenicity. RSL3 (#19288), FIN56 (#25180), Ferrostatin-1 (#17729), BODIPY™ 581/591 C11 lipid peroxidation sensor (#27086), BAPTA-AM (#15551), EGTA-AM (#20401), Actinomycin D

(#11421), STAT3 inhibitor Stattic (#14590), STAT1 inhibitor Fludarabine (#14128), Phorbol 12-myristate 13-acetate (PMA) (#10008014) and NF- $\kappa$ B inhibitor Parthenolide (#70080) were purchased from Cayman Chemical. TransAM® NF- $\kappa$ B activation assays kit (#43296) was purchased from Activemotif. NF $\kappa$ B EMSA Kit (#GS-0030) was purchased from Signosis N-Acetyl-L-cysteine (NAC) (#A7250), WST-1 reagent and Cisplatin were purchased from Sigma-Aldrich. The Fluo-4 AM calcium indicator (HY-101896) was purchased from MCE. The DCFDA cellular ROS detection assay kit (#ab113851) was purchased from Abcam. The 7-AAD staining solution (#ab228563) was purchased from Abcam.

**WST-1 cell viability assay.** To estimate cell viability,  $1 \times 10^4$  cells per well were seeded in a 96-well plate, incubated overnight and then treated with various concentrations of reagents. After 24 h, 10  $\mu$ L/well Cell Proliferation Reagent WST-1 was added and incubated for 1 h at 37 °C and 5% CO<sub>2</sub>. The absorbance of the samples against a blank background control was measured using a microplate ELISA reader. The wavelength for measuring the absorbance of the formazan product was 460 nm. The reference wavelength was 600 nm.

**Flow cytometry analysis.** Cells were harvested and washed twice with PBS. The cells

were then incubated with primary antibodies (listed in Table 8, Supporting Information.) for 1 h at 4 ° C and then with secondary antibodies for 30 min at 4 °C. Cells were washed and resuspended in 200 µl fresh PBS and then immediately analyzed with a flow cytometer (CytoFLEX, Beckman). Gating strategies of the experiments were showed in Figure S12, Supporting Information.

**Lipid peroxidation assessment by C11-BODIPY581/591 staining.** The HNSCC cell lines FaDu, CAL-27, SAS, OECM-1, HSC-3, and TE-1 and primary HNSCC cells were treated with the GPX4 inhibitor RSL3 at 1 µM or DMSO for 4 h and stained with C11-BODIPY581/591. The fluorescence shifts represent the intensity of the lipid-ROS level. Cells were then collected by trypsinization for staining. For C11-BODIPY581/591 staining, cells were resuspended in PBS containing 5 µM C11-BODIPY581/591 and incubated for 15 min at 37 °C. Cells were washed and resuspended in 200 µl fresh PBS and then analyzed immediately with a flow cytometer (CytoFLEX, Beckman).

**Intracellular calcium detection.** Intracellular calcium detection was performed using Fluo-4 AM (HY-101896, MedChemEx, Monmouth Junction, NJ, USA). Cells were harvested and washed with PBS. The cells were then incubated with Fluo-4 AM 1µM in PBS for 60 min at 37 ° C. Cells were washed twice with 500 µl PBS and immediately

analyzed with a flow cytometer (CytoFLEX, Beckman).

**Calcium mobilization and measurement.** Prepared tumor cells ( $2 \times 10^6$ /ml) were loaded with fluorescent  $\text{Ca}^{2+}$  indicator (Fluo-4/AM,  $1 \mu\text{M}$ ) at  $37^\circ \text{C}$  for one hour incubation, followed by washing cells with PBS and resuspended in calcium-containing HBSS. For calcium mobilization, Fluo-4-labeled cancer cells ( $5 \times 10^6$  /ml) were treated with indicated concentrations of FIN56 (0, 1, 2, 5, 10  $\mu\text{M}$ ) for 3 min (the short-time effect) before being challenged with calcium ionophore (A23187,  $5 \mu\text{M}$ ) or thapsigargin (selective inhibitor of the sarco-endoplasmic reticulum calcium ATPase,  $4 \mu\text{M}$ ). Cytosolic calcium concentration was measured using a Hitachi F7000 fluorescence spectrophotometer at  $37^\circ \text{C}$  (excitation 494 nm; emission 516 nm). At the end of the experiment, cells were lysed with Triton X-100 (0.1%) and then addition of EGTA (10 mM) to obtain maximal and minimal fluorescence, respectively. Intracellular calcium concentration was calculated using the dissociation constant ( $K_d$ ) of Fluo-4/AM (355 nM). The area under the time concentration curve (AUC) was processed by Graphpad software for calcium mobilization. For the long-term effect of FIN56 treatment, cells were cultured and treatments of the FIN56 or DMSO control treatments were administered with the indicated time, followed by the collection of cells as described above for the calcium assay.

**Mouse tumor immunophenotyping.** Mouse tumor tissues were isolated by mouse tumor dissociation kit (Miltenyi, # 130-096-730) and gentleMACS dissociator. All above reagents instruments were obtained from Miltenyi Biotech and followed the manufacturer's protocols. Tumors tissues were minced into small pieces and incubated in RPMI medium containing digestion enzyme mixture. Next, tissue dissociation by gentleMACS machine (program m\_TDK\_1) for 45 min at 37 °C. Then cells were filtered with a 70- $\mu$ m cell strainer and remove RBC by RBC Lysing Buffer (Biolegend) and washed with FACS buffer (phosphate-buffered saline with heat-inactivated 2% FBS and 0.1% sodium azide). Cells were processed for surface marker staining and then intracellular molecule staining. Samples were analyzed with a flow cytometer (CytoFLEX, Beckman). Antibodies used in the experiments are detailed in Table 8, Supporting Information.

**Immunohistochemistry (IHC).** The IHC experiments were performed using a Novolink<sup>TM</sup> polymer detection system kit (# RE7150-K, Lecia Biosystem) according to the manufacturer's protocol. Briefly, formalin-fixed, paraffin-embedded (FFPE) tumor sections (5  $\mu$ m thick) were deparaffinized and rehydrated, followed by antigen retrieval with citrate sodium buffer (pH=6.0). After washing with TBS-T (0.05%

Tween 20) three times, sample slides were treated with Peroxidase Block and Protein Blocking reagents (Lecia Biosystem) before overnight primary antibody incubation (1:400 for CD8a CST#98941; 1:200 for CD4 CST #25229; 1:200 for GZMB CST #46890; 1:100 for PD-L1 CST #13684; 1:100 for GPX4 ab125066). Next, the slides were incubated with horseradish peroxidase (HRP)-conjugated polymer (30 min, RT), followed by diaminobenzidine (DAB) development and counterstaining with Mayer hematoxylin. Images were captured at 20X magnification using an Olympus microscope system (Olympus BX51; Olympus Corp., Japan).

**HNSCC patient-derived xenografts (PDXs).** The surgically resected HNSCC patient tumor is cut into 5-10 pieces (2 mm x 2 mm). The number of pieces implanted depends on size of the patient tumor. One tumor piece is implanted per mouse subcutaneously into the left flank of nude mice. Tumor were harvested for 2-3 weeks and performed drug test by intra-tumor injection. Patient PDX case #1 for DMSO-1, DMSO-2, DMSO-3, RSL3-a, RSL3-b. Patient PDX case #2 for DMSO-4, RSL3-c, RSL3-d. The patient information of individual PDX tumor were describe in Table 1, Supporting Information.

**Human PBMC isolation.** Whole blood was taken from healthy adult volunteer and collected in K2E(EDTA) vacutainer tubes. Peripheral blood mononuclear cells (PBMC)

were isolated from the buffy coat by density gradient centrifugation with Ficoll-Paque PLUS (density 1.077 g/mL), followed by PBS washes until the supernatant was clear. PBMC were suspended in complete media (RPMI supplemented with 10% heat-inactivated FBS, 1% L-glutamine, 1% penicillin-streptomycin). After PBMC treated with ferroptotic drugs *in vitro*. PBMC were washed by PBS and treated with Fc blocker and resuspended in FACS buffer for surface marker staining, then followed by flow cytometer analysis. Antibodies used in the experiments are detailed in Table S8, Supporting Information.

**Multiplex immunofluorescence staining of HNSCC samples.** HNSCC samples were stained by the Opal IHC Kit (Akoya Biosciences) with a multi-color opal panel. Two multi-color opal panel sets were described below: opal panel set#1 for tumor and lymphoid cell were identified by DAPI, CD4 (Thermo, 1:20, Opal 520), 4-HNE (ab46545, 1:250, Opal 570), CD8a (Thermo, 1:50, Opal 480), PD-L1 (CST#13684, 1:100, Opal 620), PD1 (ab137132, 1:250, Opal 690), and PanCK (ab27988, 1:500, Opal 780). Opal panel set#2 for tumor and myeloid cell were identified by DAPI, CD11c (Abcam, 1:500, Opal 520), CD33 (Ab269456, 1:200, Opal 570), 4-HNE (ab46545, 1:250, Opal 480), CD66b (BD555723, 1:500, Opal 540), PD-L1 (CST#13684, 1:100, Opal 620), CD11b (ab52478, 1:1000, Opal 650), CD68 (ab955, 1:100, Opal 690) and

PanCK (ab27988, 1:500, Opal 780). After completion of staining, the Vectra Polaris Automated Quantitative Pathology Imaging System (Akoya Biosciences) was used to scan multispectral data using Phenochart (1.0.12) software (Akoya Biosciences). The inForm software (Ver. 2.6) was applied to further image cell density analysis. Total 34 multispectral images from 12 HNSCC patients were analyzed. Information on the antibodies used in the experiments is listed in Table S8, Supporting Information.

**Electrophoretic mobility shift assay.** The p65 electrophoretic mobility shift assay (EMSA) was conducted using an NF- $\kappa$ B EMSA Kit (GS-0030, Signosis, Santa Clara, CA, USA). Briefly, the nuclear extract from SAS cells treated with 1 $\mu$ M RSL3 for 24 h was incubated with a p65 binding probe labeled with biotin, and then protein/DNA complexes were separated on a nondenaturing polyacrylamide gel. The gel was transferred to a nylon membrane and detected using a streptavidin-HRP conjugate and a chemiluminescent substrate. The shifted bands corresponding to the protein/DNA complexes were visualized in comparison to the unbound dsDNA. The bands were visualized after exposure to film or a chemiluminescent imaging system.

**ELISA for NF- $\kappa$ B activation.** NF- $\kappa$ B activation in cells was analyzed by using TransAM® NF- $\kappa$ B/p65 ELISA kits (Active motif, Carlsbad, CA, USA) according to

the manufacturer's instructions. The cell extract from SAS cells was treated with 1  $\mu$ M RSL3 or DMSO control for 24 h.

**Western blot.** Cells were lysed in RIPA (50 mM Tris HCl, pH 7.4; 150 mM NaCl; 1 mM EDTA; 1% NP-40; 0.1% SDS; 0.5% sodium deoxycholate) buffer with 1X proteinase inhibitor from Roche (Mannheim, Germany) and incubated on ice for 20 minutes. Cell lysates were then transferred to new eppendorf tubes and vortexed for 1 minute. After vortexing, the lysates were centrifuged at 12,500 rpm for 10 minutes and the supernatants were collected. After centrifugation at 20,000 g for 10 min, the supernatants were collected. The quantity was determined with an infinite M200 (Tecan, Switzerland) using a BCA protein assay (Thermo Scientific Pierce™ BCA protein assay, Waltham, MA). All samples were diluted to equal protein concentrations by adding a proper volume of RIPA buffer. To break the protein structure, 6X sample buffer was added to each sample and mixed. The mixtures were heated at 95 ° C for 5 minutes. Denatured proteins were loaded in 6%~12% SDS–PAGE gels to separate the proteins with running buffer. A PVDF membrane from Millipore (Billerica, MA) was used to transfer protein samples from the gels to the membrane. The transfer system was used at 300 mA on ice for 2 hours. Membranes containing denatured proteins were blocked in TBST with 5% skim milk at room

temperature for 1 h. After blocking with milk, all membranes were washed 3 times for 10 minutes each with TBST. Then, all membranes were incubated with primary antibodies at 4 °C overnight. The membrane was washed in TBST and incubated with secondary antibodies in 5% skim milk for 1 h at room temperature. The membrane was washed in TBST again and then incubated with ECL from Millipore (Billerica, MA). The results were measured using a GE LAS-4000 (GE Healthcare Inc., Marlborough, MA). Antibodies used in the experiments are detailed in Table S8, Supporting Information. Uncropped films of the experiments displayed in the figures and Supplementary figures were showed in Figure S13, Supporting Information.

**Quantitative RT–PCR.** Quantitative RT–PCR (RT–qPCR) was performed using the StepOnePlus real-time PCR system (Applied Biosystems Inc., Foster City, CA). The primer sequences used for real-time PCR are listed in Table S8, Supporting Information.

## Supplementary Figures

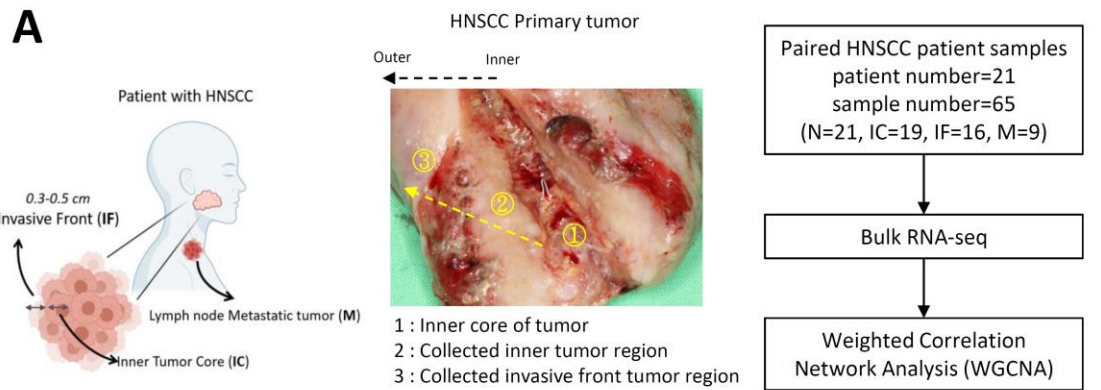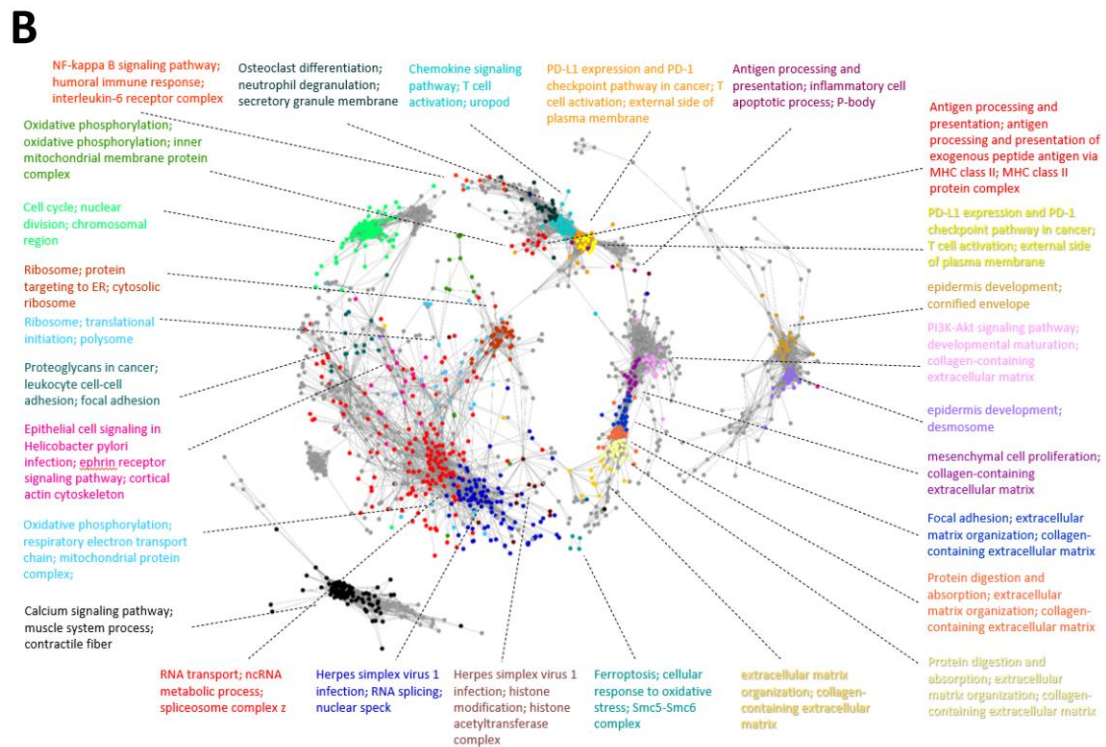

**C**

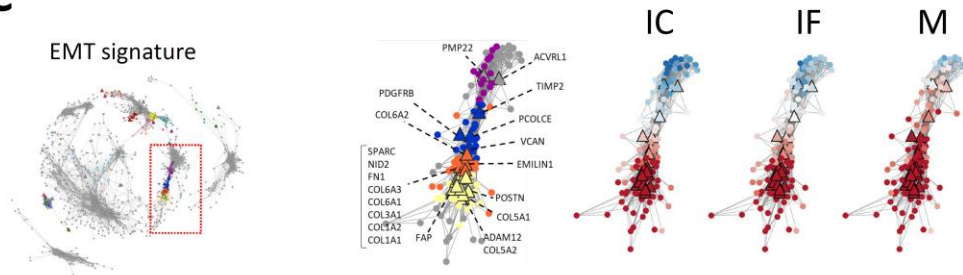

**D**

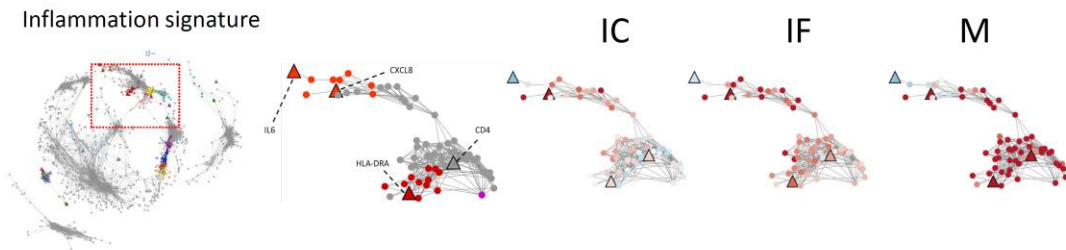

**E**

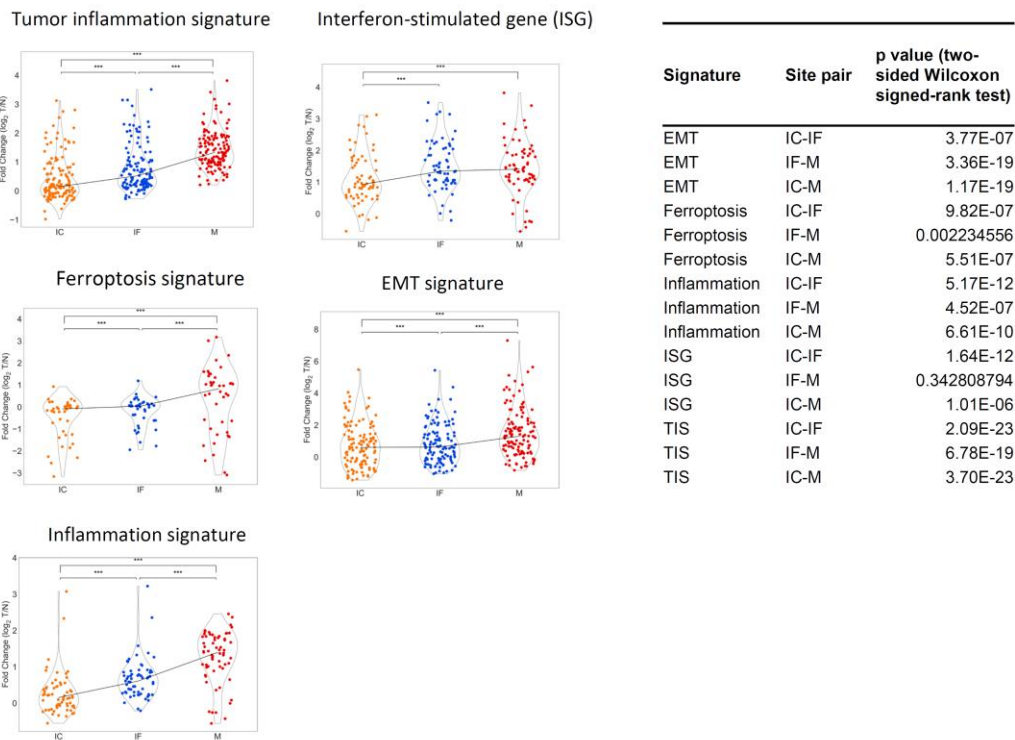

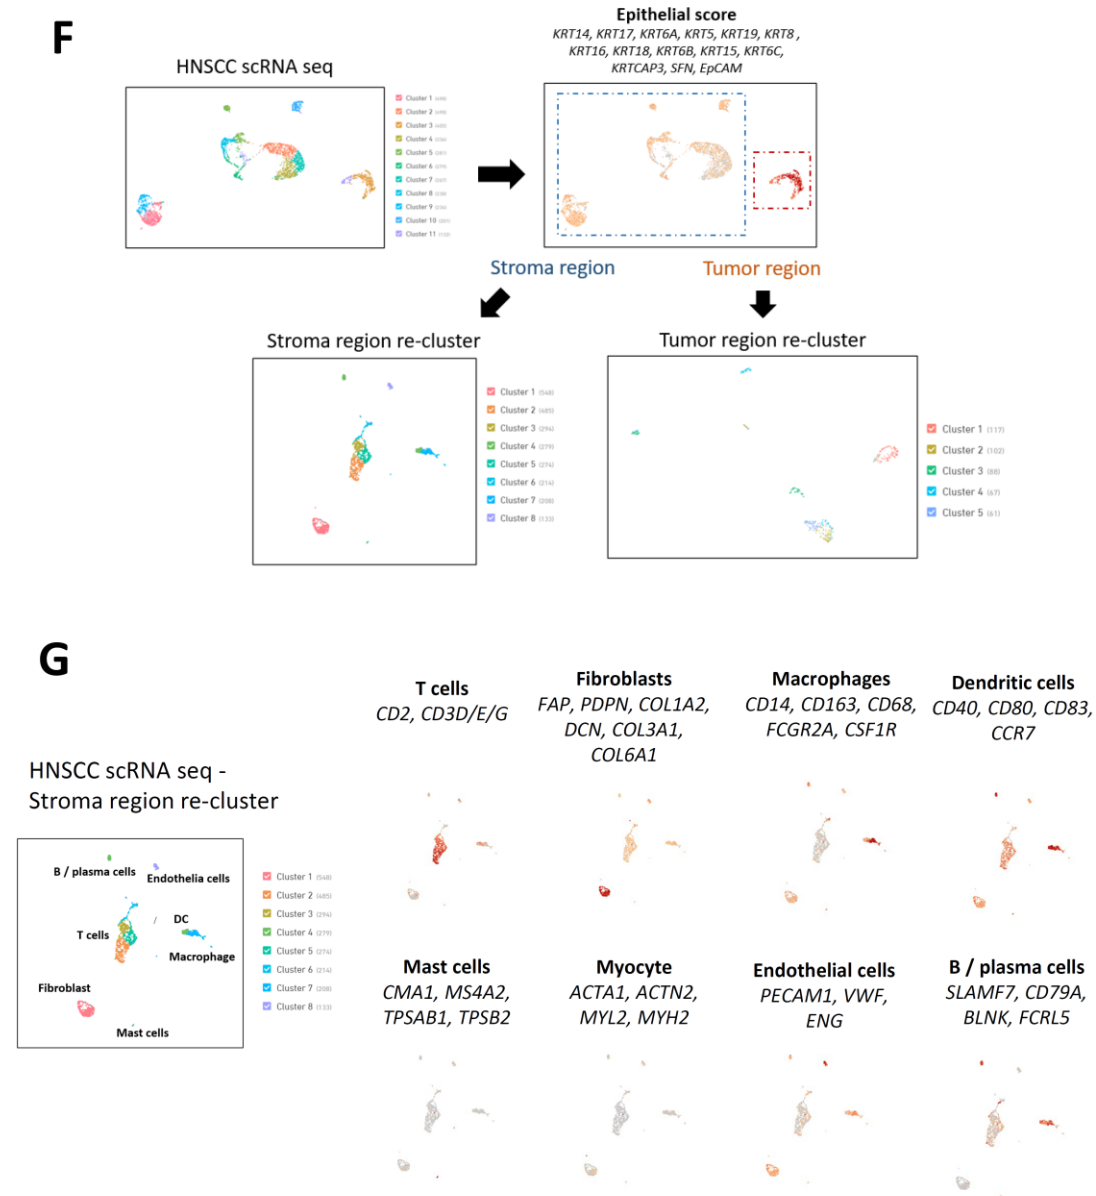

**Supplementary Figure S1. Transcriptomic analysis of different parts of HNSCC tumor samples.**

**A**, a schema for collecting the HNSCC samples from the inner tumor core (IC), invasive front (IF), and metastatic tumor (M) for bulk RNA sequencing (RNA-seq) and subsequent bioinformatics analysis. **B**, weighted correlation network analysis (WGCNA) of the 65 HNSCC samples. Gene correlation network with the modules characterized by significant enrichment for biological terms, including GO biological process (BP), GO cellular component (CC), and KEGG pathway annotations (hypergeometric test, Benjamini-Hochberg FDR  $q$ -value  $\leq 0.05$ ) are shown in different colors. **C**, overlay of the  $\log_2 T/N$  values for each inner tumor core (IC), invasive front (IF), or metastatic (M) part on subnetworks of the network of **B**. Corresponding genes

(triangle) for EMT signature is shown for subnetworks. **D**, overlay of the  $\log_2 T/N$  values for each inner tumor core (IC), invasive front (IF), or metastatic (M) part on subnetworks of the network of (B). Corresponding genes (triangle) for inflammation signature is shown for subnetworks. **E**, Violin plots of fold changes ( $\log_2 T/N$ ) for genes in the subnetworks comprising modules with enriched tumor inflammation, interferon-stimulated gene, ferroptosis, EMT, and inflammation signatures, of which HNSCC samples (T) derived from inner tumor core (IC), invasive front (IF), and metastatic tumor (M). The dots with the same color represent the  $\log_2 T/N$  values for the genes in the IC, IF, and M. The black line indicates the median of  $\log_2 T/N$  values among all genes in the IC, IF, and M. A triple asterisk indicates a p-value of  $<0.005$  (two-sided Wilcoxon signed-rank test). **F**, schema of identification of tumor and non-tumor cell populations from scRNA-seq data by epithelial score (see reference 28). **G**, Mapping microenvironmental cell signatures in the stroma region of the scRNA-seq data.

**A**

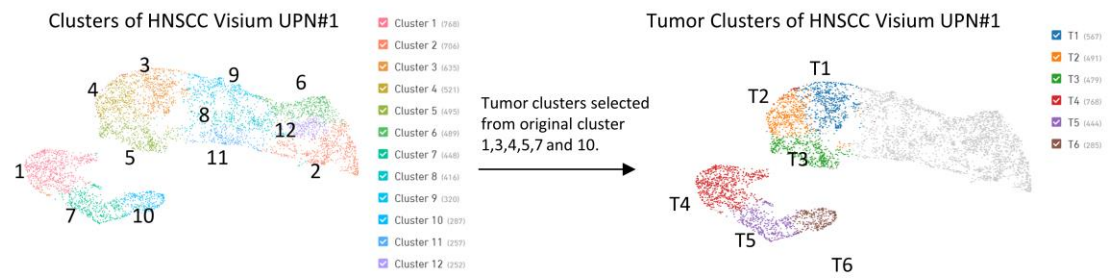

**B**

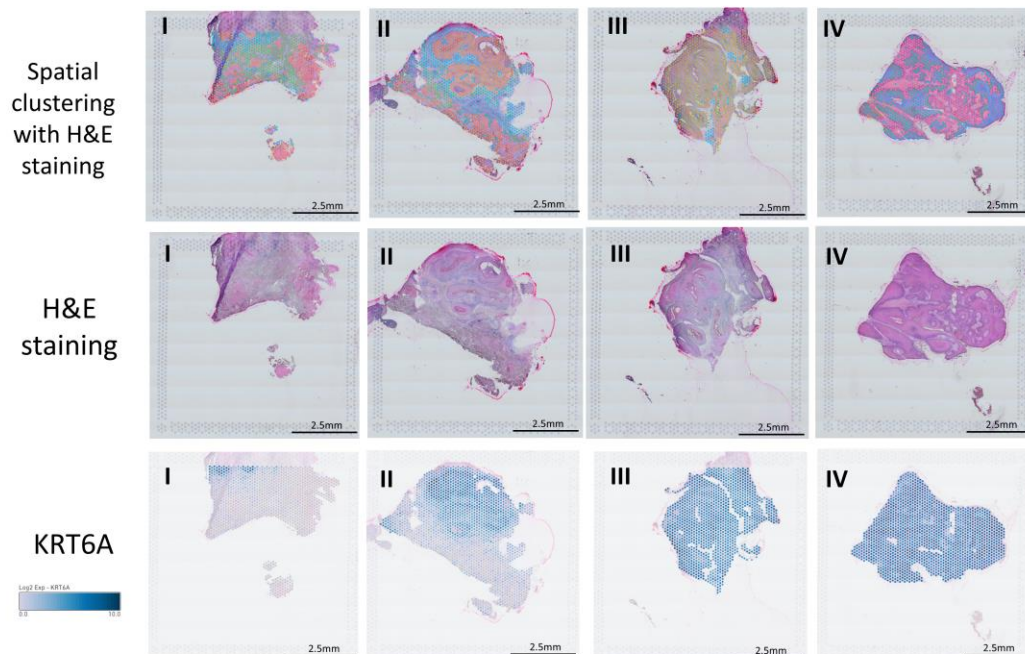

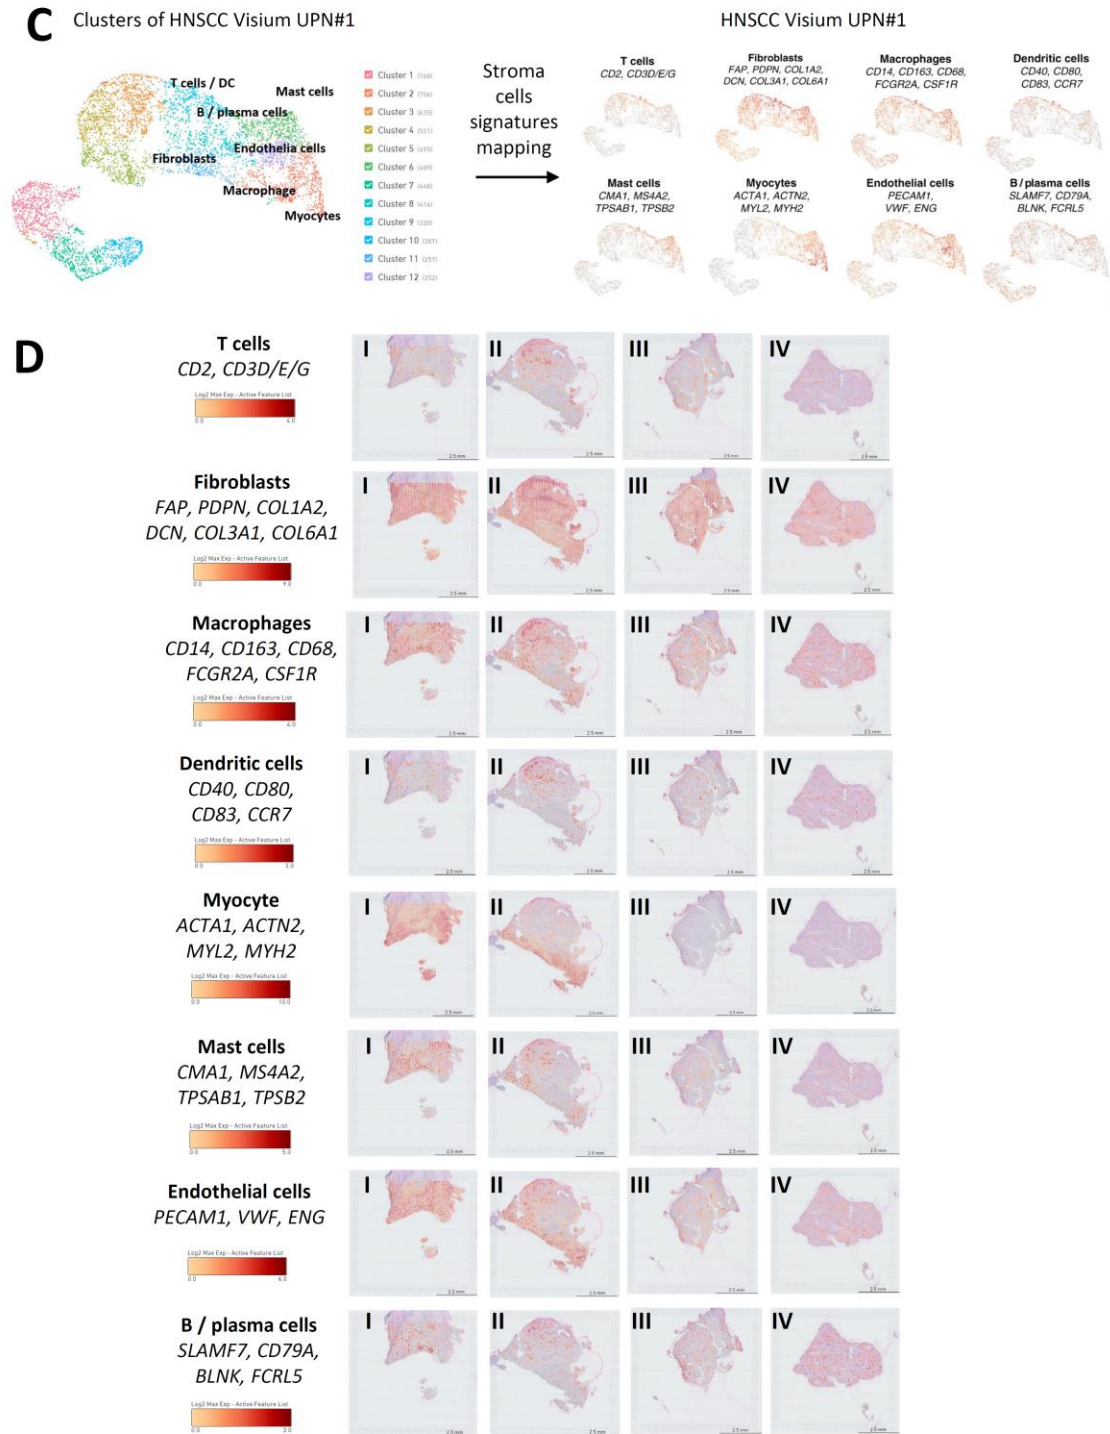

**Supplementary Figure S2. The spatial correlation between EMT and ferroptosis signature in HNSCC sample No. Visium-1.**

**A**, UMAP for showing the 12 clusters of the Visium spatial transcriptomic analysis from samples of No. Visium-1 HNSCC case and selected 6 tumor clusters were showed in right. **B**, upper, the spatial clustering distribution of the clusters from Visium analysis from No. Visium-1 HNSCC sample. Middle, the H&E staining of the four serial

sections from No. Visium-1 HNSCC sample. Lower, the KRT6A expression of the four serial sections from No. Visium-1 HNSCC sample. **C**, UMAP for mapping microenvironmental cell signatures in HNSCC sample No. Visium-1. **D**, mapping microenvironmental cell signatures in the four serial sections from No. Visium-1 HNSCC sample.

**A**

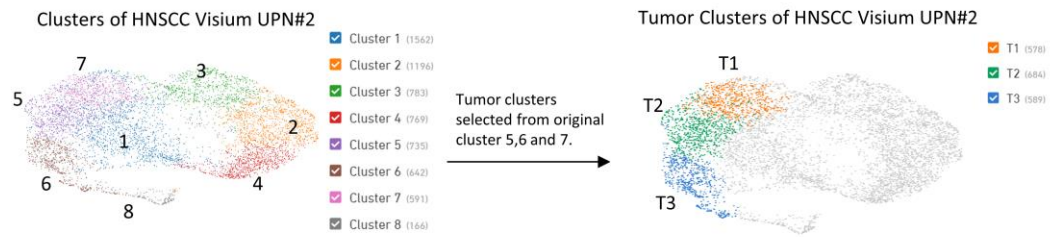

**B**

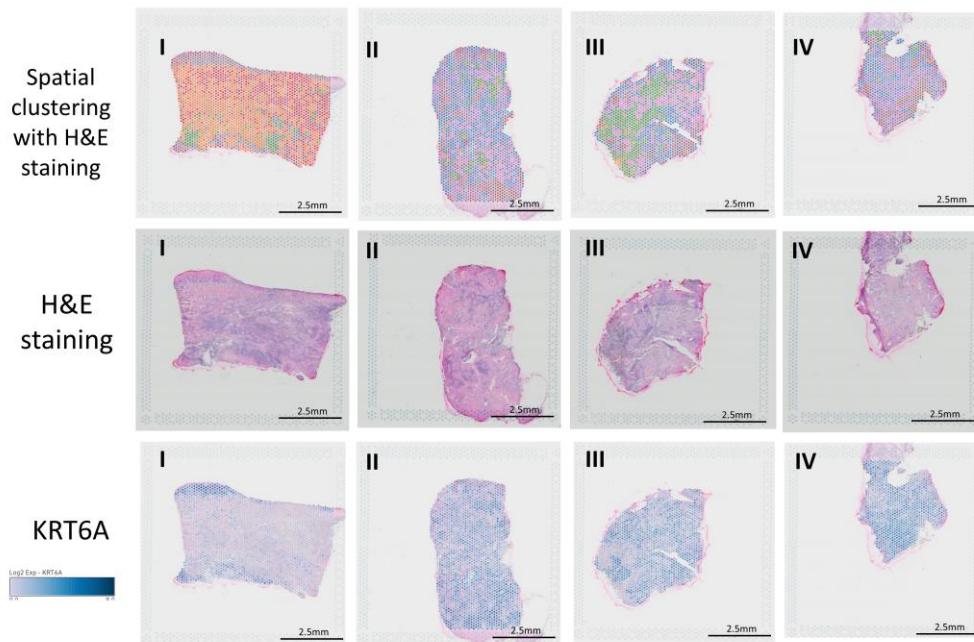

**C**

Tumor inflammation Signature

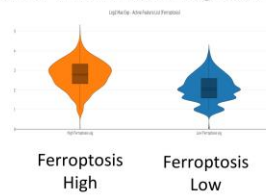

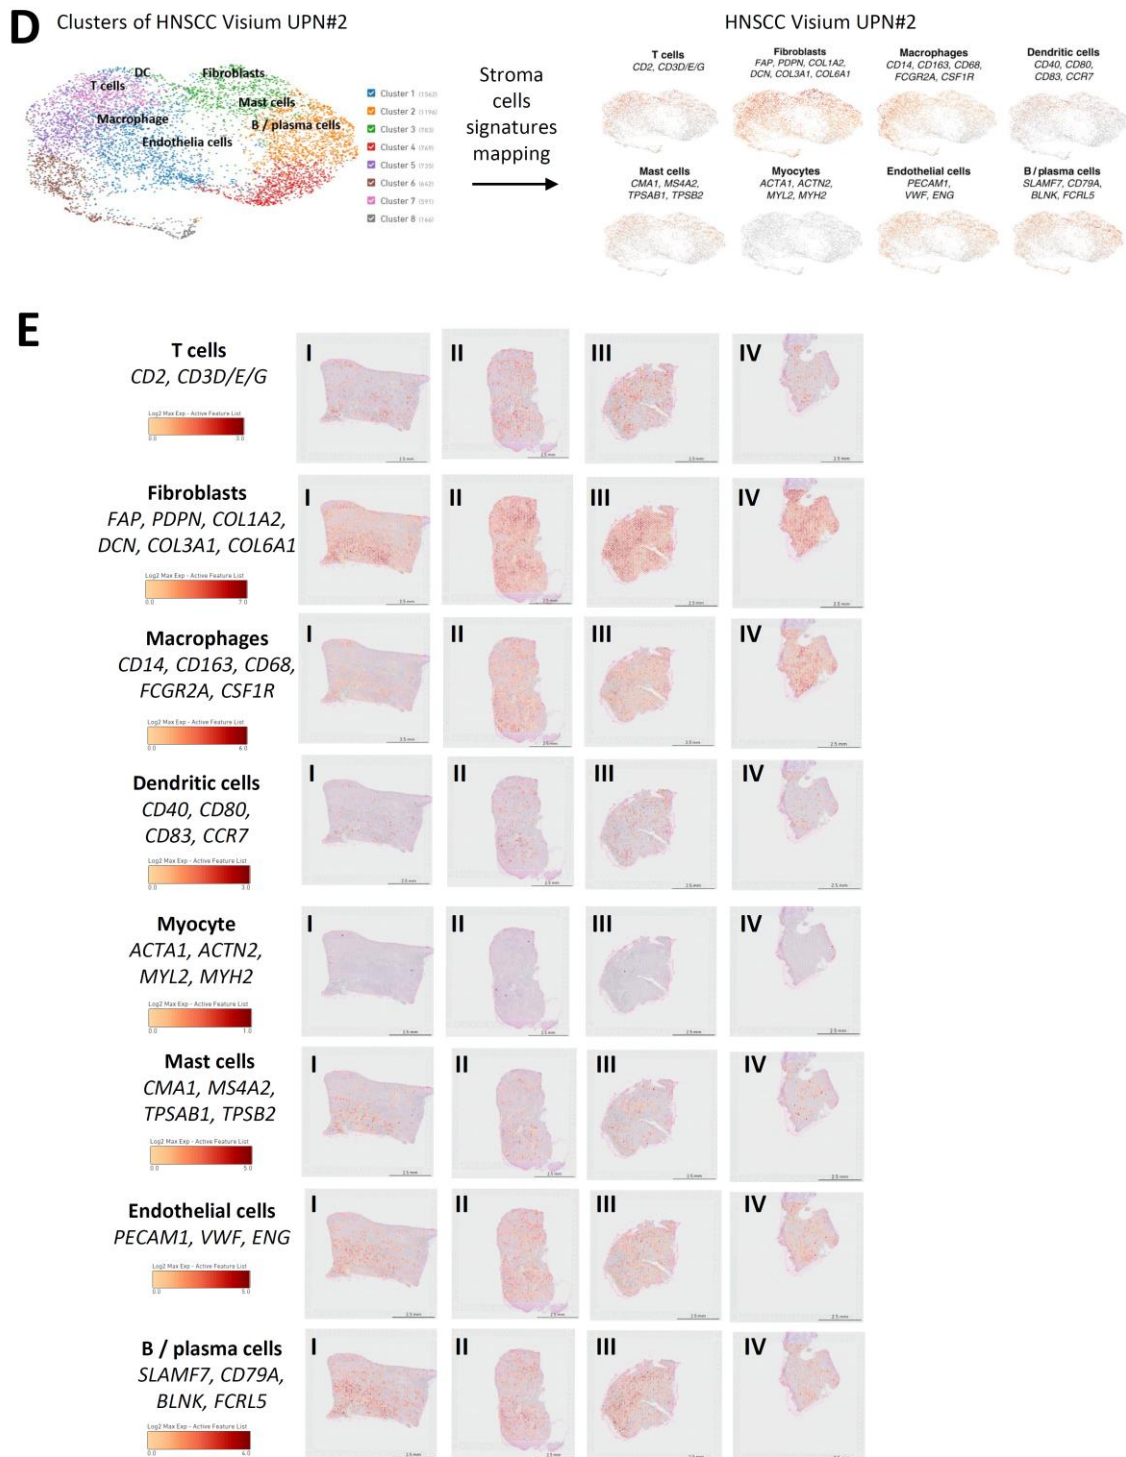

**Supplementary Figure S3. The spatial correlation between EMT and ferroptosis signature in HNSCC sample No. Visium-2.**

**A**, UMAP for showing the 8 clusters of the Visium spatial transcriptomics analysis from samples of No. Visium-2 case and selected 3 tumor clusters were showed in right. **B**, upper, the spatial clustering distribution of the clusters from Visium analysis from No.

Visium-2 HNSCC sample. Middle, the H&E staining of the four serial sections from No. Visium-2 HNSCC sample. Lower, the KRT6A expression of the four serial sections from No. Visium-2 HNSCC sample. **C**, violin plots for showing the expression of tumor inflammation signature in ferroptosis high and low group of No. Visium-2 HNSCC sample in Visium analysis. **D**, UMAP for mapping microenvironmental cell signatures in HNSCC sample No. Visium-2. **E**, mapping microenvironmental cell signatures in the four serial sections from No. Visium-2 HNSCC sample.

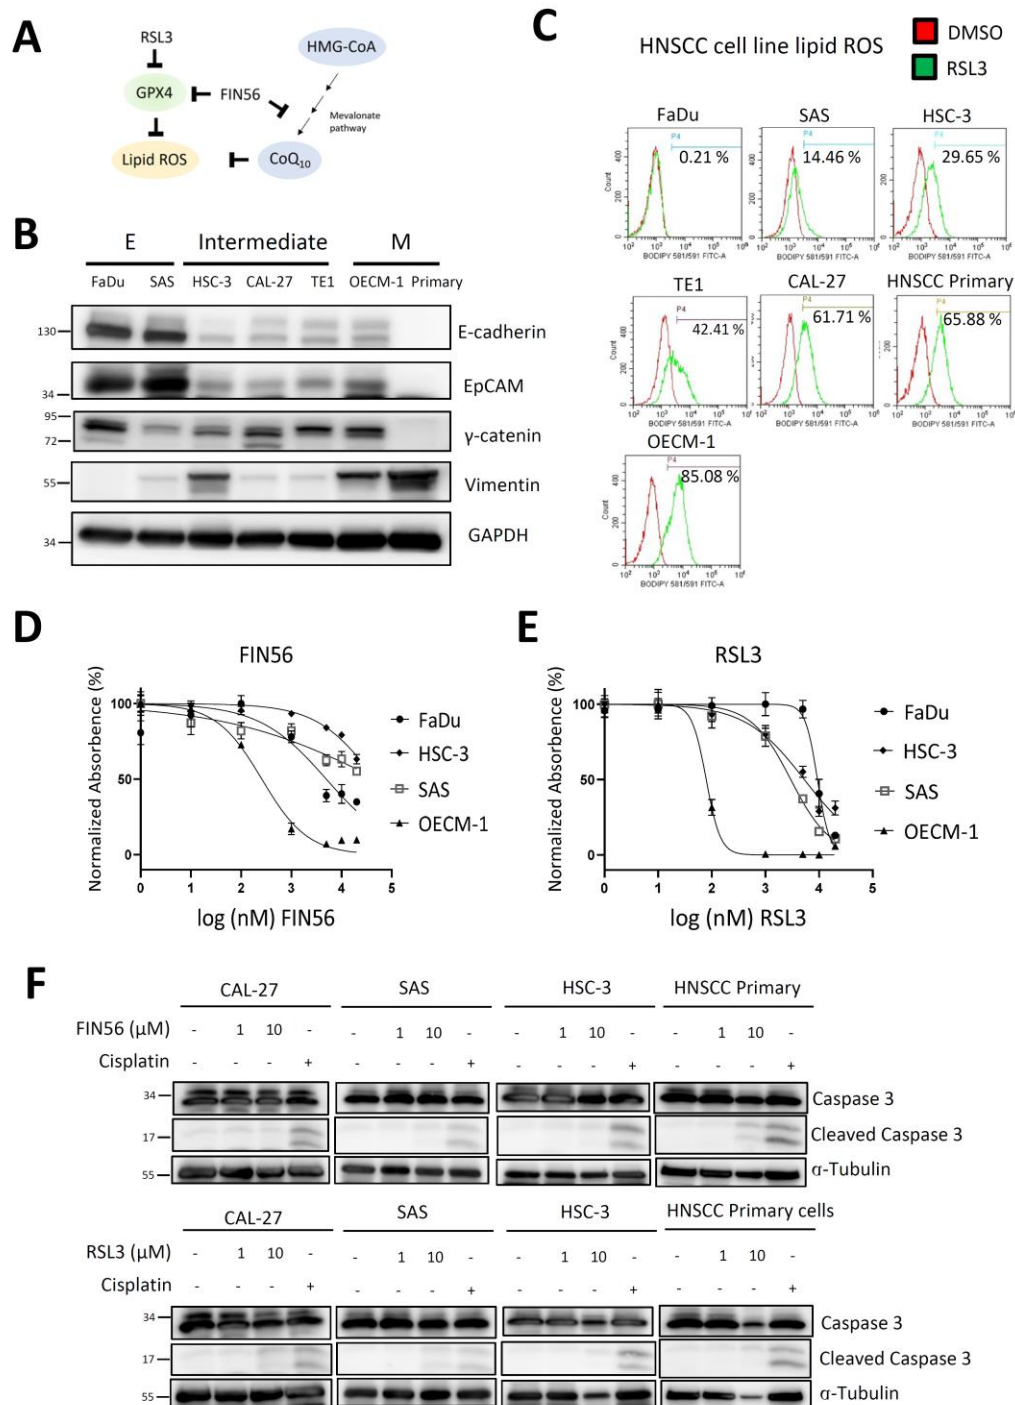

**Supplementary Figure S4. Examination of the EMT feature and susceptibility to ferroptosis inducers in different HNSCC cell lines.**

**A**, schema for illustrating the pathways inhibited by RSL3 and FIN56. **B**, western blots of the epithelial markers (E-cadherin, EpCAM,  $\gamma$ -catenin) and mesenchymal marker (vimentin) of 6 HNSCC cell lines and a primary HNSCC culture. GAPDH was a loading control. **C**, flow cytometry for detecting the lipid ROS of six HNSCC cell lines

(FaDu, HSC-3, SAS, TE1, CAL-27, OECM-1) and a primary HNSCC culture treated with RSL3 1 $\mu$ M for 4h or a control vehicle DMSO. **D**, viability assay of four HNSCC cells (FaDu, HSC-3, SAS, OECM-1) treated with different doses of FIN56. n=5 for each dose. **E**, viability assay of four HNSCC cells (FaDu, HSC-3, SAS, OECM-1) treated with different doses of RSL3. n=5 for each dose. **F**, western blots of the cleaved caspase-3 and non-cleaved caspase-3 in HNSCC cell treated with FIN56 1 $\mu$ M and 10 $\mu$ M and RSL3 1 $\mu$ M and 10 $\mu$ M for 24h. HNSCC cell treated with cisplatin 50 $\mu$ M for 24h was a positive control.

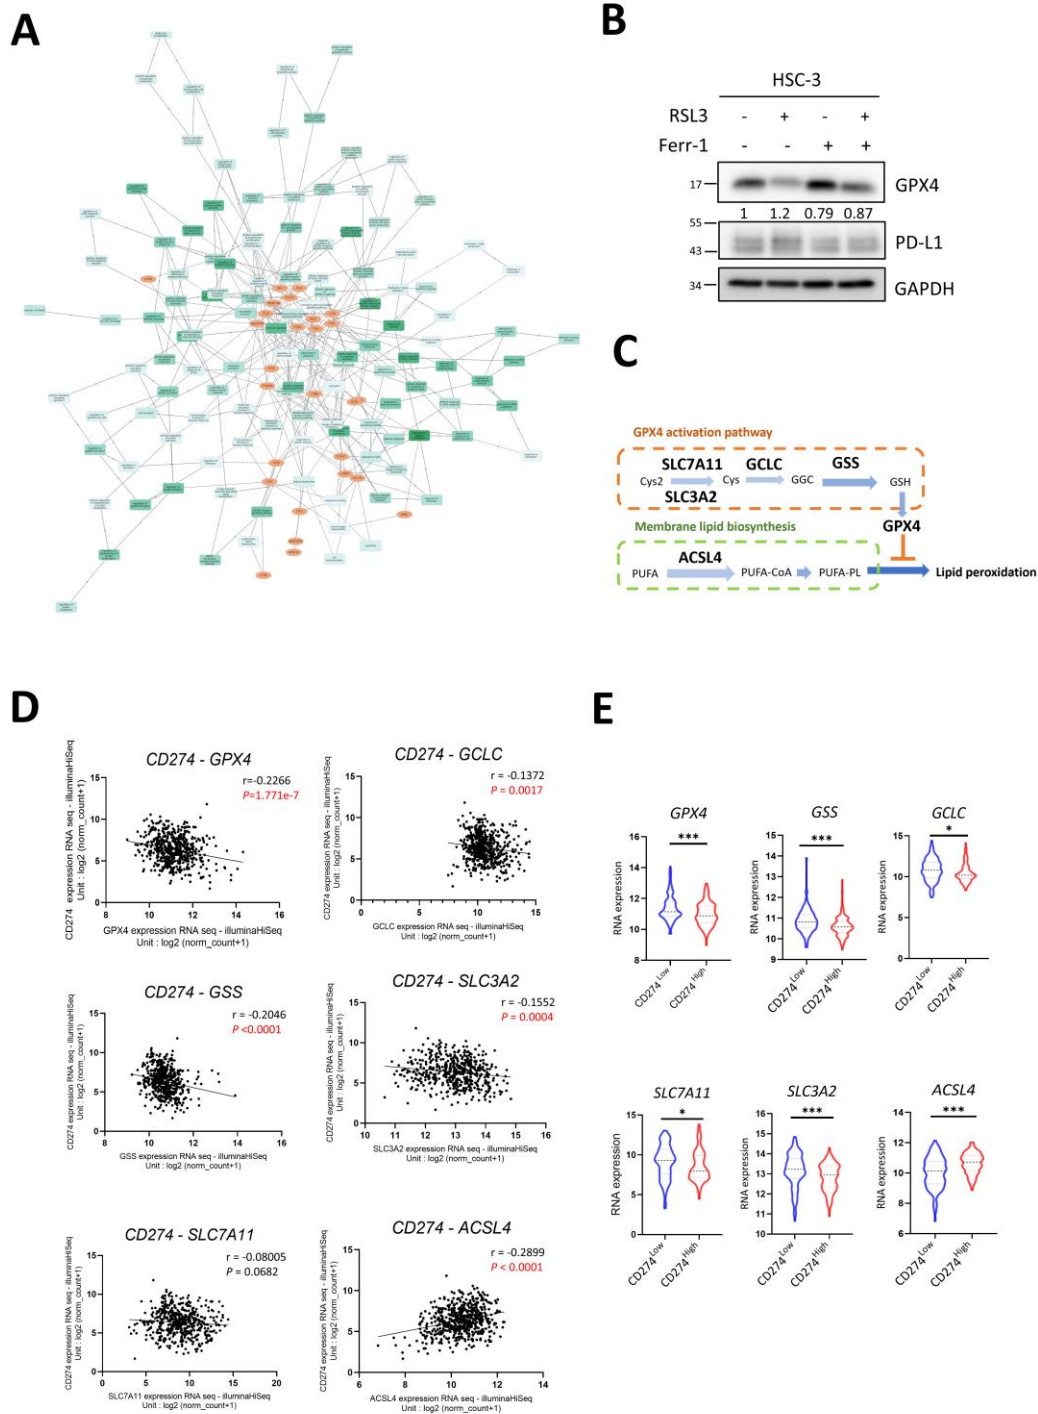

### Supplementary Figure S5. Ferroptosis stress induces PD-L1 expression.

**A**, the result of GO analysis of the 42 overlapping genes regulated by ferroptosis. The zoom-in picture is shown in Figure 3c. **B**, western blots of GPX4 and PD-L1 of HSC-3 cells treated with RSL3 1  $\mu$ M for 48 h or a vehicle control with/without co-treatment with the ferroptosis inhibitor ferri-1 2  $\mu$ M for 48 h. GAPDH was a loading control. **C**, a schema for illustrating the genes related to GPX4 activation pathway and membrane lipid biosynthesis. **D**, correlation between the expression of *CD274*-*GPX4*, *CD274*-*GSS*,

*CD274-GCLC*, *CD274-SLC7A11*, *CD274-SLC3A2* and *CD274-ACSL4* in the TCGA HNSCC samples (n=520). Pearson's correlation coefficient and the corresponding p-value are shown. **E**, relative expression of *GPX4*, *GSS*, *GCLC*, *SLC7A11*, *SLC3A2*, and *ACSL4* in CD274\_high vs. CD274\_low group of the HNSCC samples from TCGA dataset. CD274\_low group n=130 and CD274\_high group n=129 \*p<0.05, \*\*\*p<0.001 (Student's t test).

**A**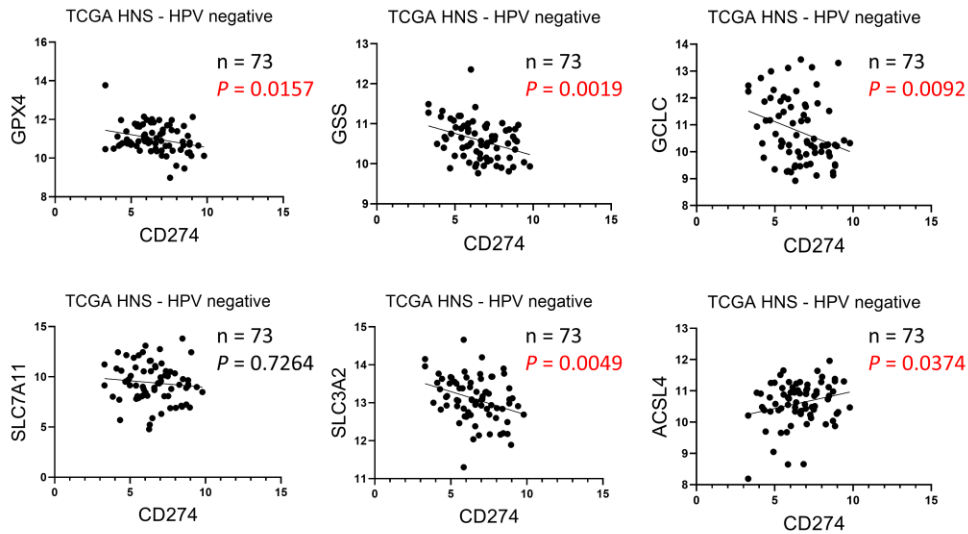**B**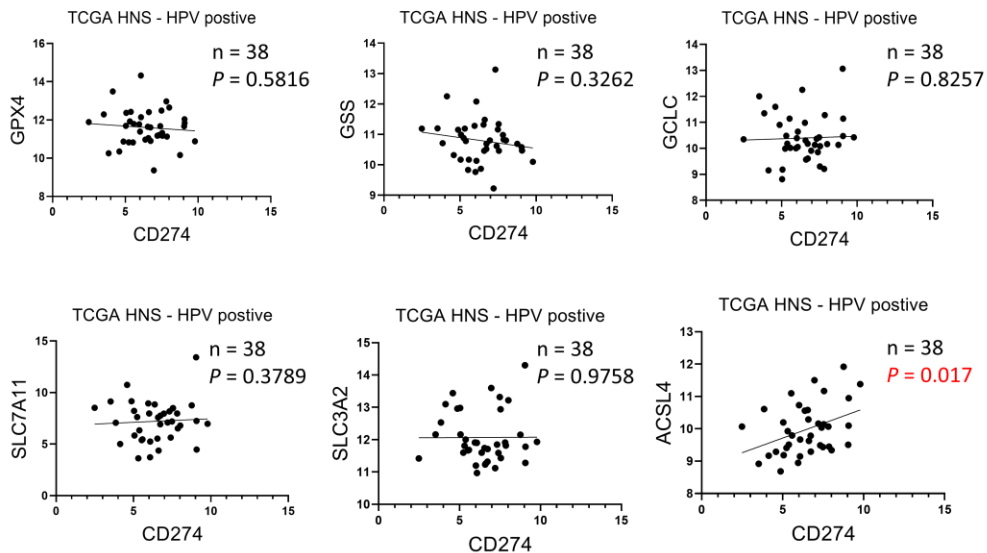

**Supplementary Figure S6. Correlation of PD-L1 and GPX4 expression in the HPV-negative and HPV-positive HNSCC sample from TCGA-HNSCC dataset.**

**A**, correlation between the expressions of *CD274-GPX4*, *CD274-GSS*, *CD274-GCLC*, *CD274-SLC7A11*, *CD274-SLC3A2* and *CD274-ACSL4* in TCGA HNSCC HPV-negative samples (n=73). Pearson's correlation coefficient and the corresponding p-value are shown. **B**, correlation between the expressions of *CD274-GPX4*, *CD274-GSS*, *CD274-GCLC*, *CD274-SLC7A11*, *CD274-SLC3A2* and *CD274-ACSL4* in TCGA HNSCC HPV-positive samples (n=38). Pearson's correlation coefficient and the corresponding p-value are shown.

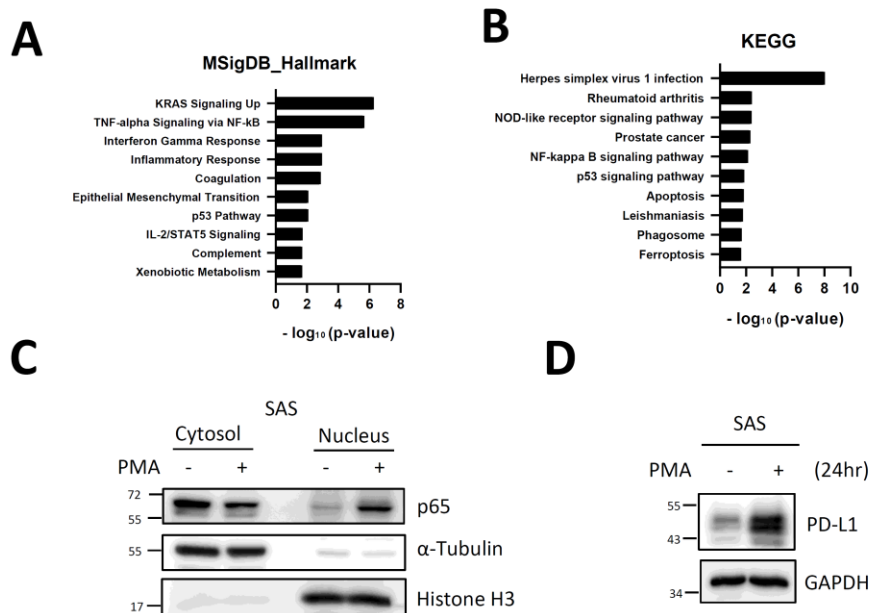

**Supplementary Figure S7. NF- $\kappa$ B and calcium signaling activate the expression of PD-L1 in HNSCC.**

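Other pathways were read from gene lists in the same pair of HSC-3 libraries, each as the median log2 FPKM fold change of its members and as a percentile among matched random lists. The p53 target list (18 genes) had a median of 0.14, at percentile 88.9, and CDKN1A and MDM2 had FPKM ratios of 1.19 and 1.3. The inflammation pathway list of Table S3 had a median of 0.0031 over 20 genes (percentile 47.7), and the list of interferon-stimulated genes 0.07 over 35 genes (percentile 79.3). The tumor inflammation signature had a median of 0.20 over 12 of its 18 genes (percentile 90.3). CD8A, NKG7 and TIGIT, for example, had no counts. Among the 12, LAG3 had 7 expected counts in DMSO and 3 in FIN56, CD27 10 and 3, and IDO1 7 and 15. CD274 and CCL5 are also among them, and the paper had selected these as higher. The EMT list had a median of -0.034 over 33 genes (percentile 27.1). None of these 5 lists lay outside the central 95% of random lists.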

**A**, Molecular Signatures Database (MSigDB) hallmark analysis for identifying the 539 up-regulation genes of RNA seq data from HSC-3 cells treated with FIN56 1 $\mu$ M for 48 h compare with DMSO control. **B**, KEGG analysis for identifying the 539 up-regulation genes of RNA seq data from HSC-3 cells treated with FIN56 1 $\mu$ M for 48 h compare with DMSO control. **C**, western blots of PD-L1 SAS cells treated with PMA 10ng/ml for 24 h. **D**, nuclear-cytoplasmic fractionation, and western blots of p65 of SAS cells treated with PMA 10ng/ml for 24 h for activation of NF- $\kappa$ B.  $\alpha$ -tubulin was a control of cytoplasmic protein, and histone H3 was a control of nuclear protein.

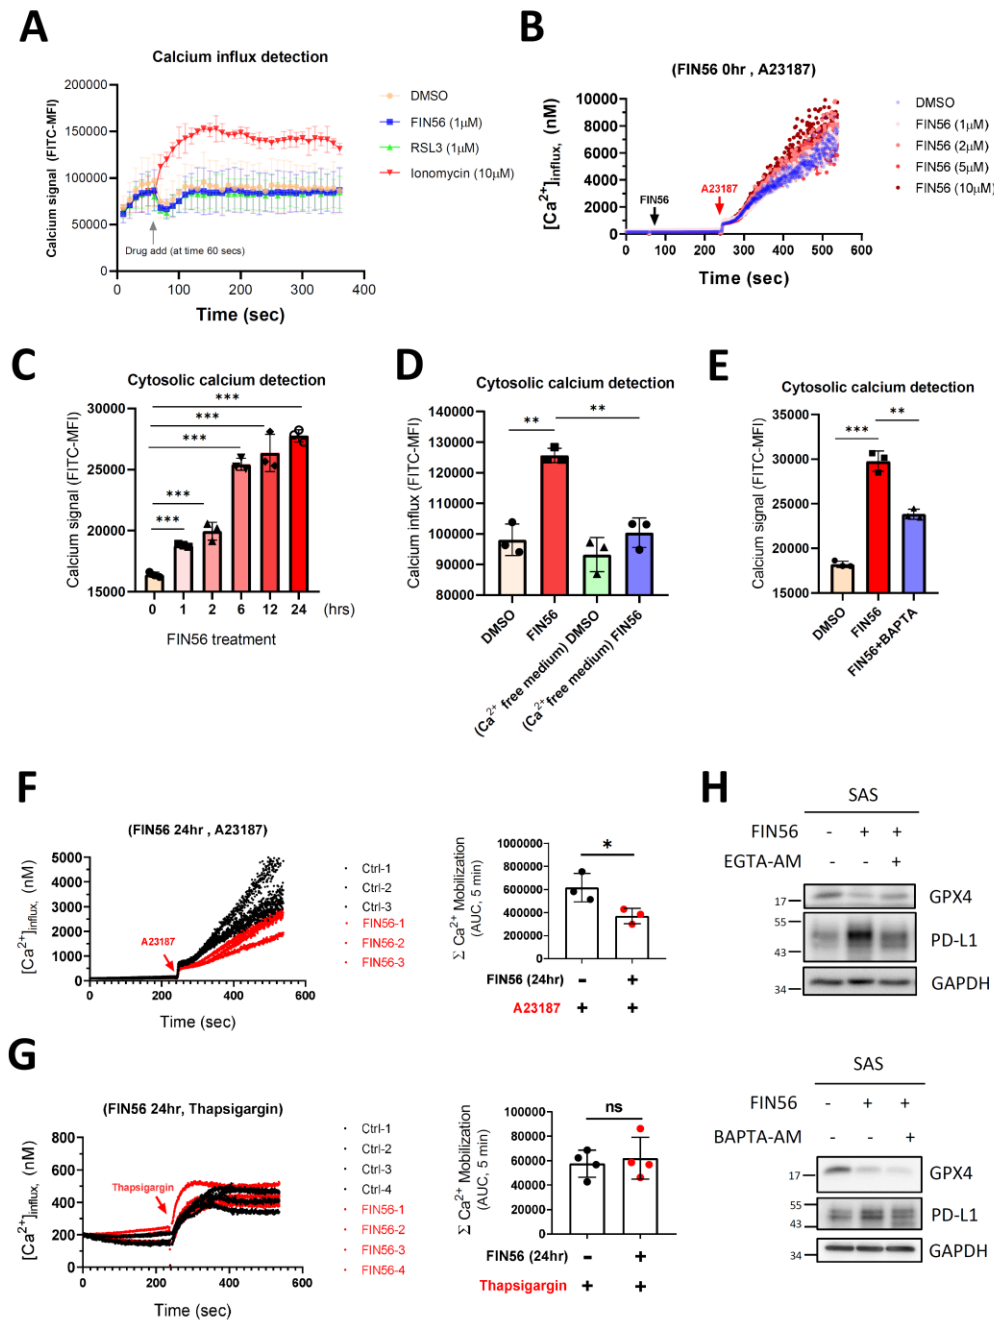

### Supplementary Figure S8. Ferroptosis induced calcium signaling.

**A**, Fluo-4-labeled CAL-27 cells treated with DMSO, FIN56 1µM, RSL3 1µM or Ionomycin 10µM for 5 mins intracellular calcium signal detection. Calcium FITC-MFI detection for every 10 sec. The data is presented in mean  $\pm$  S.D, n=3. **B**, Fluo-4-labeled CAL-27 cells were treated with indicated concentrations of FIN56 (0, 1, 2, 5, 10µM) for 3 min before being challenged with calcium ionophore A23187 5µM. n=1 for each

experiment. **C**, CAL-27 cells were treated with FIN56 1 $\mu$ M for indicated time (0, 1, 2, 6, 12, 24 h) for Fluo-4-labeled and detection of calcium signal. The data is presented in mean  $\pm$  S.D, n=3. \*\*\*p<0.001 (Student's t test). **D**, CAL-27 cells were treated with FIN56 1 $\mu$ M or DMSO control in calcium containing or free medium for 6 h for Fluo-4-labeled and detection of calcium signal. The data is presented in mean  $\pm$  S.D, n=3. \*\*p<0.01 (Student's t test). **E**, CAL-27 cells were treated with FIN56 1 $\mu$ M, BAPTA-AM 10 $\mu$ M or DMSO control for 24 h for Fluo-4-labeled and detection of calcium signal. The data is presented in mean  $\pm$  S.D, n=3. \*\*p<0.01, \*\*\*p<0.001 (Student's t test). **F**, left, CAL-27 cells were treated with FIN56 1 $\mu$ M or DMSO control for 24 h for Fluo-4-labeled and challenged with calcium ionophore A23187 5 $\mu$ M for calcium mobilization detection. Right, a histogram for presenting the quantified result of calcium mobilization. The data is presented in mean  $\pm$  S.D, n=3. \*p<0.05 (Student's t test). **G**, left, CAL-27 cells were treated with FIN56 1 $\mu$ M or DMSO control for 24 h for Fluo-4-labeled and challenged with thapsigargin 4 $\mu$ M for calcium mobilization detection. Right, a histogram for presenting the quantified result of calcium mobilization. The data is presented in mean  $\pm$  S.D, n=4. (Student's t test). **H**, up, western blots of GPX4 and PD-L1 in SAS cells treated with FIN56 1 $\mu$ M for 24 h or a vehicle control with/without co-treatment with the calcium chelator EGTA-AM 10 $\mu$ M for 24 h. Down, western blots of GPX4 and PD-L1 in SAS cells treated with FIN56 1 $\mu$ M for 24 h or a vehicle control with/without co-treatment with the calcium chelator BAPTA-AM 10 $\mu$ M for 24 h. GAPDH was a loading control.

**A**

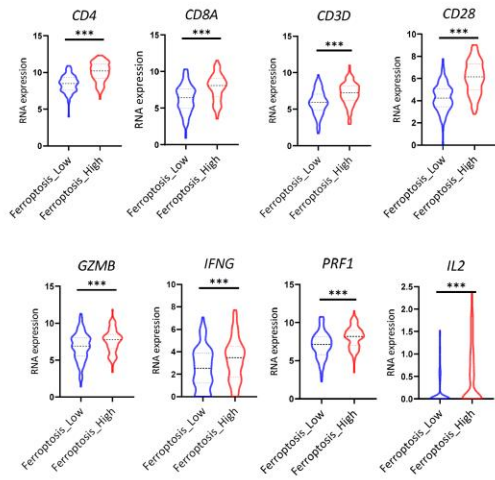

**B**

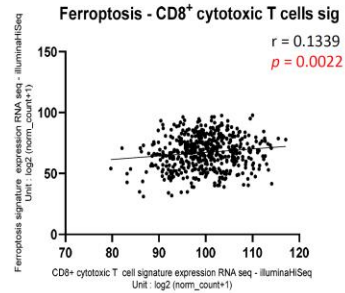

**C**

Correlation of *GPX4* expression and T cell infiltration in TCGA HNSC (by TIMER 2.0)

Spearman's  $\rho$  : positive correlation ( $p < 0.05$ ,  $p > 0$ )  
 Spearman's  $\rho$  : negative correlation ( $p < 0.05$ ,  $p < 0$ )  
 Spearman's  $\rho$  : not significant ( $p > 0.05$ )

| cancer            | T cell CD8+<br>TIMER | T cell CD8+<br>EPIC | T cell CD8+<br>MCP-COUNTER | T cell CD8+<br>CIBERSORT | T cell CD8+<br>CIBERSORT-ABS | T cell CD8+<br>QUANTISEQ | T cell CD8+<br>XCELL | T cell CD8+ naive<br>XCELL | T cell CD8+ central memory<br>XCELL | T cell CD8+ effector memory<br>XCELL |
|-------------------|----------------------|---------------------|----------------------------|--------------------------|------------------------------|--------------------------|----------------------|----------------------------|-------------------------------------|--------------------------------------|
| HNSC (n=522)      | -0.402               | -0.198              | 0.146                      | 0.027                    | 0.13                         | 0.083                    | -0.046               | -0.077                     | 0.026                               | 0.042                                |
| HNSC-HPV- (n=422) | -0.394               | -0.37               | 0.042                      | -0.095                   | 0.022                        | -0.023                   | -0.195               | -0.159                     | -0.112                              | -0.035                               |
| HNSC-HPV+ (n=98)  | -0.283               | 0.392               | 0.445                      | 0.381                    | 0.418                        | 0.396                    | 0.414                | 0.309                      | 0.416                               | 0.325                                |

**D**

T cell infiltration score in TCGA HNSC (by CIBERSORT)

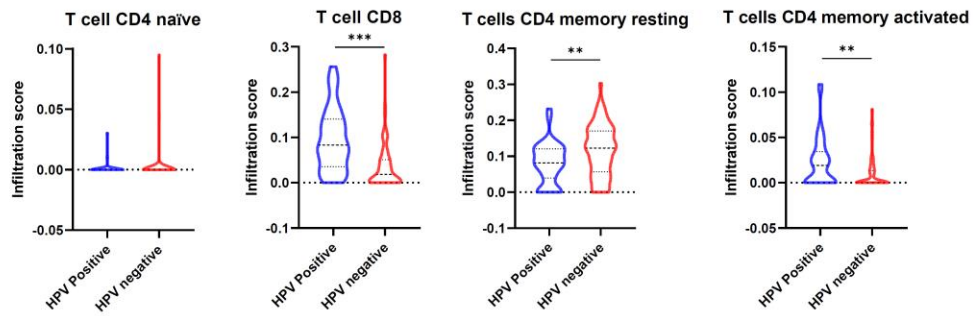

**E**

TCGA HNS – HPV negative (n = 73)

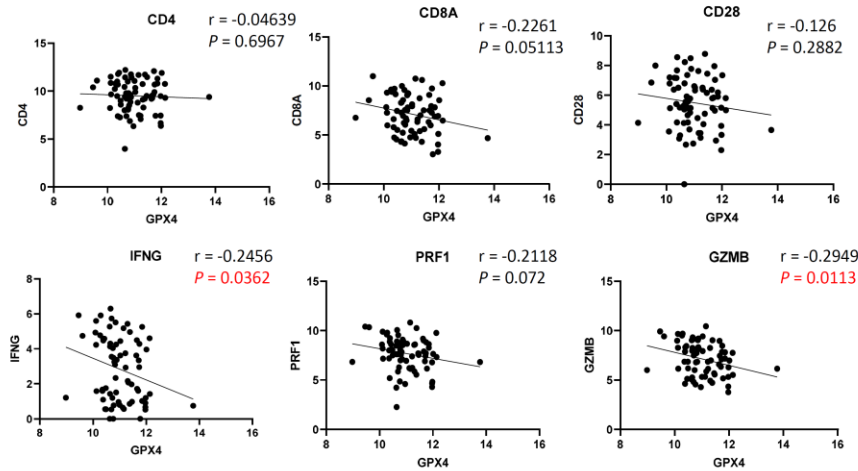

TCGA HNS – HPV positive (n=38)

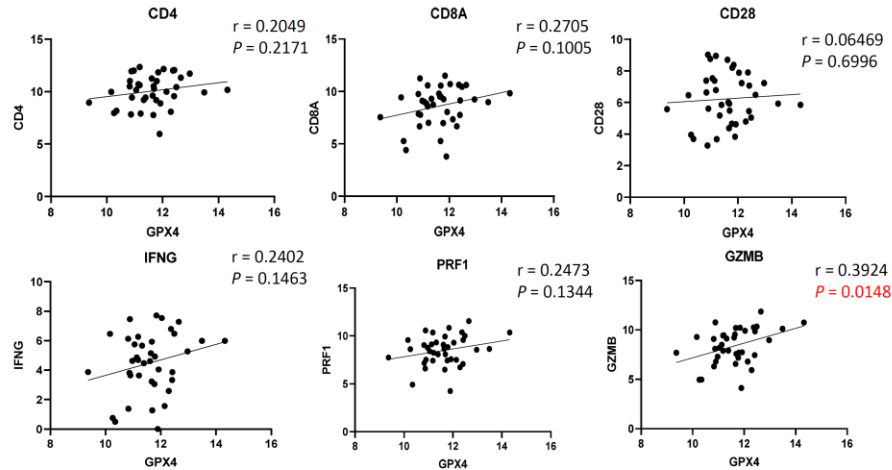

**Supplementary Figure S9. Correlation of *GPX4* and T cell activation signature of HPV-positive and negative cases from TCGA-HNSCC dataset.**

**A**, relative expression of the immune-related genes CD274, CD4, CD8A, CD3D, CD28, GZMB, IFNG, PRF1, and IL2 in the ferroptosis\_high vs. ferroptosis\_low group of patients with HNSCC from TCGA-HNSCC database. Ferroptosis\_low group n=130 and ferroptosis\_high group n=129 \* $p < 0.05$ , \*\*\* $p < 0.001$  (Student's t test). **B**, correlation between the expression of ferroptosis signature and CD8<sup>+</sup> cytotoxic T cells signature in TCGA HNSCC dataset (n=520). Pearson's correlation coefficient and the corresponding p-value are shown. **C**, a functional heatmap table shows the association between GPX4 expression and immune infiltration level of multiple CD8<sup>+</sup> T cell types of TCGA-HNSCC dataset by TIMER 2.0. **D**, analysis of T cell infiltration score of TCGA-HNSCC HPV-positive sample (n=38) and negative sample (n=73) by

CIBERSORT.  $**p<0.01$ ,  $***p<0.001$  (Student's t test). E, correlation between the expression of *GPX4* and activated T cell-related genes expression (*CD4*, *CD8a*, *CD28*, *IFNG*, *PRF1* and *GZMB*) in TCGA-HNSCC HPV-positive sample (n=38) and negative sample (n=73). Pearson's correlation coefficient and the corresponding p-value are shown.

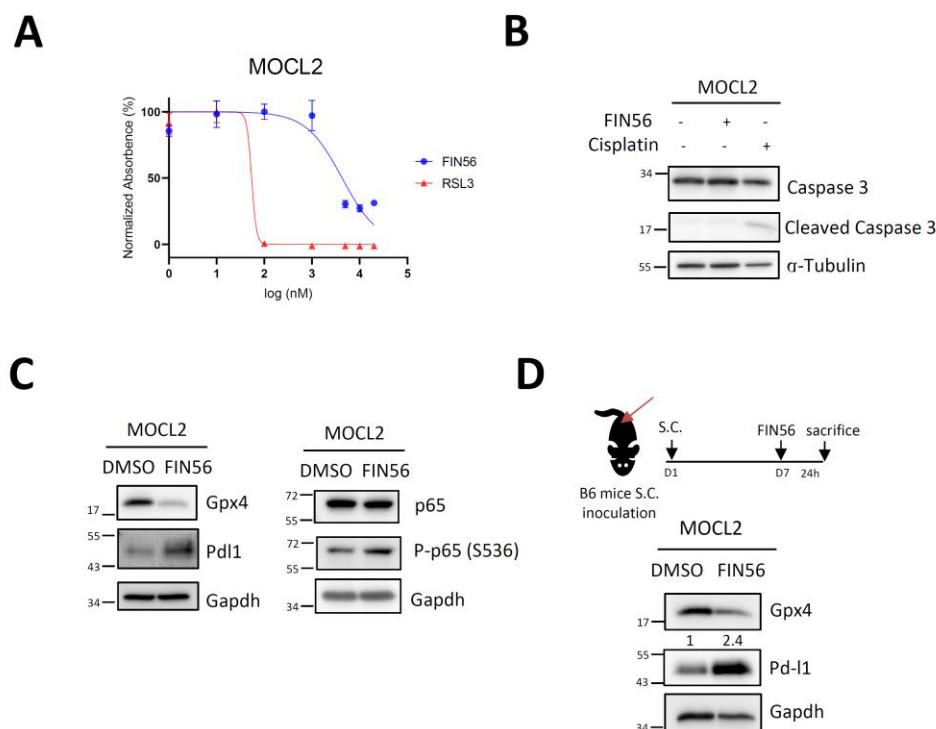

### Supplementary Figure S10. Ferroptosis induces PD-L1 expression in murine HNSCC cells.

**A**, cell viability assay of the murine HNSCC cell line MOCL2 treated with FIN56 and RSL3 with the indicated concentrations for 24 h. **B**, western blots of the cleaved and non-cleaved caspase 3 of MOCL2 cells treated with FIN56 1  $\mu$ M or DMSO for 24 h. GAPDH was a loading control. MOCL2 cell treated with cisplatin 50 $\mu$ M for 24 h was a positive control treatment. **C**, left, western blots of the total and serine 536-phosphorylated p65 of MOCL2 cells treated with FIN56 1 $\mu$ M or DMSO for 24h. GAPDH was a loading control. Right, western blots of GPX4 and PD-L1 of MOCL2 cells treated with FIN56 1 $\mu$ M or DMSO for 24h. GAPDH was a loading control. **D**, upper, schema for the syngeneic murine HNSCC experiment. 1x10<sup>7</sup> of the murine HNSCC cell line MOCL2 cells were inoculated in the subcutaneous region of C57BL/6J mice. FIN56 (100mg/kg) were intratumorally injected 7 days after tumor inoculation. Mice were sacrificed after 24 h. The tumors were harvested for experiments. Lower, western blot of GPX4 and PD-L1 of MOCL2-formed syngeneic tumor treated with FIN56 or a vehicle control. GAPDH was a loading control.

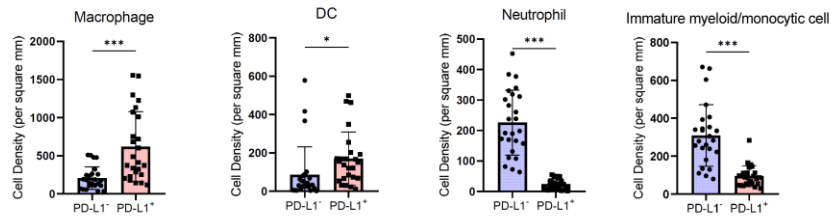

**Supplementary Figure S11. Multispectral immunofluorescent imaging of HNSCC patient slide to identify PD-L1 expression in immune cell.**

Cell density of PD-L1<sup>-</sup> or PD-L1<sup>+</sup> cells in macrophage, DC, neutrophil or immature myeloid/monocytic cell of multiplex immunostaining analysis. The data is presented in mean ± S.D, n=25. \*p<0.05, \*\*\*p<0.001 (Student's t test).

**A****Debris and Doublet exclusion**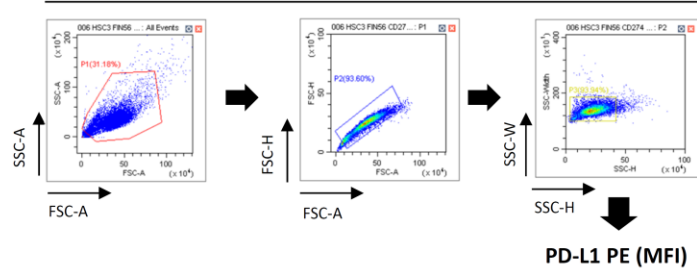**B****Debris and Doublet exclusion**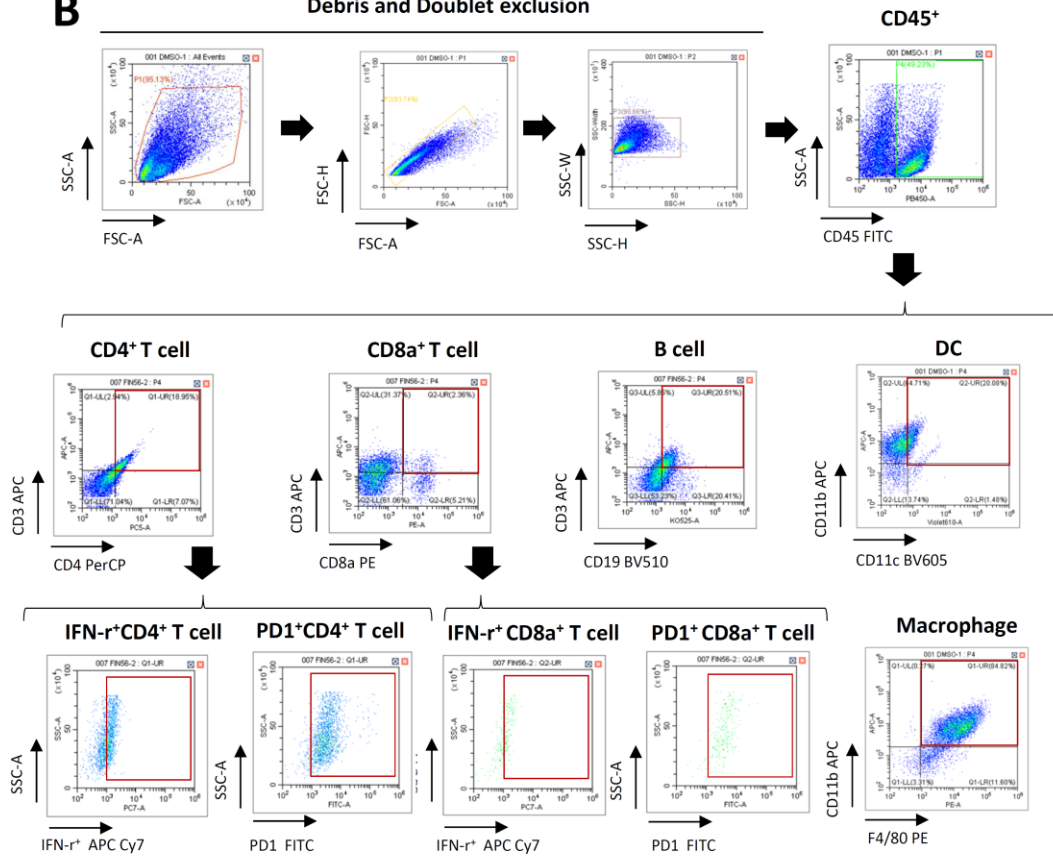

**C**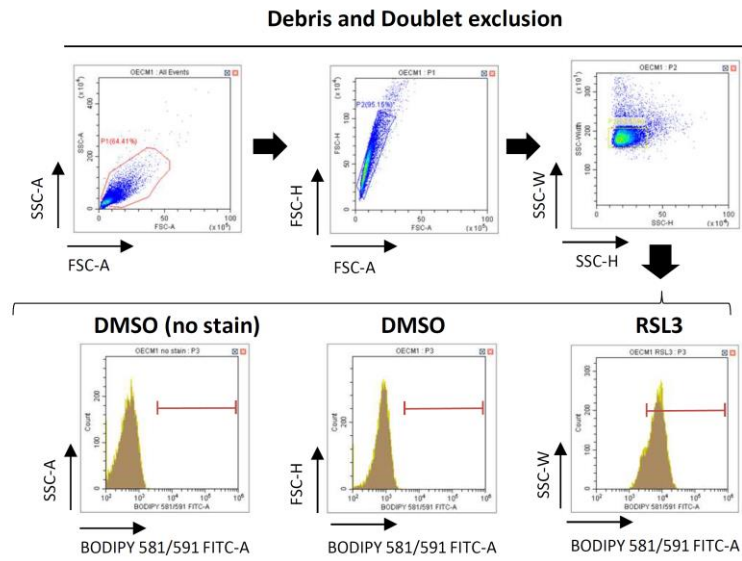

### Supplementary Figure S12. Gating strategies of flow cytometry.

**A**, gating scheme for detection of PD-L1 expression in HSC-3 cells treated with FIN56 or DMSO control used in Fig. 3F. **B**, gating scheme for detection of infiltrated immune cells (CD4 T cell, CD8a T cell, B cell, DC, and macrophage) in FIN56 or DMSO control treated tumor cell used in Fig. 6C-D. **C**, gating scheme for detection of BODIPY 581/591 FITC lipid ROS expression in six HNSCC cell lines (FaDu, HSC-3, SAS, TE1, CAL-27, OECM-1) and a primary HNSCC culture treated with RSL3 1 $\mu$ M for 4h or a control vehicle DMSO. The data was used in Supplementary Fig. 4C.

**Supplementary Fig. 13 Uncropped films of the experiments displayed in the figures and Supplementary figures:**

**Fig. 3E**

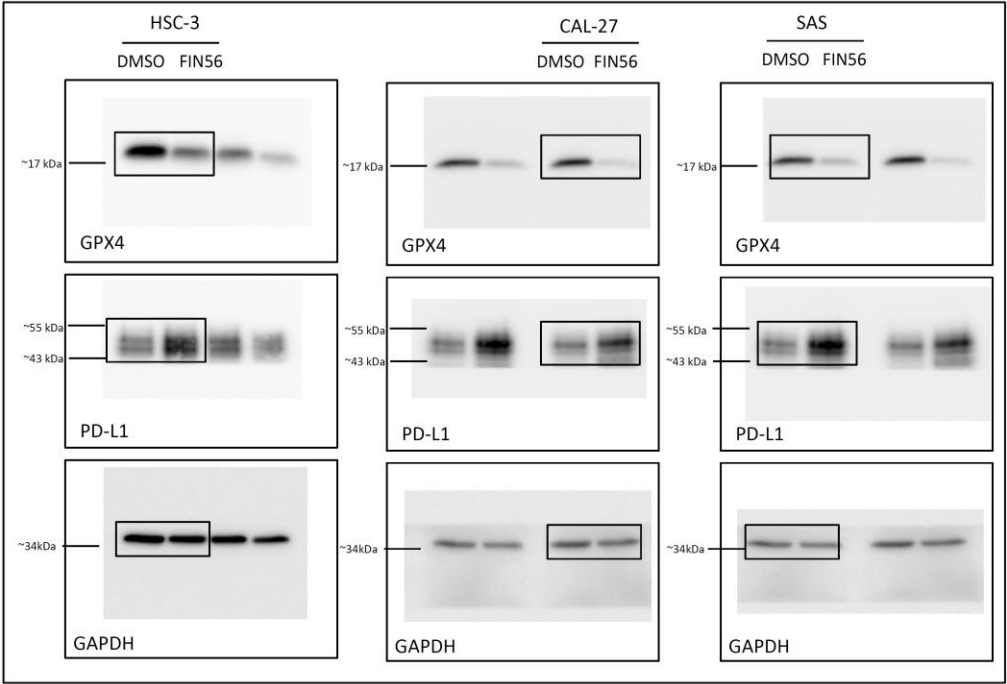

Fig. 3H

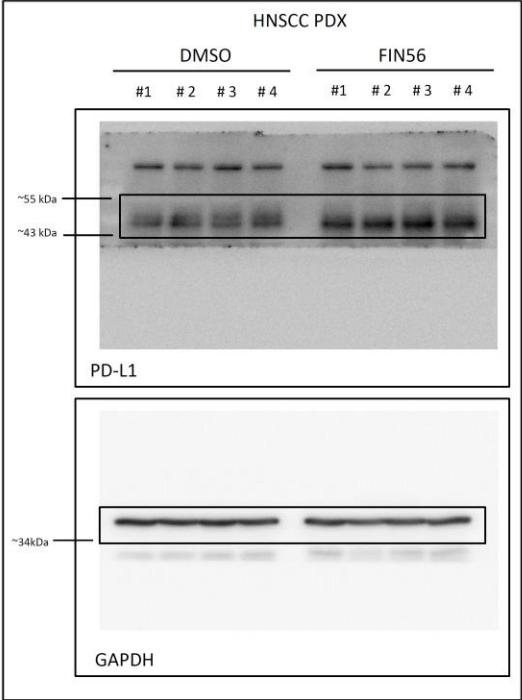

Fig. 4B

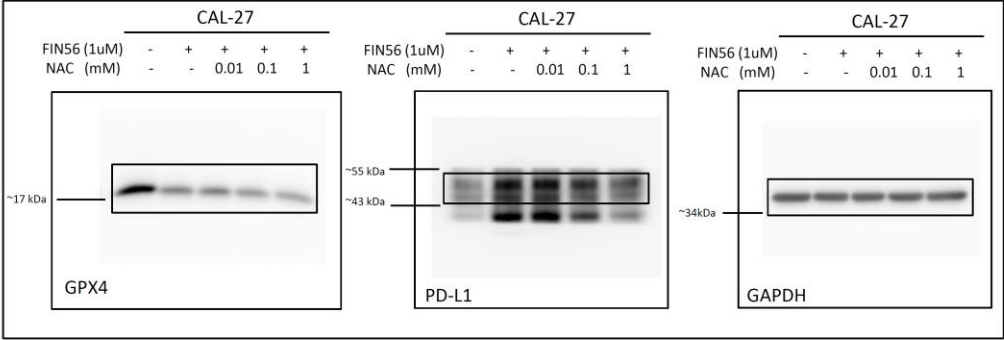

Fig. 4D

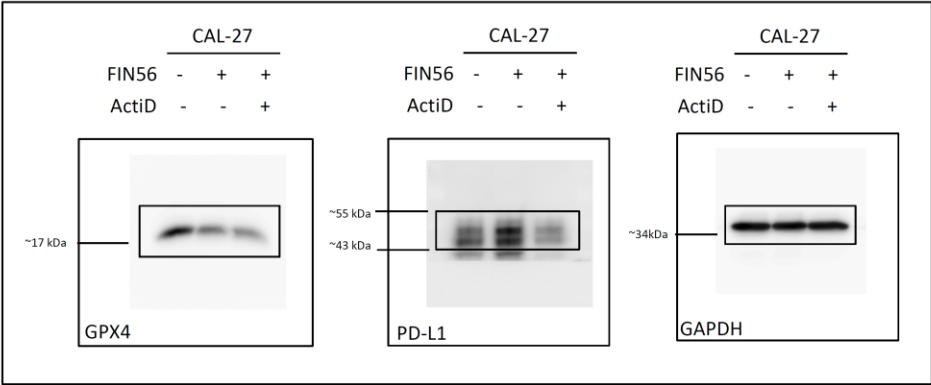

Fig. 4E

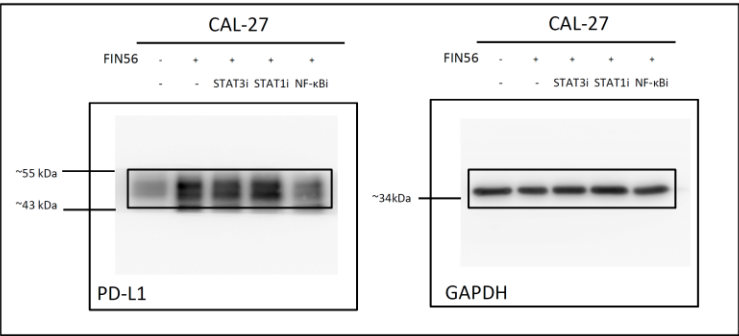

Fig. 4F

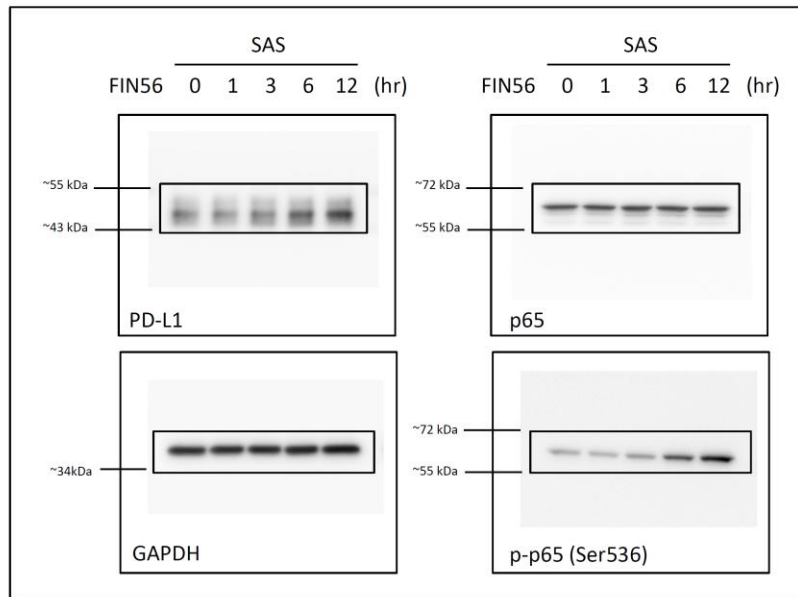

Fig. 4G

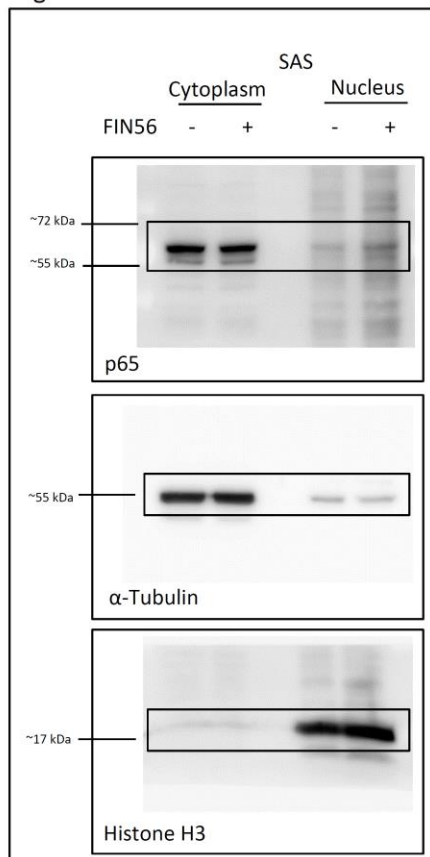

Fig. 4J

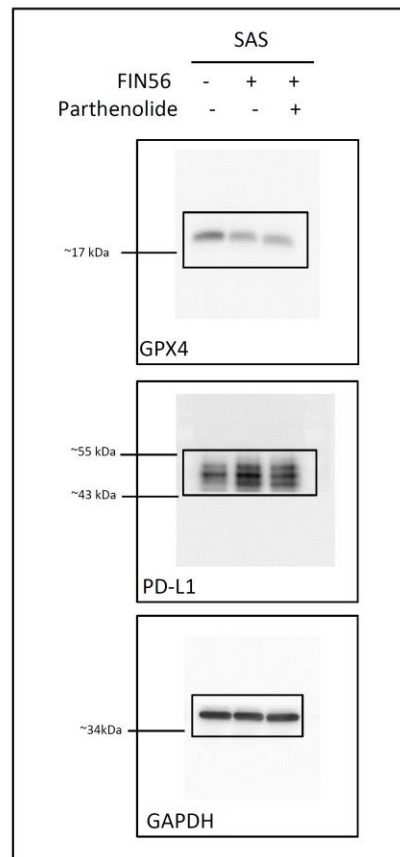

Supplementary Fig. 4B

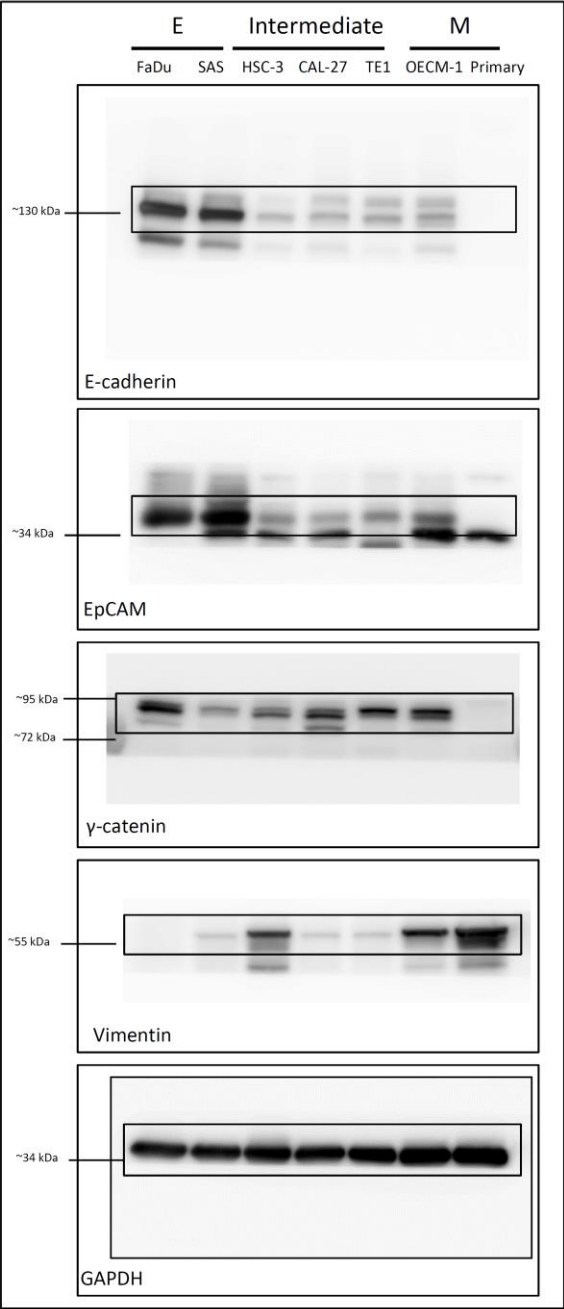

Supplementary Fig. 4F

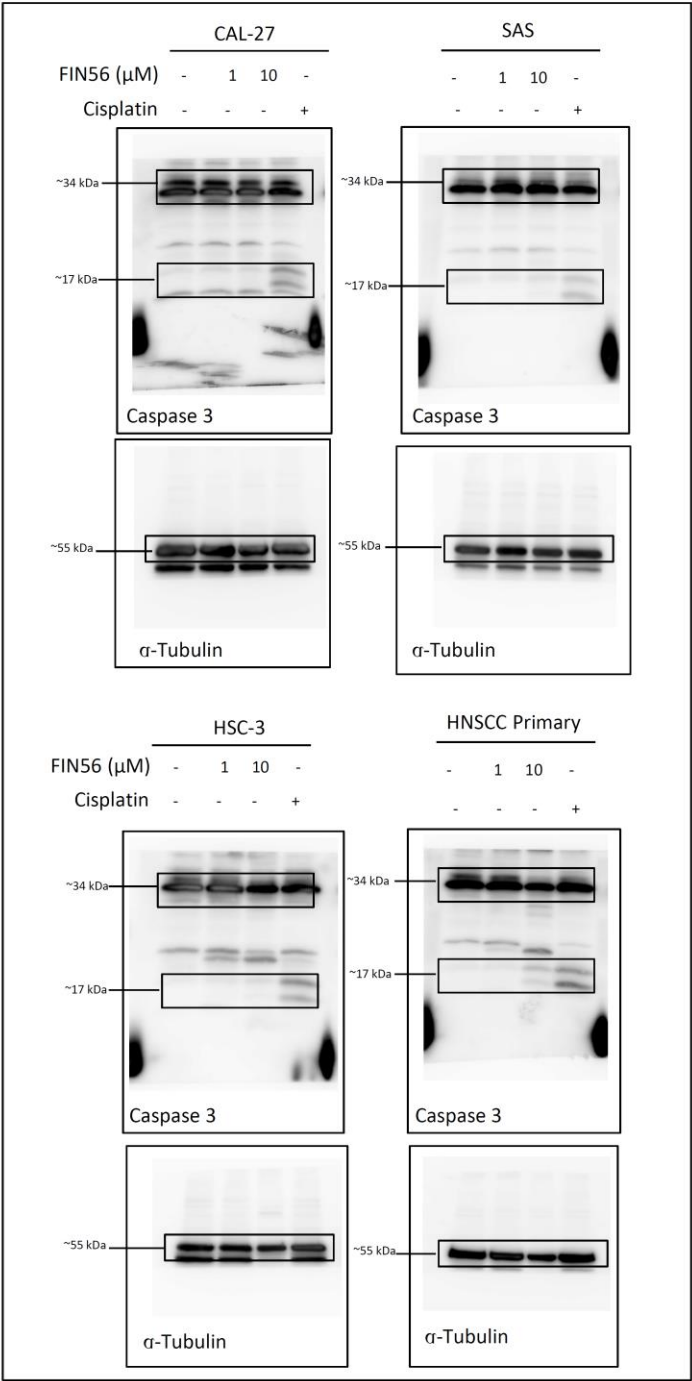

Supplementary Fig. 4F

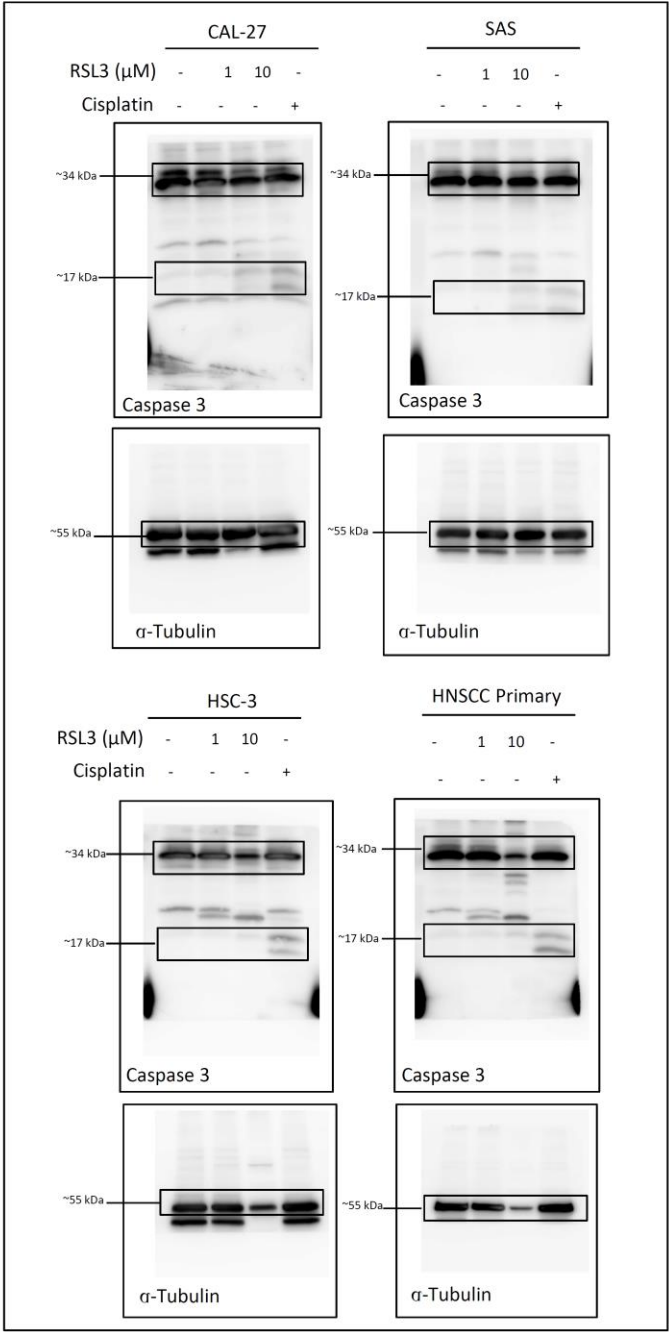

Supplementary Fig. 5B

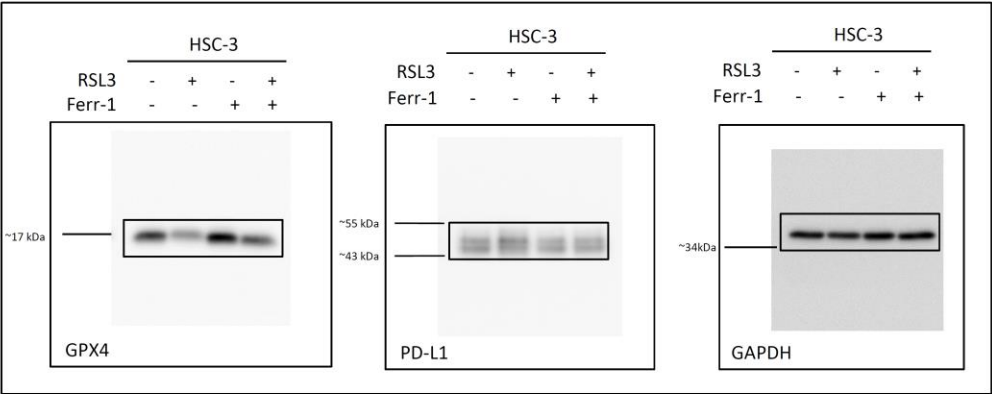

Supplementary Fig. 7C

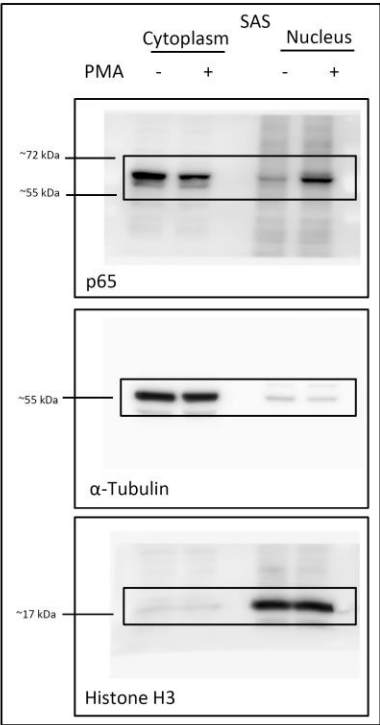

Supplementary Fig. 7D

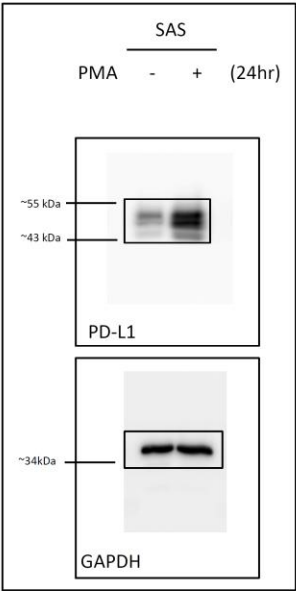

Supplementary Fig. 8H

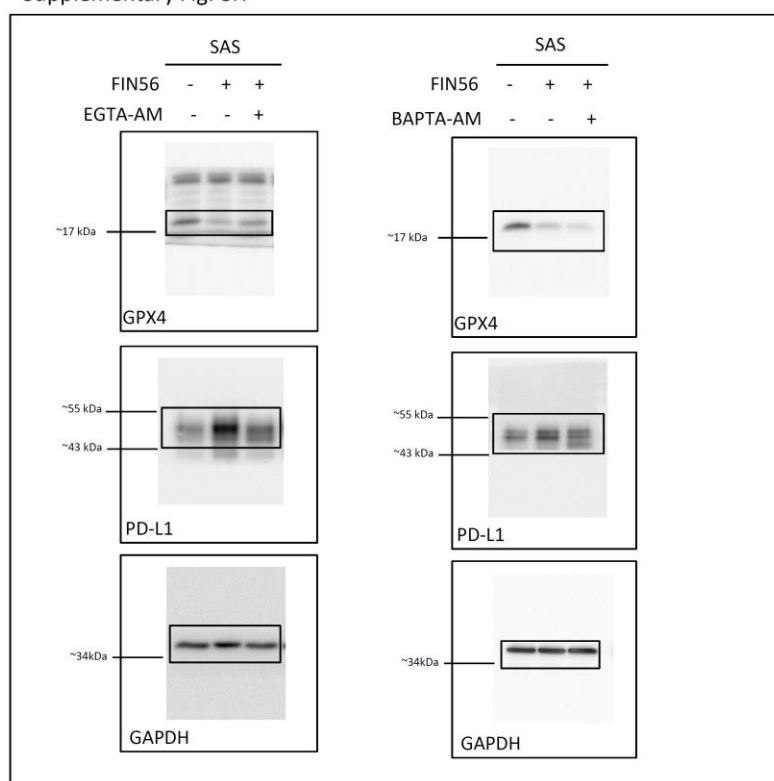

Supplementary Fig. 9B

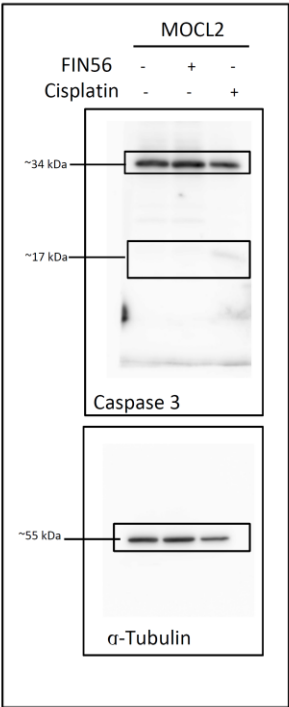

Supplementary Fig. 9C

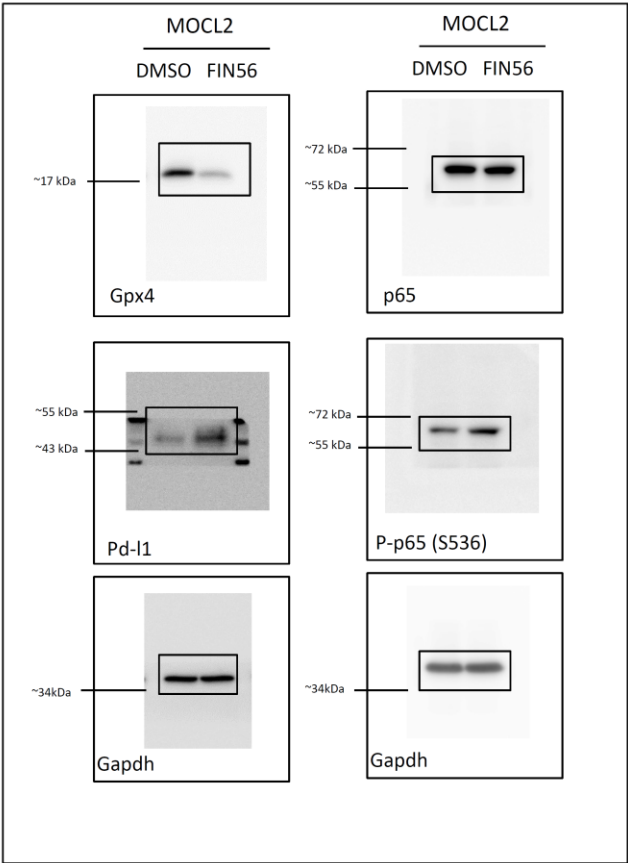

Supplementary Fig. 9D

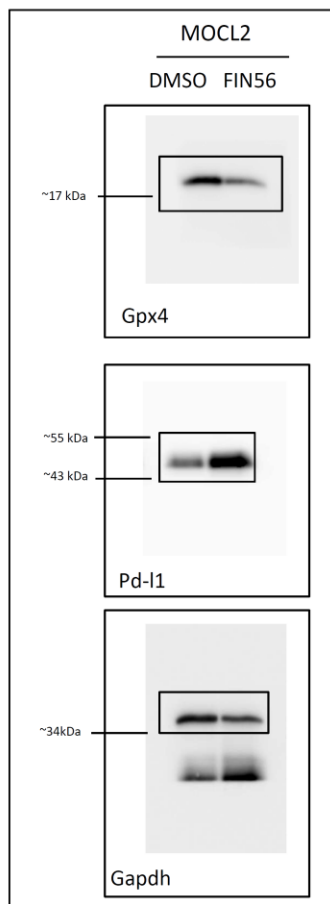

## **Legends for Supplementary Tables**

Supplementary Table 1. Characteristics of TVGH HNSCC patients.

Supplementary Table 2. WGCNA of TVGH HNSCC for RNA sequencing.

Supplementary Table 3. Signature gene lists for enrichment analysis to annotate the gene correlation network.

Supplementary Table 4. Cell counts of subclusters of the single-cell RNA sequencing experiment.

Supplementary Table 5. Single-cell RNA sequencing of tumor cluster feature.

Supplementary Table 6. Dominantly expressed genes in HNSCC under ferroptotic stress.

Supplementary Table 7. GO analysis for ferroptosis enriched genes.

Supplementary Table 8. Information of antibodies and sequence of the oligonucleotides for RT-qPCR in this study.

Supplementary Table 9. HNSCC bulk RNA sample QC.

# Supplementary material for: Ferroptosis Signature Shapes the Immune Profiles to Enhance the Response to Immune Checkpoint Inhibitors in Head and Neck Cancer
**Source:** Adv Sci (Weinh). 2023 Apr 7;10(15):2204514. doi: 10.1002/advs.202204514
**Supplement:** Supplementary file 9 — Supporting Information

**Supplementary Table 8. Information of antibodies and sequence of the oligonucleotides for RT-qPCR in this study**

| <b>Antibodies</b>                    |                    |                 |               |                                                       |
|--------------------------------------|--------------------|-----------------|---------------|-------------------------------------------------------|
| <b>Protein</b>                       | <b>Application</b> | <b>Antibody</b> | <b>Origin</b> | <b>Incorporation</b>                                  |
| GPX4                                 | WB, FC, IHC        | ab125066        | rabbit mAb    | Abcam Plc. (Cambridge, UK)                            |
| GAPDH                                | WB                 | # 2118          | rabbit mAb    | Cell Signaling Technology, Inc. (Danvers, MA)         |
| p65                                  | WB                 | # 8242          | rabbit mAb    | Cell Signaling Technology, Inc. (Danvers, MA)         |
| p65 pS536                            | WB                 | # 3033          | rabbit mAb    | Cell Signaling Technology, Inc. (Danvers, MA)         |
| $\alpha$ -Tubulin                    | WB                 | T9026           | mouse mAb     | Sigma-Aldrich (St. Louis, MO, USA)                    |
| PD-L1                                | WB, IF, VP, IHC    | # 13684         | rabbit mAb    | Cell Signaling Technology, Inc. (Danvers, MA)         |
| mouse PD-L1                          | WB                 | ab213480        | rabbit mAb    | Abcam Plc. (Cambridge, UK)                            |
| Caspase-3                            | WB                 | # 9662          | rabbit pAb    | Cell Signaling Technology, Inc. (Danvers, MA)         |
| Histone H3                           | WB                 | # 9715          | rabbit pAb    | Cell Signaling Technology, Inc. (Danvers, MA)         |
| PDL1-PE                              | FC                 | # 393607        | mouse mAb     | BioLegend, Inc. (San Diego, CA)                       |
| PE Mouse IgG1, $\kappa$ Isotype Ctrl | FC                 | # 981804        | mouse mAb     | BioLegend, Inc. (San Diego, CA)                       |
| Alexa Fluor 488                      | IF                 | A27034          | rabbit pAb    | Thermo Fisher Scientific Inc. (Waltham, MA)           |
| CD4                                  | VP                 | MA512259        | mouse mAb     | Thermo Fisher Scientific Inc. (Waltham, MA)           |
| 4HNE                                 | VP                 | ab46545         | rabbit pAb    | Cell Signaling Technology, Inc. (Danvers, MA)         |
| CD8a                                 | VP                 | MA513473        | mouse mAb     | Thermo Fisher Scientific Inc. (Waltham, MA)           |
| PD1                                  | VP                 | ab137132        | rabbit mAb    | Abcam Plc. (Cambridge, UK)                            |
| PanCK                                | VP                 | ab27988         | mouse mAb     | Abcam Plc. (Cambridge, UK)                            |
| CD11c                                | VP                 | ab52632         | rabbit mAb    | Abcam Plc. (Cambridge, UK)                            |
| CD33                                 | VP                 | ab269456        | rabbit mAb    | Abcam Plc. (Cambridge, UK)                            |
| CD66b                                | VP                 | BD555723        | mouse mAb     | BD Biosciences Systems & Reagents Inc. (San Jose, CA) |
| CD68                                 | VP                 | ab955           | mouse mAb     | Abcam Plc. (Cambridge, UK)                            |
| mouse PD-L1                          | ICB                | BE0101          | rat mAb       | Bio X Cell (Lebanon, NH, USA)                         |
| rat IgG2b                            | ICB                | BE0090          | rat mAb       | Bio X Cell (Lebanon, NH, USA)                         |
| mouse CD45-FITC                      | FC                 | FITC-65087      | rat mAb       | Proteintech Group, Inc. (IL, USA)                     |
| mouse CD3-APC                        | FC                 | # 100236        | rat mAb       | BioLegend, Inc. (San Diego, CA)                       |
| mouse CD4-PerCP                      | FC                 | # 100432        | rat mAb       | BioLegend, Inc. (San Diego, CA)                       |
| mouse CD8a-PE                        | FC                 | # 100708        | rat mAb       | BioLegend, Inc. (San Diego, CA)                       |
| mouse IFN-r-APC Cy7                  | FC                 | # 505850        | rat mAb       | BioLegend, Inc. (San Diego, CA)                       |
| mouse PD1-FITC                       | FC                 | # 135214        | rat mAb       | BioLegend, Inc. (San Diego, CA)                       |
| mouse CD11b-APC                      | FC                 | # 101212        | rat mAb       | BioLegend, Inc. (San Diego, CA)                       |
| mouse CD11c-BV605                    | FC                 | # 117333        | rat mAb       | BioLegend, Inc. (San Diego, CA)                       |
| mouse F4/80-PE                       | FC                 | # 123126        | rat mAb       | BioLegend, Inc. (San Diego, CA)                       |
| mouse PD-L1-BV650                    | FC                 | # 115545        | rat mAb       | BioLegend, Inc. (San Diego, CA)                       |
| mouse CD8a                           | IHC                | # 98941         | rabbit mAb    | Cell Signaling Technology, Inc. (Danvers, MA)         |

|            |     |          |            |                                                       |
|------------|-----|----------|------------|-------------------------------------------------------|
| mouse GZMB | IHC | # 46890  | rabbit mAb | Cell Signaling Technology, Inc. (Danvers, MA)         |
| mouse CD4  | IHC | # 25229  | rabbit mAb | Cell Signaling Technology, Inc. (Danvers, MA)         |
| PD-L1      | FC  | # 393606 | mouse mAb  | BioLegend, Inc. (San Diego, CA)                       |
| CD4        | FC  | # 317410 | mouse mAb  | BioLegend, Inc. (San Diego, CA)                       |
| CD8a       | FC  | # 300912 | mouse mAb  | BioLegend, Inc. (San Diego, CA)                       |
| CD11c      | FC  | # 301608 | mouse mAb  | BioLegend, Inc. (San Diego, CA)                       |
| CD14       | FC  | BD557742 | mouse mAb  | BD Biosciences Systems & Reagents Inc. (San Jose, CA) |
| CD56       | FC  | # 318308 | mouse mAb  | BioLegend, Inc. (San Diego, CA)                       |
| CD19       | FC  | # 363030 | mouse mAb  | BioLegend, Inc. (San Diego, CA)                       |

Abbreviations: FC, flow cytometry; IF, immunofluorescence; IHC, immunohistochemistry; WB, western blot; ICB, immune checkpoint blockade; VP, Vectra Polaris; mAb: monoclonal antibody; pAb, polyclonal antibody

#### Primers for RT-qPCR

| Gene name    |   | sequence (5'-3')      | gene name     |   | sequence (5'-3')       |
|--------------|---|-----------------------|---------------|---|------------------------|
| <i>18S</i>   | F | CTACCACATCCAAGGAAGCA  | <i>m18S</i>   | F | GTAACCCGTTGAACCCCAT    |
|              | R | TTTTTCGTCACTACCTCCCCG |               | R | AGAGGGACGTGAGAGAGCAT   |
| <i>CD274</i> | F | TCAATGCCCCATACAACAAA  | <i>mCD274</i> | F | GCTCCAAAGGACTTGTACGTG  |
|              | R | TGCTTGTCCAGATGACTTCG  |               | R | TGATCTGAAGGGCAGCATTTTC |

How the deposited data were processed for this re-analysis (not part of the article)

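The data are 1 RNA-seq library of HSC-3 cells treated with 0.1% DMSO and 1 of HSC-3 cells treated with 1 µM FIN56 for 48 h. The labels give the time for the FIN56 library only. The methods describe the sequencing of tumor samples, and the same steps are taken here to hold for the HSC-3 libraries, which the paper's text does not describe separately. By those methods, the authors trimmed reads with AfterQC 0.9.7, aligned them with STAR 2.6.1a to GRCh38 with the annotation of Ensembl release 94, and estimated expected counts, FPKM and TPM per gene with RSEM 1.3.1. The expected counts deposited by the authors are not normalized and need not be whole numbers. The FPKM values deposited by the authors are scaled for library size and effective gene length and rounded to 2 decimals. The TPM values deposited by the authors sum to 1000000 in each library. The rlog values deposited by the authors are on a log2 scale and were made from the expected counts with DESeq2 1.26.0. All 8 per-sample columns were matched to a library by name.

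The main measure was the ratio of the deposited FPKM values, FIN56 over DMSO, for genes above 0 in both libraries, with thresholds of 1.5 and 1/1.5 after the criterion the paper states. Ratios were compared with the thresholds in whole hundredths of FPKM, since 223 genes lay at exactly 1.5. With 1 library per condition no test between conditions could be made. Counting error was given as an exact Clopper-Pearson interval at a level of 95% on rounded expected counts, and by 100 simulated pairs in which the counts of each gene were divided between the libraries by library size alone. Both cover counting error only. Reads without molecular identifiers are not independent molecules, and the scaling between libraries has an error of its own. With totals of 70184517 and 73062209 expected counts, the interval of CD274 spans 2.20 to 2.46, whereas that of CCL5 spans 1.07 to 6.58.

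Gene lists were given as the median log2 ratio of their members, as a percentile among 10000 random lists of the same size drawn within 20 bins of mean log2 FPKM. The range of a median within counting error came from 1000 redraws of the counts. The lists of NF-κB (40 genes), NRF2 (20), ATF4 (18), p53 (18) and sterol synthesis genes (24) were written from general knowledge before the data were examined, as were the 6 ferroptosis genes of section 2.3. The lists of Table S3 are the paper's. Gene families were grouped by symbol after the data had been seen. In all 8 families were looked at, of which the zinc finger and histone genes were chosen for further tests because they stood out, and the medians of the other families are given among the other observations. The genes named in the text are those of Table S6C, the ferroptosis genes, the members of these lists, the first 10 genes of Table S6B, and the 5 highest and 5 lowest FPKM ratios among genes with at least 100 expected counts in both libraries together. Older symbols in the paper's tables were matched through synonym tables, so that CCDC19 is CFAP45 and HIST1H2AE is H2AC8.

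Positions, gene types and transcript sequences came from GENCODE release 44 on GRCh38, which is later than the annotation the authors name. Of the deposited identifiers, 99.7% were found in it, and 24366 of the 24454 genes tested had a GC content and a length. Alternatives set before the data were examined included TPM and rlog values. Expected counts scaled by edgeR TMM (version 4.0.16) or by DESeq2 (version 1.42.0) median-of-ratios size factors were also set then. So were minimum FPKM values of 0.1 in both libraries, 1 in both, or 1 in at least 1 library. The rest were minimum expected counts of 10 in both libraries or 50 together, pseudocounts of 0.1 or 1 FPKM over all genes, and a threshold of 2. Expected counts were rounded to whole numbers first. Expected counts scaled by library totals, and FPKM ratios centred within 10 bins of GC content and 10 of transcript length, were added after the data had been seen. The bins were fitted on genes with at least 50 expected counts.

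The steps were tested on simulated data, with counts drawn for the 24454 real genes and 200 genes changed 3 times either way. The changed genes were drawn from those with at least 200 expected counts in both libraries together, and count ratios were used. All raised and lowered genes passed the thresholds (100% of 100 each). A change of that size at that depth could hardly miss them, so weakly expressed genes and FPKM ratios were not tested. Of the 24254 unchanged genes, 1732 also reached 1.5. The 95% interval held the true ratio for 96.5% of genes when scaled by the sizes the counts were drawn from, and for 93.8% when scaled by the simulated totals, which the changed genes had shifted by 1.34%. Lists of unchanged genes had percentiles from 0.700 to 99.8, with a median of 58.1. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 were used. Tables S6A and S6B were read here in part, so no overlap with the spatial data was computed. The values of some single genes are not reported here.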

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

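The tests of scaling and of reads shared with other genes for the sterol list were chosen after the result was seen, as was the test of scaling for the count of lower genes. The histone genes were also grouped after seeing the data, as 1 of 8 gene families looked at, and were chosen because they stood out. Each result below is a signal in genes that the paper does not discuss.

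The sterol synthesis list was lower in the FIN56 library. Its 24 genes had a median log2 FPKM fold change of -0.59, with a range of -0.62 to -0.55 within counting error, and the median lay at percentile 0 of 10000 matched random lists. In all, 22 members were lower, 12 of them at 1/1.5 or less. INSIG1 fell to an FPKM ratio of 0.228, SQLE to 0.695 and FDFT1 to 0.682, while PMVK stood at 1.41. SCD, which is not on the list, fell from 32732 to 4190 expected counts. The tables argue against several technical explanations. The median was reached in 0 of 100 simulated pairs with counting noise alone. After centring for GC content and transcript length it was still at percentile 0 of random lists. It was -0.22 with the scaling that moved it most, the rlog values. Its 12 members with whole expected counts, which give no sign of reads shared with paralogs or pseudogenes, had a median of -0.65. A difference between the 2 cultures other than FIN56, such as their density or medium, cannot be told apart from the treatment with 1 library per condition. An action of FIN56 on sterol synthesis or its regulation stays open as a hypothesis that this design does not test.

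Lower genes outnumbered higher ones. Among genes with at least 10 expected counts in both libraries, 1936 had an FPKM ratio of 1/1.5 or less and 1323 one of 1.5 or more, an excess of 613. The paper's text gives a count of the higher genes only. Counting noise and unequal library size gave an excess of at most 55 in 100 simulated pairs. After centring for GC content and transcript length the excess was 419, from 1785 lower and 1366 higher genes, so this bias could account for part of it and not for the whole. With TPM, TMM or median-of-ratios scaling the excess was 287 at its smallest, with TPM. Its size therefore depends on the scaling, and its direction did not change under these 3 scalings. A general difference between the cultures was not tested here.

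Histone genes were higher in the FIN56 library. The 54 genes with an FPKM above 0 in both libraries had a median log2 fold change of 0.51, at percentile 100 of matched random lists, and 23 of them had a ratio of 1.5 or more against a mean of 9.06 in random lists. Reads shared with paralogs or pseudogenes are a concern in this family, yet the 35 members with whole expected counts had a median of 0.43. After centring for GC content and transcript length the median lay at percentile 100. The direction was the same with TPM, TMM, median-of-ratios and rlog values. Most histone transcripts lack a poly(A) tail, and how much of them a library holds may depend on RNA selection and on the share of cells in S phase. Neither was measured. A difference between the 2 cultures other than FIN56 cannot be told apart from the treatment, since there was 1 library for each.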

How the results depend on the processing

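No paired analysis was possible because each condition has 1 library, and for the same reason leaving out a replicate was impossible. The 12 alternatives named in the processing summary were set before the data were examined, and expected counts scaled by library totals and centring for GC content and transcript length were chosen after seeing the data.

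The number of genes with an FPKM fold change of 1.5 or more was 3583, and of 1/1.5 or less 4240. These counts depend on the handling of weakly expressed genes. They were 1622 and 2208 with an FPKM of at least 0.1 in both libraries, 719 and 1168 with at least 1 in at least 1 library, and 489 and 855 with at least 1 in both. At least 10 expected counts in both libraries left 1323 and 1936, and at least 50 together 1078 and 1596. Fewer genes are tested under each of these filters, which by construction lowers the counts. A pseudocount of 1 FPKM gave 476 and 785, a threshold of 2 gave 2088 and 2384, and the rlog values gave 7 and 16. The rlog transformation shrinks differences between libraries, the more so at low counts. TPM, TMM, median-of-ratios scaling, a pseudocount of 0.1 FPKM, library totals and the centring stayed within 1.5 times of both counts. Higher genes made up 45.8% of all genes past either threshold, and 30.4% with the rlog values. Of the 3583 higher genes, 2985 were also higher by expected counts scaled by library totals.

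Of the 42 genes of Table S6C, 32 were at 1.5 or more. This fell to 20 with a pseudocount of 1 FPKM, 13 at a threshold of 2 and 0 with rlog values. With an FPKM of at least 1 in both libraries 21 passed, out of the 25 genes that met this filter. Under the other alternatives between 25 and 39 of the genes passed.

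CD274 was higher in the FIN56 library under every alternative run. Its fold change of 2.13 became 2.32 with TMM, 2.39 with median-of-ratios size factors, 2.33 with library totals, 2.01 after centring for GC content and transcript length, and 1.42 with rlog values, which is below 1.5.

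The NF-κB target list had a median log2 fold change of -0.18, which moved to -0.042 with rlog values and -0.033 with an FPKM of at least 1 in both libraries, and stayed negative under every alternative run. The cause was not tested. The sterol synthesis list moved from -0.59 to -0.52 with median-of-ratios size factors and to -0.22 with rlog values. The ATF4 target list reversed from -0.10 to 0.032 after centring for GC content and transcript length, and its direction is therefore not established. With rlog values the NRF2 list moved to -0.0050, the ferroptosis list of Table S3 to -0.0052, the tumor inflammation signature to 0.050, the ferroptosis genes of section 2.3 to 0.084, histone genes to 0.019, the p53 list to 0.057 and zinc finger genes to 0.045. With a pseudocount of 0.1 FPKM the tumor inflammation signature moved to 0.091, histone genes to 0.35 and zinc finger genes to 0. With a pseudocount of 1 FPKM they moved to 0.029, 0.11 and 0. These 2 alternatives also include members at an FPKM of 0 in either library or in both, and those at 0 in both have a ratio of 1. Histone genes were at 0.91 with an FPKM of at least 1 in both libraries. The ferroptosis genes of section 2.3 were at 0.19 with TPM, 0.19 with median-of-ratios size factors and 0.11 after centring. Zinc finger genes were at 0.18 with TPM and 0.20 with median-of-ratios size factors. The cause of these other changes was not tested.

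Fold changes of 97 other named genes were compared under 6 alternatives. Of these values 405 stayed within counting error of the FPKM ratio, 168 moved beyond it in the same direction, 81 of them with rlog values, and 9 reversed. The 9 belong to 3 genes. FSIP1, at an FPKM ratio of 0.159, was at 1.09 with TMM, 1.12 with median-of-ratios size factors and 1.01 with rlog values. TFEC, at 0.60, was at 1.37, 1.41 and 1.03. SARM1, at 1.28, was at 0.973, 0.999 and 1.00. FPKM is by construction the count divided by library size and effective gene length, so apart from rounding the FPKM ratio of these genes departs from the count ratio through that length. Depth limits the results for weakly expressed genes, and 8 of the 42 genes of Table S6C have counting intervals that include 1.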

Differences from the paper's values

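The paper reports 539 genes with an FPKM fold change of 1.5 or more, against 3583 here. Of the alternatives set before the data were examined, a pseudocount of 1 FPKM (476 genes), an FPKM of at least 1 in both libraries (489) and an FPKM of at least 1 in at least 1 library (719) gave counts within 1.5 times of the paper's, and the other 9 did not. In the same order, these settings passed only 20, 21 and 25 of the 42 genes of Table S6C. A similar count therefore does not establish that any of them was the paper's rule. Table S6B lists a fold change for 12819 genes by the paper's count, against 24454 genes with an FPKM above 0 in both libraries. The filters at an FPKM of 0.1 in both libraries (18532 genes), 1 in at least 1 library (13440) and 1 in both (12638), and at 10 expected counts in both (17372) or 50 together (15770), came within 1.5 times of it. TPM, TMM, median-of-ratios, rlog values and both pseudocounts did not.

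Fold changes were compared for 52 genes, the genes of Table S6C and the first 10 of Table S6B, and 9 of them differed by more than 1.5 times. Table S6B names some genes by older symbols than the deposited tables do, and it was not established here that its fold changes were computed from the deposited quantification, which limits what these differences and the genes below the threshold mean. The paper's value for SARM1 is 2.90, against 1.28 here. Its value for HSPE1-MOB4 is 9.32, against 1.3, and for SULT1A3 7.35, against 0.732. None of the alternatives set before the data were examined closed the gap for these 3 genes. Each of them overlaps another annotated gene, and their expected counts were not whole numbers. Reads were thus divided between genes, and the values found here are uncertain. The paper's value for CYBB is 1.82 and for ITGA4 1.68, against 1.14 and 1.00 here. With TMM they were 1.84 and 1.57, and with median-of-ratios size factors 1.89 and 1.61. No other alternative set before the data were examined came within 1.5 times. The paper's value for TNFSF13B is 1.53, against 1.00 here, 1.65 with TMM, 1.70 with median-of-ratios size factors and 1.03 with TPM. The rlog values and both pseudocounts left this gap open. For TFEC the paper's value is 1.51, against 0.60 here, and TMM (1.37), median-of-ratios size factors (1.41) and rlog values (1.03) closed the gap, while TPM and both pseudocounts did not. For FAM184A the paper's value is 1.62, against 5.75 here. TMM (2.11), median-of-ratios size factors (2.17) and the pseudocounts of 0.1 FPKM (2.36) and 1 FPKM (1.18) closed the gap, and TPM and rlog values did not. For ZNF559-ZNF177 the paper's value is 7.26, against 15.8 here, and TMM (9.59), median-of-ratios size factors (9.85) and a pseudocount of 0.1 FPKM (5.21) closed the gap, while TPM, rlog values and a pseudocount of 1 FPKM did not.

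Expected counts scaled by library totals, an alternative chosen after seeing the values, also closed the gap for CYBB (1.84), ITGA4 (1.57), TNFSF13B (1.65), TFEC (1.37), FAM184A (2.11) and ZNF559-ZNF177 (9.61), and not for SARM1, HSPE1-MOB4 or SULT1A3. Centring for GC content and transcript length closed none of the 9.

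The paper places all 42 genes of Table S6C at or above its threshold, and 10 of them were below it here by FPKM. By median-of-ratios size factors 39 passed, and CYBB, GANC, ITGA4, ZNF480, TNFRSF1B and TNFSF13B were among those added. Expected counts scaled by library totals, chosen after seeing the values, also gave 39, and TMM gave 38. The centring, likewise chosen after seeing the values, placed TNFRSF1B (1.55) above the threshold and ZNF25 (1.44) below it, with 33 of the 42 genes passing. SARM1, EXOSC7 and TFEC passed under none of the units, pseudocounts or centring tried. The paper's order of the genes in Fig. 3B has TLR1, SARM1, LCP1 and CD274 at its top. Here FAM184A, TLR1, RAB3IL1 and LCP1 had the highest FPKM ratios, and CD274 ranked eighth. By expected counts scaled by library totals, TLR1 (3.80), LCP1 (2.89), CCL5 (2.52) and RAB3IL1 (2.36) lay above CD274 (2.33). FAM184A (2.11) and SARM1 (0.97) lay below CD274 by that measure. The paper describes CD274 as the hub of the GO network. In its Table S7, TLR4 and CCL5 are named in more terms. The paper names the NF-κB pathway among the major ones in an analysis of its 539 higher genes. The NF-κB target list used here is not the MSigDB or KEGG set. Its median log2 fold change was -0.18, and -0.033 with an FPKM of at least 1 in both libraries. A median over all members is an unlike measure, and both results can hold. By number, 2 members reached 1.5, against a mean of 1.92 in matched random lists. The paper also examined p65 phosphorylation, nuclear p65, DNA binding and an NF-κB inhibitor, in SAS or CAL-27 cells.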

Other observations

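The tests of counting noise for CD274 and of shared reads for the NF-κB list were chosen after the result was seen, and the zinc finger genes were grouped after seeing the data and chosen because they stood out among 8 gene families.

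Counting noise alone does not account for the number of higher genes. Simulated pairs gave a mean of 1932.5 genes at a count ratio of 1.5 or more over all genes and 291.2 over genes with at least 10 expected counts in both libraries, against 3305 and 1155 observed by counts. A gene with few counts can therefore reach 1.5 without any change.

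The FPKM ratio and the count ratio of a gene often differ. Among 12638 genes with an FPKM of at least 1 in both libraries, 14.9% differ by more than 1.1 times, too many for rounding to 2 decimals. Of 1471 genes with 1 annotated transcript 2.72% differ (95% interval 1.95 to 3.68), against 16.5% of 11146 genes with several. By construction, and apart from rounding, the 2 ratios of a gene differ through its effective gene length. RSEM derives that length from the mix of transcripts, which goes with these shares. The upper bound of the interval, however, lies slightly above the limit set before the test. The transcripts were counted in a later annotation than the authors name. The paper's fold changes in Table S6B were closer to the count ratio than to the FPKM ratio for 38 of the 52 genes compared, a comparison made after seeing the data. The median distance was 1.03 times to the count ratio and 1.09 times to the FPKM ratio. The paper's values for CCL5 and CYBB are both 1.82, while their FPKM ratios here were 2.00 and 1.14.

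CD274 stayed above its thresholds in 2 tests. The lower bound of its counting interval was 2.20, which argues against counting noise alone, and its ratio after centring for GC content and transcript length was 2.01, which argues against that bias as the whole cause.

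The NF-κB target list was lower in the FIN56 library, with a median log2 fold change of -0.18. This was reached in 0 of 100 pairs simulated with counting noise alone, and was -0.18 after centring for GC content and transcript length. The test of reads shared with paralogs or pseudogenes cannot decide. The 25 members with whole expected counts had a median of -0.034, with 17 members lower and 8 higher. This lay within the range of 95% of the random lists matched to the whole list (-0.11 to 0.15), which hold more genes. The criterion of this test was itself changed after its value was seen. Against the range within counting error, used first, the same median lay below 0 (-0.24 to -0.020), which argues against shared reads as the whole cause. A difference between the 2 cultures other than FIN56 cannot be told apart from the treatment with 1 library for each. The list may therefore be unchanged or slightly lower, and these libraries give no sign of a general rise in its transcripts.

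Zinc finger genes were higher in the FIN56 library. The 414 genes tested had a median log2 fold change of 0.15, at percentile 100 of matched random lists. Counting noise alone reached it in 0 of 100 simulated pairs, and after centring for GC content and transcript length it was still at percentile 100. The median was above 0 with TPM, TMM, median-of-ratios and rlog values, and 0 with either pseudocount over all genes. GC content was related to the fold change across 15737 genes (Spearman's rho -0.154, across genes, which are not independent replicates), and the median log2 fold change went from 0.099 in the fifth of genes with the lowest GC content to -0.076 in the fifth with the highest. A difference between the 2 cultures other than FIN56 cannot be told apart from the treatment, as each has 1 library.

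The other 6 families were looked at in genes with at least 10 expected counts in both libraries. Ribosomal protein genes (80) had a median log2 fold change of -0.29, at percentile 0 of matched random lists, SNHG genes (25) -0.23 at percentile 0.29, and mitochondrially encoded genes (15) 0.29 at percentile 99.95. HLA genes (18) had a median of 0.20 at percentile 96.7, small nucleolar RNA genes (9) 0.076 at 69.9 and keratin genes (35) 0.037 at 61.6. Each median kept its sign with TPM, TMM, median-of-ratios and rlog values and after the centring. Ribosomal protein and HLA genes share reads with pseudogenes or related genes, so their values are uncertain. Several families chosen by symbol alone thus lay at the ends of the random lists, whose genes are drawn independently, so a percentile near 0 or 100 is not special to the zinc finger and histone genes.

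Among genes with at least 100 expected counts in both libraries together, the highest FPKM ratios belonged to TRIM6-TRIM34 (21.5), GAST (19.7), FP236241.1 (14.2), ADAM32 (11.1) and OVGP1 (11.0), and the lowest to AC073896.1 (0.0480), SCD (0.123), SLX1B (0.147), RAB26 (0.151) and FSIP1 (0.159). By expected counts the ratio of FP236241.1 was 2.94 (95% counting interval 2.21 to 3.96), that of ADAM32 7.01 (5.03 to 10.0), that of OVGP1 9.10 (6.44 to 13.2), that of AC073896.1 0.0876 (0.0577 to 0.128) and that of FSIP1 1.09 (0.774 to 1.54), so FSIP1 was not lower by counts. The count ratios of GAST (19.7) and SCD (0.123) equal their FPKM ratios at this rounding, and those of TRIM6-TRIM34, SLX1B and RAB26 were 20.0, 0.143 and 0.179. TRIM6-TRIM34, HSPE1-MOB4, NME1-NME2 and ZNF559-ZNF177 are readthrough genes that overlap their neighbours on the same strand, and their values are uncertain. Of the 50 highest and 50 lowest genes, 51% had expected counts that were not whole (95% interval 40.8 to 61.1), against 47.1% of all 14247 such genes. Reads shared between overlapping or near-identical genes thus do not set these genes apart as a group, and an excess up to the upper bound of the interval is not excluded.

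GPX4 had an FPKM of 245.57 with DMSO and 243.55 with FIN56, and its counting interval of 0.958 to 1.01 included 1. The paper reports GPX4 protein, which was not measured here. The 6 ferroptosis genes of section 2.3 had a median log2 fold change of 0.16 (percentile 85.5), with ACSL4 at an FPKM ratio of 1.15, SLC7A11 at 1.17, GCLC at 1.18, SLC3A2 at 1.09 and GSS at 0.706. The ferroptosis list of Table S3 had a median of -0.15 over 11 genes (percentile 10.7), with DPP4 at 2.96 and LPCAT3 at 0.455. The NRF2 list had a median of -0.047 (percentile 16.5) and the ATF4 list -0.10 (percentile 7.62). HMOX1 stood at 1.36, CHAC1 at 0.908, ATF3 at 1.37 and DDIT4 at 0.359.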
